# A time-resolved multi-omic atlas of the developing mouse stomach

**DOI:** 10.1038/s41467-018-07463-9

**Published:** 2018-11-21

**Authors:** Xianju Li, Chunchao Zhang, Tongqing Gong, Xiaotian Ni, Jin’e Li, Dongdong Zhan, Mingwei Liu, Lei Song, Chen Ding, Jianming Xu, Bei Zhen, Yi Wang, Jun Qin

## Abstract

The mammalian stomach is structurally highly diverse and its organ functionality critically depends on a normal embryonic development. Although there have been several studies on the morphological changes during stomach development, a system-wide analysis of the underlying molecular changes is lacking. Here, we present a comprehensive, temporal proteome and transcriptome atlas of the mouse stomach at multiple developmental stages. Quantitative analysis of 12,108 gene products allows identifying three distinct phases based on changes in proteins and RNAs and the gain of stomach functions on a longitudinal time scale. The transcriptome indicates functionally important isoforms relevant to development and identifies several functionally unannotated novel splicing junction transcripts that we validate at the peptide level. Importantly, many proteins differentially expressed in stomach development are also significantly overexpressed in diffuse-type gastric cancer. Overall, our study provides a resource to understand stomach development and its connection to gastric cancer tumorigenesis.

## Abstract (web summary)

The mammalian stomach is a complex organ with diverse roles in health and disease. Here, the authors integrate proteomics and transcriptomics to analyze the mouse stomach at 15 time points during development, providing molecular level insights into system-wide developmental changes.

## Introduction

The mammalian stomach is a muscular sac^1^ that has an evolutionarily diverse structure with versatile functions, including food digestion, hormonal regulation of metabolic homeostasis, and immune regulation^1–3^. The mouse stomach is composed of three main parts: the forestomach for food storage, the corpus for food digestion, and the antrum that secretes mucus and certain hormones^1,3–5^. The stomach originates from the embryonic foregut, and its ontogeny starts at approximately embryonic day 9.5 (E9.5)^6^. The stomach is protruding and visible at E10.5 and then rapidly grows^6,7^. Around E12.5, the stomach migrates to the left side of body; one day later, the forestomach starts to develop a stratified squamous epithelium, while the glandular stomach begins to develop a simple columnar epithelium^7,8^ and divides into the corpus and antrum. Cells that originate from the corpus and antrum start to differentiate into smooth muscle, the muscle layer thickens at E14.5, and different types of cells ultimately become mature^1,6,9^.

Currently, most studies of stomach development have focused on a single or a small set of proteins or on a specific pathway. Based on these efforts, the key roles of several transcriptional regulators (e.g., BARX^10^, HOXA5^11^, SOX2^1^, CDX2^12^, HNF1β^13^, PDX^14^, and GATA4^15^) and signaling pathways (Wnt^16,17^, retinoic acid^18^, Notch^19^, FGF^1,3,4^, BMP^20^, SHH^15^, Hippo^21^, and TGF-β^22^) in controlling organ development have been defined. While our knowledge of stomach development is substantially enhanced by these studies, their limited focus hampers our understanding of the whole process in the context of systems biology, within which proteins are highly dynamic and interactive. Large protein sets can govern organ development by highly coordinated expression changes^23^ and play important roles in organ functions.

Recently, significant advances have been made in mass spectrometry (MS)-based proteomics from sample preparation to liquid chromatography (LC) and instrumentation, making the identification of nearly all expressed proteins in cells or tissues possible with good accuracy and reproducibility^24–26^. In 2013, Geiger and his colleagues examined the proteomic profiles of 28 mouse tissues, including the stomach, using SILAC (stable isotope labeling by amino acids in cell culture) and LC-MS/MS (liquid chromatography tandem mass spectrometry) methods, which covered 7349 proteins^27^. Unlike studies on brain^28^ and liver development^29^, however, systematic mapping of the mouse stomach during development is missing at the proteome scale. A time-resolved, large-scale proteome atlas can answer unresolved and important questions, e.g.,: When does the expression of functionally important genes turn on? What expression trends do they exhibit? Who are the partners they function with? How do signaling pathways crosstalk? Are there distinct boundaries during development?

As mice are evolutionarily close to humans, and many well-known functionally important stomach proteins (e.g., PGC, ATP4A, and MUC5AC) are conserved in both species, it is a suitable model system for investigating organogenesis and human diseases, including cancer. For example, studies have confirmed that tumorigenesis shares many similar features with deregulated embryonic development^30,31^.

In this work, we present a transcriptome-integrated proteomic analysis of the mouse stomach during organogenesis and development. We find similar characteristics in mouse stomach development and human gastric cancer tumorigenesis. Furthermore, our temporal proteomic and transcriptomic atlases identify three key phases during stomach development with distinct features. Moreover, integrative analysis of omics data sets reveals the dynamics of known and novel splicing events.

## Results

### A proteomic atlas of the developing mouse stomach

To map the proteomic atlas of the developing mouse stomach, we collected three replicates of whole stomach organs at 15 timepoints that covered embryonic days (E12.5, embryonic day 12.5; E13.5, embryonic day 13.5; E14.5, embryonic day 14.5; E15.5, embryonic day 15.5; E16.5, embryonic day 16.5; E17.5, embryonic day 17.5; and E18.5, embryonic day 18.5), postnatal days (D1, day one; D3, day three; and D5, day five), and postnatal weeks (W1, week one; W2, week two; W3, week three; W6, week six; and W8, week eight). The sampling time window covered from the earliest day that stomach sampling is anatomically feasible to the latest weeks when stomachs are close to mature (Fig. 1a). We applied a fast-seq proteomic workflow^32^ (Fig. 1b), a label-free quantitative proteomic approach in combination with a small-scale reversed-phase prefractionation strategy^33^, and identified 12,108 gene products (GPs) at a 1% peptide FDR (false discovery rate) (Fig. 1c, Dataset1 in Supplementary Data 1). A total of 8,865 GPs were identified as high-quality IDs by selecting those that have been measured with at least one unique peptide (GPs-specific sequence) and two strict peptides (mascot ion score ≥ 20) (Dataset2 in Supplementary Data 1). Further filtering for proteins identified in at least 2 of the 3 replicates at one timepoint resulted in a final list of 7,678 GPs for bioinformatic analyses (Fig. 1c, d; Dataset3 in Supplementary Data 1). After these filtering steps, all experiments showed good consistency and a high degree of correlation (*R* = 0.8–0.99) between the temporally adjacent experiments (Supplementary Fig. 1a). The relative abundance (iFOT) of the proteins spans approximately eight orders of magnitude after logarithmic transform, which reflects the highly dynamic nature of the stomach proteome (Fig. 1e). In general, housekeeping proteins (e.g., TUBB4B and HSP90B1) show stable expression across the whole developing stages, whereas proteins related to liver development (e.g., AFP and ALB) are also highly dynamic and time-dependent, which suggests their widespread roles in organ development^34^ (Fig. 1f). A list of 2890 proteins (Supplementary Fig. 1b) is compiled from all 15 timepoints that may represent the core components of the stomach proteome. The functions of these proteins are significantly enriched in multiple pathways, including metabolism, spliceosome, protein processing, and other pathways (Supplementary Fig. 1c).

**Fig. 1:**
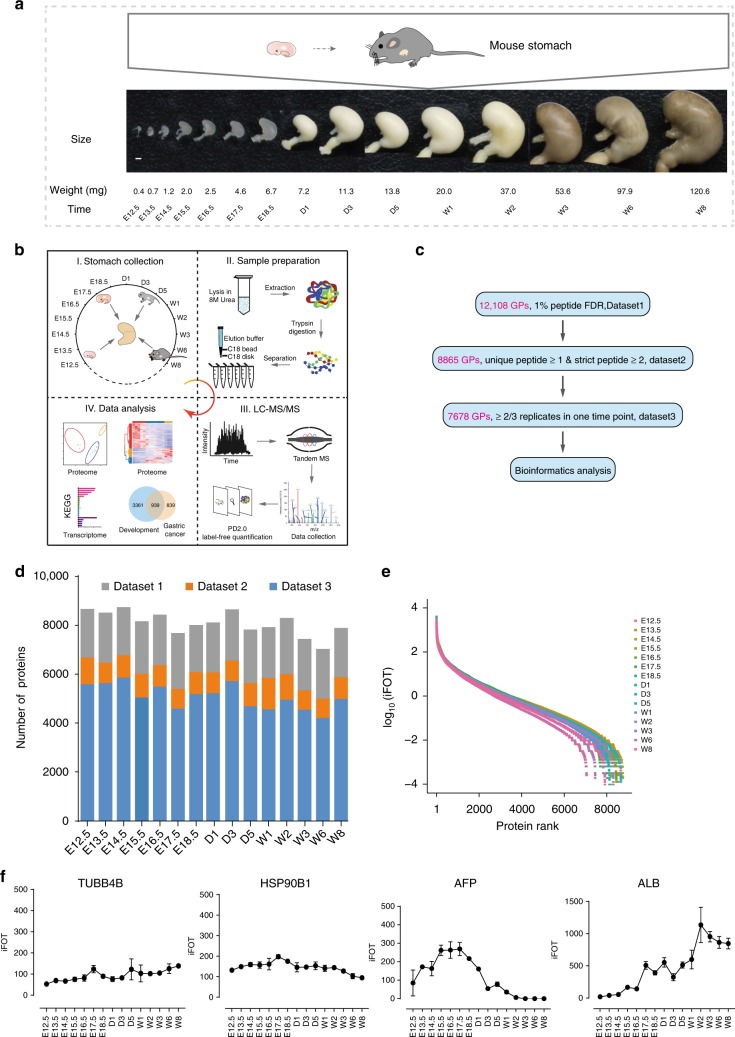
Proteomic landscape of mouse developing stomachs. **a** Illustration of mouse stomachs during development and 15 sampling timepoints. **b** The general workflow of MS-based quantitative proteomic and bioinformatic analyses. **c** Multiple data sets with different filtering criteria. **d** The total number of gene products identified in each timepoint. **e** Dynamic ranges of the mouse stomach proteomes measured at 15 timepoints. **f** The expression profiles for four proteins at 15 timepoints. Error bars are created by mean ± SD (standard deviations) of three replicates. Scale bar in **a** represents a unit of 1 mm

### Three distinct phases of the developing mouse stomach

The development of the stomach is tightly regulated by a series of signaling events and clusters of effectors on key pathways to control endoderm patterning, gastric specification, stomach regionalization, and morphogenesis^35^. The changes in protein machinery determine the fate of organogenesis and the development of the stomach. Although the whole developmental process changes gradually, boundaries (or phases) that separate critical events may exist that indicate profound changes during development. To investigate these events at the protein expression level, we carried out two independent statistical analyses, namely, an unsupervised hierarchical clustering analysis (HC) and principal component analysis (PCA), to identify discernable boundaries that demarcate the key stages with distinct features. Both algorithms reached a consensus on partitioning the experiments into three distinct phases: Ph1 (E12.5-E16.5), Ph2 (E17.5-W2), and Ph3 (W3–W8) (Fig. 2a). To identify representative proteins in each phase and understand their biological significance, we performed protein coexpression analysis and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis on 4,300 differentially expressed proteins in the three phases (ANOVA, FDR < 0.01, Supplementary Data 2) (Fig. 2b, c). The KEGG analysis suggested that Ph1 is associated with cell division. Ph1 has the greatest number of differentially expressed proteins, which are mainly enriched in pathways including spliceosome, RNA transport, DNA replication, cell cycle, and pyrimidine metabolism (Fig. 2c). Ph2 covers the perinatal and lactation period and is the phase at which the stomach increases most in shape and mass. Ph2 has the least number of highly expressed proteins (proteins that are more highly expressed in one phase than in the other phases) and is enriched in ECM-receptor interaction, lysosome, and focal adhesion (Fig. 2c). Ph3 is the mature phase as the stomach has gained metabolic functions (Fig. 2c). The boundary between Ph2 and Ph3 lies in W3 when infant mice are weaned (20–22 days after birth) and begin to eat food^36^.

**Fig. 2:**
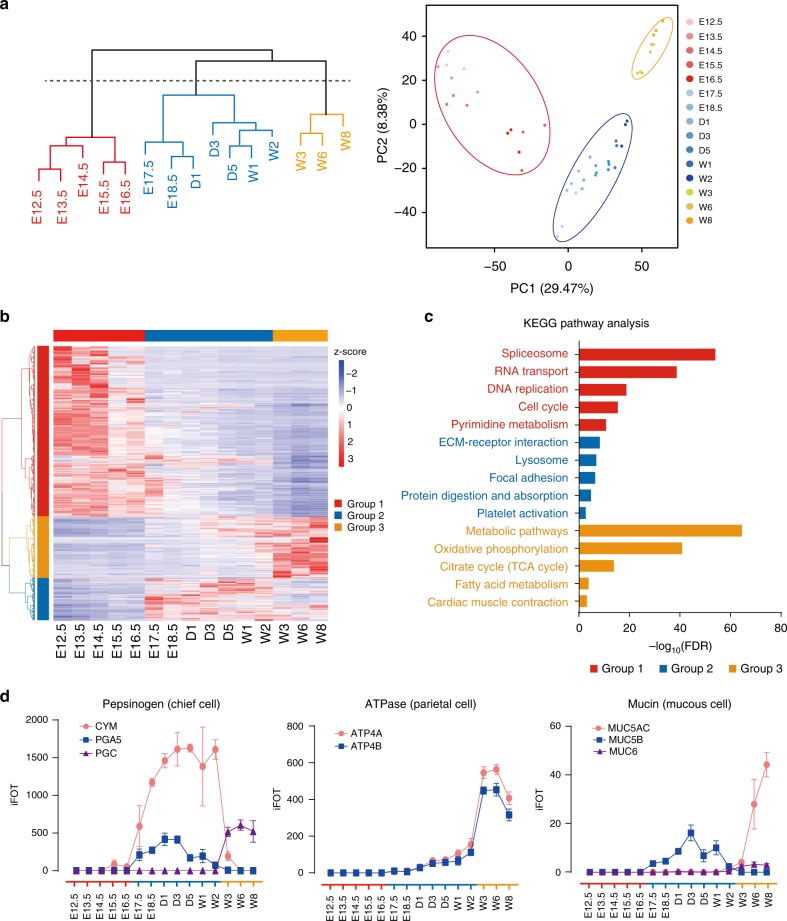
Three developmental phases and their biological functions and features. **a** Hierarchical clustering and PCA analyses of temporal proteomic data to separate the whole developmental process into three phases. **b** Coexpression analysis of 4300 differentially expressed proteins by semi-supervised, Ward’s hierarchical clustering. **c** KEGG pathway analysis of three protein groups. **d** Changes of three protein families and eight individual stomach markers across 15 timepoints or three developmental phases. Error bars are created by mean ± SD of three replicates. **a** red, Ph1; blue, Ph2; and orange, Ph3. **b** horizontal color bars: red, Ph1; blue, Ph2; and orange, Ph3. vertical color bars: red, group 1; blue, group 2; orange, group 3. **c** color bars: red, pathways enriched in group 1; blue, pathways enriched in group 2; and orange, pathways enriched in group 3

### Dynamics of key gastric proteins during stomach development

As a major digestive organ, the stomach produces many digestive enzymes to breakdown food into small molecules for easy absorption. We subsequently surveyed three important protein families and traced their dynamic changes during the development. Pepsinogens, the precursors of pepsins, are digestive enzymes synthesized and secreted by gastric chief cells^37^. Pepsinogens A (PGA), B (PGB), F (PGF), progastricsin (PGC), and prochymosin (CYM) are five types of zymogens of pepsins almost exclusively expressed in the stomach of the tetrapod^38–41^. Our proteomic data identified three of them (CYM, PGA5, and PGC) with different trends of expression (Fig. 2d). CYM and PGA5 were highly expressed in Ph2, while PGC was only detected in Ph3. As mice in Ph2 were feeding on milk, the high levels of CYM and PGA5 indicate that they may play important roles in dairy protein digestion. Moreover, PGC was not detectable until W3 and was maintained at high levels after W3. This finding agrees with the expectation that PGC is predominantly expressed in the adult stomach^38^.

Pepsinogens are activated in an acidic environment created by the gastric proton pump, an H^+^/K^+^-ATPase present in the parietal cells of the gastric oxyntic mucosa. The H^+^/K^+^-ATPase has two subunits (ATP4A and ATP4B), and it is one of the critical components of the ion transport system that mediates acid secretion^41–43^. The expression levels of both ATP4A and ATP4B were concurrently increased in Ph2 and peaked in Ph3 (Fig. 2d), marking the formation and maturation of the parietal cells in Ph2 and Ph3 as the mouse stomach matures.

To survive in the acidic environment, the stomach secretes mucin proteins to protect itself from damage. These proteins are the main components of the gastric mucus layer and protect the underlying epithelium from biochemical and mechanical aggressions^44,45^. Of all 21 mucins, five mucins (MUC1, MUC4, MUC5AC, MUC5B and MUC6) were identified in this study (Fig. 2d, Dataset2 in Supplementary Data 1). MUC1 and MUC4 were expressed at very low levels compared with the other mucins and were only detectable in a few samples; MUC5B was mainly identified in Ph2, whereas the known gastric marker mucins^46^ MUC5AC and MUC6 that were secreted by surface mucous cells and mucous neck cells were highly expressed in Ph3. These results suggest that the mature stomach produces mucins to protect against acidic and mechanical damages.

There are other proteins highly expressed in the stomach (ANXA10, CLDN18, CTSE, GHRL, GIF, TFF1, and VSIG1) that maintain normal stomach functions (Supplementary Fig. 2). Among them, GIF is a glycoprotein produced by the chief cells of the stomach. ANXA10 is a calcium- and phospholipid-binding protein expressed in the gastric mucosa^47^. VSIG1 is a cell adhesion protein required for the proper differentiation of glandular gastric epithelia^48^. CLDN18 is a gastric epithelium-associated claudin^49^. The gradual increase in these proteins in the Ph3 of development suggests that they may be markers of a mature stomach^50^.

### Identification of differentially expressed splicing isoforms

In parallel with MS-based proteomics, we also carried out high-throughput RNA-Seq on mouse stomach tissues collected at the same timepoints. 

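RNA-Seq was carried out on stomachs at 15 timepoints from E12.5 to W8, with 1 transcriptome per timepoint, so no timepoint has a replicate error. The authors deposited one table of FPKM values per timepoint, with a lower and an upper confidence bound for each gene entry. Entries that share a gene symbol were summed here, which left 44788 symbols, and 1565 of these had more than 1 entry. Tests were run on log2(FPKM + 1) with limma, with Benjamini-Hochberg adjustment, and the timepoints of a phase served as its replicates (6 in Ph1, 6 in Ph2 and 3 in Ph3 of the RNA classification). These phases were themselves drawn from the same transcriptomes, so the p-values describe how far the phases lie apart and are not an independent test of them. A log2 fold change on this scale understates the change of genes with low FPKM. The read depth is not stated in the files. Relative depth was read from entries whose upper bound was 3 times the value, which is what a single fragment gives if the bounds are Poisson, and it ranged from 0.702 (E16.5) to 1.17 (W6) of the depth at E12.5. A single fragment corresponded to a median of 0.0509 FPKM over the 15 transcriptomes. The sum of FPKM rose from 745538 at E14.5 to 1344957 at W6. The 10 highest genes of a transcriptome took 11.2% of this sum at E14.5 and 53.2% at W6. The highest gene was the mitochondrial gene ATP8 at most timepoints, Cym at W1 and W2, and Pgc at W3 and W8. The median-ratio factor, which compares each transcriptome with the geometric mean of all 15, fell from 1.27 at E14.5 to 0.570 at W6.

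**Figure D1:**
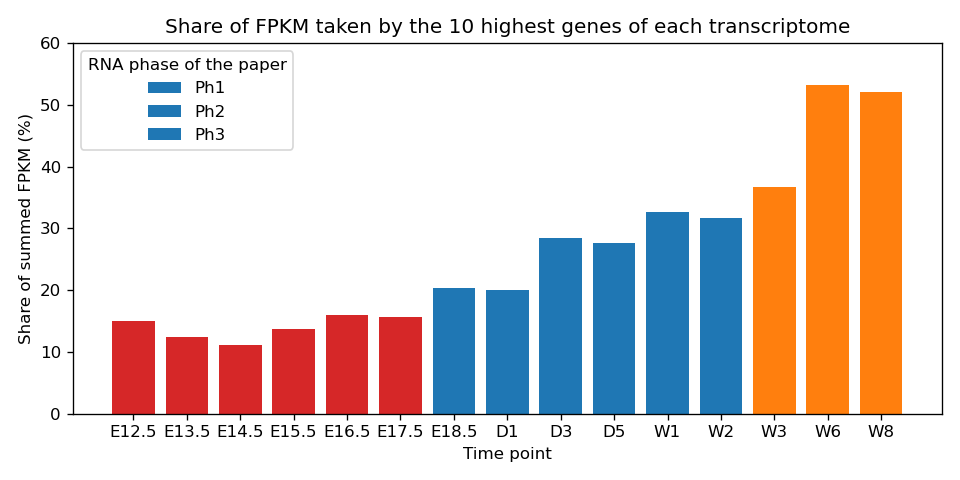
Share of the summed FPKM, in percent, that the 10 highest genes of each transcriptome take, by timepoint, coloured by the RNA phase of the paper. The share is lowest at E14.5 (11.2%) and highest at W6 (53.2%).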

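In the 15 transcriptomes, 16902 gene symbols reached an FPKM of at least 1 at 1 or more timepoints, with entries of the same symbol summed. The number depended most on the FPKM limit, with 18940 symbols at a maximal FPKM of at least 0.5 and 14997 at a maximal FPKM of at least 2. With an FPKM of at least 1 required in 2 or more samples, 16123 symbols remained. With only the first entry of each symbol counted, a choice made after the values had been seen, the number was 16840.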

Our data analysis pipeline enabled the identification of 16,839 genes with maximal FPKM (Fragments Per Kilobase Million) values ≥ 1 (Supplementary Fig. 3a and Supplementary Data 3). In general, RNA-Seq identified more genes than did MS (Supplementary Fig. 3b), and a total of 10,994 genes were measured in both data sets (Supplementary Fig. 3c).

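Between 12387 genes (W6) and 14686 genes (D5) had an FPKM of at least 1 in a single transcriptome, with a median of 14343. The 3 transcriptomes of Ph3 had 12387 to 13364 such genes, and those of Ph1 had 14114 to 14538. Depth did not account for the order of these numbers, since the transcriptome with the fewest such genes, W6, had the highest relative depth (1.17). Of the 1997 gene symbols of the identified proteins read from the paper's Supplementary Data 1, 1975 occurred in the RNA files and 1854 (92.8%) reached an FPKM of at least 1.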

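Ward's hierarchical clustering of the 15 transcriptomes, with Euclidean distance on log2(FPKM + 1), was applied to the 16902 genes with a maximal FPKM of at least 1. Its first division separated E12.5 to E16.5 from all later timepoints. The mean distance from W3 to the timepoints of Ph2 was 94.6, and that to the other timepoints of Ph3 was 78.1. Spearman's rho between neighbouring timepoints, calculated across genes, which are not independent replicates, ranged from 0.959 (W6 and W8) to 0.988 (E13.5 and E14.5).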

Hierarchical clustering analysis of the transcriptomic data separated the whole developmental process into two groups (Fig. 3a, left panel). The first big branch of the dendrogram may be further cut into two trees to separate the embryonic and postnatal days, by which all 15 timepoints may be grouped into three phases. 

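When the same tree was divided into 3 clusters, 14 of the 15 timepoints fell into the RNA phase that the paper gives them. The exception was E17.5, which joined the cluster of E18.5 to W2. The mean distance of E17.5 was 83.0 to the timepoints of Ph2 and 100.5 to the other timepoints of Ph1. Average linkage and complete linkage each placed 13 timepoints, with E16.5 and E17.5 in the cluster of Ph2. So did 1 - Spearman's rho, which was run with average linkage in place of Ward's method. Values scaled to unit variance per gene on the log2 scale placed 14, with E17.5 in the cluster of Ph1 and E18.5 there as well. Untransformed FPKM without scaling placed all 15, on distances in which the genes of highest FPKM, such as ATP8, Cym and Pgc, weigh most. Scaled to unit variance per gene, untransformed FPKM placed 13, with E16.5 and E17.5 in the cluster of Ph2.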

The same classification was also supported by the PCA analysis (Fig. 3a, right panel). This classification overlapped almost completely with the 3 phases obtained from the proteomic data with only one timepoint (E17.5) difference from the transcriptomic based classification. These observations indicate that the developmental process from E12.5 to W8 may be roughly divided into three phases based on either protein or RNA expression levels.

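The first principal component of log2(FPKM + 1), with each gene scaled to unit variance, carried 58.4% of the variance, and the second 14.6%. Scores on the first component rose from -137.7 at E12.5 to -39.7 at E17.5, lay between -14.0 (E18.5) and 61.0 (W2) in Ph2, and between 121.8 (W3) and 177.0 (W6) in Ph3. No timepoint of one phase lay within the range of another phase on this component. Scores rose with age except at D5 and W8. Many other divisions into consecutive runs therefore also give separate ranges, so this does not single out the paper's borders. On the same component, E17.5 lay nearer to E18.5 than to E16.5. With median-ratio scaling of the samples, the first component carried 51.6%.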

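The protein phases of the paper place E17.5 in Ph2, as the 3 clusters of the RNA data described above did. With 5, 7 and 3 timepoints in the phases, as in the proteome, limma's F test gave 12198 genes with an adjusted p under 0.01, and with the RNA phases (6, 6 and 3 timepoints) it gave 11966. The division that placed both E16.5 and E17.5 in Ph2 gave 12258.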

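In limma's F test on log2(FPKM + 1) across the 3 RNA phases, 11966 of 16902 genes (70.8%) had an adjusted p under 0.01. Between Ph1 and Ph2, 2229 genes were higher in Ph2 and 5935 were lower. Between Ph2 and Ph3, 577 genes were higher in Ph3 and 6328 were lower. These directions rested on the scale of the samples: with median-ratio scaling, 3385 genes were higher in Ph2 than in Ph1 and 3158 were lower, and 2585 genes were higher in Ph3 than in Ph2 and 1716 were lower. When each timepoint was left out in turn, the number of genes that differed across the phases ranged from 10657 to 12326. The paper's one-way test on untransformed FPKM, run on the same genes, gave 11058. From the clustering and the principal components, the paper proposes that development from E12.5 to W8 can be divided into these 3 phases.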

**Fig. 3:**
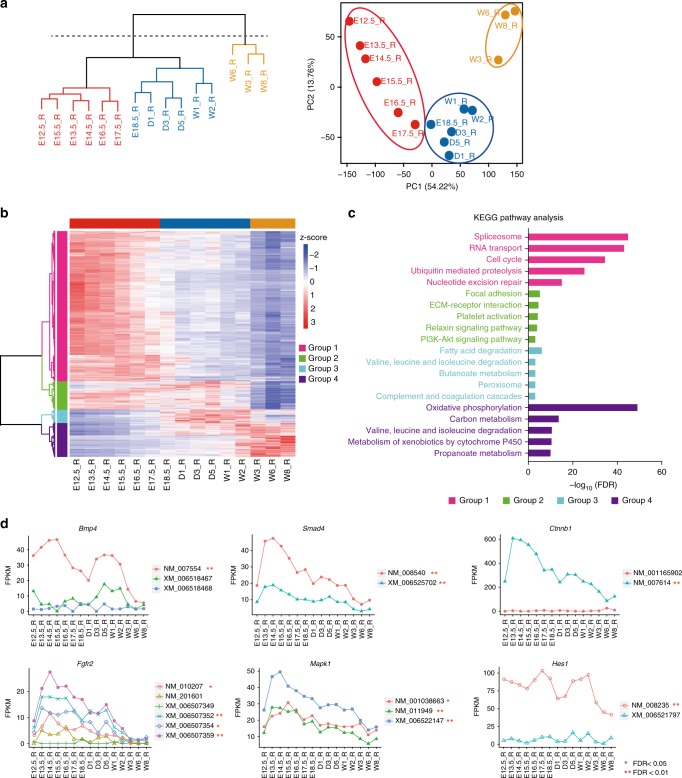
Transcriptomic landscape of developing mouse stomachs. **a** Hierarchical clustering and PCA analyses of temporal transcriptomic data. **b** Coexpression analysis of 11,044 differentially expressed genes by semi-supervised, Ward’s hierarchical clustering. **c** KEGG pathway analysis of four gene groups measured by RNA-Seq. **d** Temporal transcriptomic profiles of six genes and their isoforms. **a** red, Ph1; blue, Ph2; and orange, Ph3. **b** horizontal color bars: red, Ph1; blue, Ph2; and orange, Ph3. vertical color bars: pink, group 1; green, group 2; cyan, group 3; and purple, group 4. **c** color bars: pink, pathways enriched in group 1; green, pathways enriched in group 2; cyan, pathways enriched in group 3; and purple, pathways enriched in group 4

Semi-supervised hierarchical clustering analysis assigned genes into four groups based on their temporal expression patterns (Fig. 3b). 

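The paper's test across the RNA phases was repeated on untransformed FPKM of the first entry of each symbol, and the 11043 genes with an FDR under 0.01 were standardized per gene and divided into 4 groups by Ward's method. The group highest in Ph1 held 72.1% of these genes, the group highest in Ph2 4.75%, the group high in both Ph1 and Ph2 6.21%, and the group highest in Ph3 17.0%. Of 723 genes whose group the paper lists in the part of Supplementary Data 3 that was read, 628 (86.9%) fell into the matching group. In the paper's grouping of these 723 genes, the 4 groups held 58.4%, 9.27%, 15.1% and 17.3%, in the order above. The FPKM values of all genes read from Supplementary Data 3 were those of the first entry of each symbol in the files.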

The majority of the genes that were differentially expressed in the first phase were enriched in several pathways, such as spliceosome, RNA transport, and cell cycle (Fig. 3c). 

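Of the 11966 genes that differed between the phases, 8677 (72.5%, 95% Wilson confidence interval 71.7% to 73.3%) had their highest phase mean in Ph1. This interval takes genes as independent, which they are not. The share ranged from 70.8% to 74.4% when each timepoint was left out in turn. With median-ratio scaling, 43.6% of 10267 genes had their highest phase mean in Ph1. Gene sets for the pathways were made from symbol patterns written before the values were examined, since the paper's pathway lists were not used here. Of 83 spliceosome genes, 81 (97.6%) had their highest mean in Ph1. This share was 93.7% for 95 genes of RNA transport and 90.4% for 94 genes of the cell cycle, and each exceeded every one of 10000 random lists of the same size matched on mean expression. With median-ratio scaling, 76 of the spliceosome genes, 60 of the RNA transport genes and 67 of the cell cycle genes still had their highest mean in Ph1. Hbb-y, H19, Igf2, Cldn6 and Dlk1 had the largest differences among the 3621 genes whose every Ph1 value lay above every later value. Hbb-y fell within Ph1 from 3298 FPKM at E12.5 to 2.34 FPKM at E17.5, near its 2.26 FPKM at E18.5. Its Ph1 mean therefore rests mainly on the first timepoints, and its cell source was not tested. For Cldn6 the mean FPKM was 74.4 ± 41.9 (SD, n = 6 timepoints) in Ph1 and 2.76 ± 1.00 (SD, n = 6) in Ph2, a log2 fold change of -4.08 (standard error 0.42, adjusted p = 4.08e-05 in limma).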

The second phase contains two gene groups involved in focal adhesion, ECM-receptor interaction, several signaling pathways, and fatty acid or amino acid degradation. 

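Among 95 genes of the extracellular matrix, its receptors and focal adhesion, 38 (40.0%) had their highest phase mean in Ph2 and 48 in Ph1. The median share in Ph2 over 10000 random lists matched on mean expression was 22.1%, and the share of this set lay above 99.99% of them. With median-ratio scaling, 43 of these genes were highest in Ph2 and 34 in Ph1. Of 38 genes of fatty acid and branched-chain amino acid degradation, 12 were highest in Ph2 and 22 in Ph3, and with median-ratio scaling 3 were highest in Ph2 and 34 in Ph3. Only 180 genes had every Ph2 value above every value of the other phases. The 4 largest differences among them were those of Pga5, Cym, Bpifb1 and Lyg1. Mean FPKM of Pga5 was 459.9 ± 852.6 (SD, n = 6) in Ph1, 17943 ± 7286 (SD, n = 6) in Ph2 and 354.2 ± 291.7 (SD, n = 3) in Ph3.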

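Of 93 genes of oxidative phosphorylation, 77 (82.8%) had their highest phase mean in Ph3, above every one of 10000 random lists matched on mean expression, whose median share was 26.9%. With median-ratio scaling, 87 of the 93 genes were highest in Ph3. In Ph3, 681 genes had every value above all values of the other phases, led by Chia1, Pla2g1b, Pgc, Clps and Hamp2. The mean FPKM of Chia1 was 24.2 ± 36.5 (SD, n = 6) in Ph2 and 6156 ± 4044 (SD, n = 3) in Ph3, with a log2 fold change of 8.38 (standard error 0.69, adjusted p = 1.40e-05 in limma).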

The third phase is mainly associated with oxidative phosphorylation and metabolic activities. Overall, the RNA-Seq-based clustering analysis revealed three phases with similar biological features to those obtained from the proteomic data.

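Over all 16902 genes with a maximal FPKM of at least 1, the highest phase mean lay in Ph1 for 10483 genes (62.0%), in Ph2 for 3767 (22.3%) and in Ph3 for 2652 (15.7%). With median-ratio scaling, it lay in Ph1 for 7045 genes, in Ph2 for 3012 and in Ph3 for 6845.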

Previous studies have revealed the roles of splicing isoforms in various biological processes, including organ development^51^. The RNA-Seq data also enabled the assessment of splicing isoforms with deep coverage. When filtering by FPKM ≥ 1, 24,346 isoforms from 7769 genes were called, with 2,989 isoforms (~12%) differentially expressed across the three phases (RNA-Seq-based clustering) (Supplementary Fig. 3d and Supplementary Data 4). 

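The deposited values are FPKM per gene, and isoforms were not tested here. The isoform FPKM of the paper's Supplementary Data 4 were summed per gene for 985 genes and set against the gene FPKM of the files. Spearman's rho across these genes, which are not independent replicates, ranged from 0.962 (D5) to 0.974 (W8) at the 14 timepoints from E13.5 to W8, and was 0.746 at E12.5. In the part read, the isoform values at E12.5 and W1 were the same for every isoform. Those in the E12.5 column had a rho of 0.970 with the gene FPKM of W1.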

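At the gene level, the RNA of Smad4, Ctnnb1 and Fgfr2, regulators in Fig. 3d, had the highest phase mean in Ph1, with adjusted p-values of 2.07e-06, 4.01e-06 and 1.53e-06 in limma's F test. Mean FPKM of Fgfr2 was 50.2 ± 4.03 (SD, n = 6) in Ph1, 30.4 ± 9.22 (SD, n = 6) in Ph2 and 7.22 ± 1.59 (SD, n = 3) in Ph3. Bmp4 did not differ between Ph1 and Ph2 (log2 fold change 0.09, standard error 0.18, adjusted p = 0.673) and was lower in Ph3 than in Ph2 (log2 fold change -1.27, standard error 0.22, adjusted p = 0.000473). The adjusted p of Hes1 across the phases was 0.0783.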

Among these well-known pathway regulators or transcription factors, not all variants significantly changed, and some of them had no (or very low) expression at the mRNA level (Fig. 3d). These observations suggest that only a fraction of splicing isoforms are expressed at the protein levels and are functionally involved in stomach development.

### Protein–RNA correlation and novel splice-junction events

Recently, genomic and proteomic studies have suggested that the levels of protein and mRNA are not well-correlated despite the fact that proteins are translated from mRNA^52^. For this reason, protein levels cannot be reliably predicted by gene expression. Consistent with previous findings, the correlation of mRNA and protein in this study was also moderate (Median Pearson correlation coefficients = 0.55) (Fig. 4a). 

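RNA and protein were compared for the 1961 genes that had FPKM of at least 1 and a row in the part of the paper's Supplementary Data 2 that was read. For each gene, Pearson's r was calculated across the 15 timepoints between FPKM and the mean protein abundance of 3 replicates. Since standardizing a gene's values does not alter its r, these values are those of the paper's z-scores. The median r was 0.530, with quartiles of 0.242 and 0.766, and r was above 0 for 88.2% of the genes. The timepoints fall into the 3 phases, so a pooled r also carries the differences between the phases. Within the 6 timepoints of Ph1 the median r was 0.492 over 1760 genes, and within the 6 of Ph2 it was 0.277 over 1665 genes. When proteins were paired with the RNA of other genes at random in 1000 pairings, the median r of a pairing lay between -0.00383 and 0.103. The median r moved most with the genes chosen, to 0.809 for the proteins of Supplementary Data 8. Genes are not independent replicates, and no p-value was calculated across them. The paper states that the correlation of mRNA and protein is moderate.

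**Figure D2:**
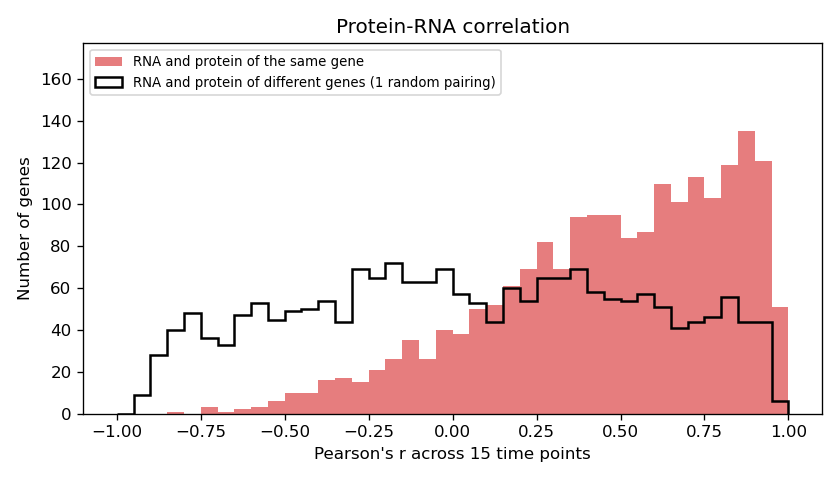
Number of genes by Pearson's r between RNA and protein across the 15 timepoints, for RNA and protein of the same gene (filled) and for one random pairing of different genes (line). The median is 0.530 for the same gene, and random pairings have medians between -0.00383 and 0.103.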

Genes with positive correlations were mainly enriched in pathways including spliceosome, valine, leucine and isoleucine degradation, DNA replication, and proteasome (Fig. 4a), while genes with poor or even negative correlations were enriched in amino sugar and nucleotide sugar metabolism (Fig. 4a). As previously discussed, a substantial number of genes or proteins were only identified in one of the data sets (Supplementary Fig. 3c). The discrepancies between mRNA and protein may be attributed to complicated post-transcriptional regulatory mechanisms, different RNA or protein degradation kinetics, and the detection limits or biases of instruments in measuring mRNA and protein, among other reasons.

**Fig. 4:**
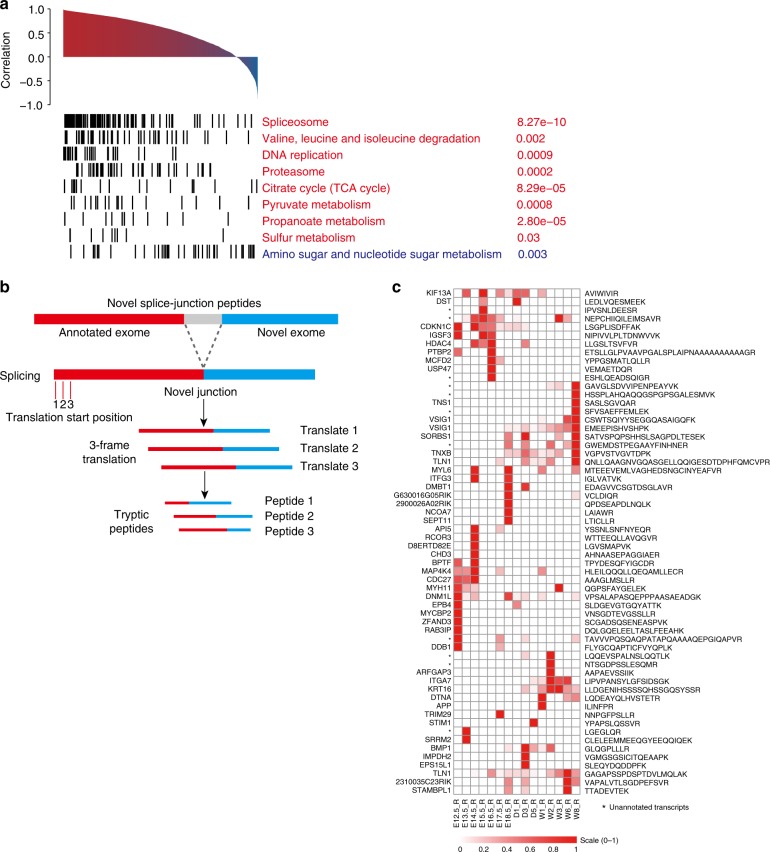
Integrative analyses of the mouse stomach proteome and transcriptome. **a** Protein–RNA correlation was calculated via Pearson’s correlation coefficients using normalized scores (*z*-scores) across each gene product in all timepoints. Positively correlated genes and their enriched pathways are shown in red, and negatively correlated genes and their enriched pathways are shown in blue. **b** A pipeline to discover novel splice-junction peptides. **c** The relative abundances of 60 novel splice-junction peptides across all 15 timepoints. Stars are unannotated transcripts

The good coverages of the transcriptome and proteome provide an opportunity to observe and compare the dynamic changes of important protein machinery at the RNA or protein levels. 

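Of the 16 comparisons between consecutive phases for 8 gastric genes (Cym, Pga5, Pgc, Atp4a, Atp4b, Muc5ac, Muc5b and Muc6), 13 had an adjusted p under 0.01 in limma. Coordinates are those of GRCm38 as the files give them. Cym (chromosome 3, 107211295 to 107221732) rose from a mean FPKM of 4677 ± 5530 (SD, n = 6) in Ph1 to 75901 ± 31468 (SD, n = 6) in Ph2 and fell to 2740 ± 4312 (SD, n = 3) in Ph3. Its highest FPKM was 117136 at W1, with confidence bounds of 116984 and 117288, and its lowest was 193.8 at W8. Within Ph3 its FPKM was 7718 at W3 and 307.4 at W6, so the Ph3 mean rests mainly on W3. The log2 fold change of Cym was 5.08 (standard error 0.98, adjusted p = 0.000611 in limma) from Ph1 to Ph2 and -6.50 (standard error 1.20, adjusted p = 0.000616 in limma) from Ph2 to Ph3. Every Ph2 value of Cym exceeded every Ph1 value (exact two-sided permutation test, p = 0.00216, the smallest that 6 against 6 timepoints allow), and every Ph3 value lay below every Ph2 value (exact two-sided permutation test, p = 0.0119, the smallest that 6 against 3 allow). Pga5 and Muc5b were likewise highest in Ph2, with log2 fold changes from Ph1 of 6.87 and 5.52. Pgc (chromosome 17, 47726842 to 47734478) was 229 ± 112 (SD, n = 6) in Ph1, 2936 ± 3876 (SD, n = 6) in Ph2 and 119968 ± 32671 (SD, n = 3) in Ph3, and its RNA was 10781 FPKM at W2 and 86122.5 FPKM at W3. Atp4a and Atp4b rose from Ph1 to Ph2 by log2 fold changes of 5.24 and 4.80. Their further rises to Ph3, 2.26 and 2.24, had adjusted p-values of 0.0253 and 0.0309 in limma, with every Ph3 value above every Ph2 value (exact two-sided permutation test, p = 0.0119 for both). Muc5ac did not differ between Ph1 and Ph2 (log2 fold change 0.89, adjusted p = 0.225 in limma) and rose by 6.15 from Ph2 to Ph3. Muc6 rose at both steps, by 2.84 and 2.74. With the protein phases, which place E17.5 in Ph2, 15 of the 16 comparisons had an adjusted p under 0.01.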

For example, the RNA-Seq results revealed that the expression patterns of the three protein families (pepsinogens, ATPases, and mucins) are similar to those measured by MS (Supplementary Fig. 4a). The proteasome is a multisubunit protein degradation machinery that plays diverse roles in the control of many basic cellular activities, including development^53^. Of the 41 major components (including 20s, 19s, 11s, and PA200), most of these components were highly expressed at early stages (Ph1), with the exception of a well-separated cluster that was differentially expressed in Ph2 and Ph3 in both the proteome and transcriptome (Supplementary Fig. 4b). This cluster contains three alternative β-subunits (PSMB8, PSMB9, and PSMB10) and two 11s subunits (PSME1 and PSME2). 

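All 41 proteasome subunits had an FPKM of at least 1, and 38 had their highest phase mean of log2(FPKM + 1) in Ph1, a number that fell to 7 with median-ratio scaling. Of the 38 subunits, 35 had an adjusted p under 0.01 in limma's F test. An exact two-sided permutation test of Ph1 against the later timepoints gave p under 0.05 for 39 of the 41 subunits. The 3 subunits with a higher mean outside Ph1 were Psmb8, Psmb9 and Psmb10, and these 3 are among the 39. With median-ratio scaling, 34 subunits had their highest mean in Ph3, and with quantile normalization the number in Ph1 was 36.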

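Psmb8 and Psmb9 lie on chromosome 17 (34198195 to 34201454 and 34182030 to 34187330, GRCm38), and each has 4 entries in the files, which were summed. Mean FPKM of Psmb8 was 3.56 ± 1.22 (SD, n = 6) in Ph1, 9.45 ± 1.35 (SD, n = 6) in Ph2 and 10.0 ± 2.43 (SD, n = 3) in Ph3. From Ph1 to Ph2 the log2 fold changes of Psmb8, Psmb9 and Psmb10 were 1.22, 1.44 and 0.75, with adjusted p-values of 8.05e-05, 0.000246 and 0.00200 in limma. RNA of Psme1 and Psme2 did not rise: their log2 fold changes from Ph1 to Ph2 were -0.13 (adjusted p = 0.217 in limma) and -0.12 (adjusted p = 0.332 in limma). Mean FPKM of Psme2 was 121.3 ± 7.22 (SD, n = 6) in Ph1 and 107.3 ± 25.1 (SD, n = 3) in Ph3. With median-ratio scaling, the change of Psme2 from Ph1 to Ph2 turned to 0.16.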

The incorporation of the alternative β-subunits PSMB8, 9, and 10 (also referred to as b5i, 1i, and 2i, respectively) in the 20s core and its regulatory particle 11s constitute a modified proteasome termed the immunoproteasome, which plays an essential function of processing class I major histocompatibility complex (MHC) peptides. The elevated expression of the immunoproteasome at Ph2 and Ph3 suggests its requirement in the maturation of the immune system. 

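Every Ph2 and Ph3 value of Psmb8 exceeded every Ph1 value, and so did those of Psmb9 (exact two-sided permutation test of Ph1 against the later timepoints, p = 0.000200 for both, the smallest that 6 against 9 timepoints allow). From Ph2 to Ph3 the log2 fold changes were 0.06 for Psmb8 (adjusted p = 0.806 in limma), 0.73 for Psmb9 (adjusted p = 0.0449) and -0.17 for Psmb10 (adjusted p = 0.511). The paper proposes from the raised expression of the immunoproteasome in Ph2 and Ph3 that the maturing immune system requires it.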

Interestingly, the γ-subunit of 11s (PMSE3, also referred to as REGγ) is separated from this cluster and exhibits its highest expression at E12.5 in both the proteome and transcriptome. 

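Psme3 (chromosome 11, 101316251 to 101323531, GRCm38) had its highest RNA value at E12.5, 64.4 FPKM, and its lowest at W8, 29.9 FPKM. Its mean FPKM was 54.0 ± 5.88 (SD, n = 6) in Ph1, 33.5 ± 2.45 (SD, n = 6) in Ph2 and 32.3 ± 3.77 (SD, n = 3) in Ph3. The log2 fold change from Ph1 to Ph2 was -0.67 (standard error 0.09, adjusted p = 8.04e-05 in limma), and from Ph2 to Ph3 it was -0.06 (standard error 0.11, adjusted p = 0.674 in limma).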

The 11s particle is a heptamer composed of seven molecules of the proteasomal subunit PSME3 or heterodimers of the subunits PSME1 and PMSE2. The distinct expression pattern of PSME3/REGγ implicates its critical role in early stomach development. Moreover, overexpression of REGγ has been reported in various cancers^54,55^.

The Mediator complex is a transcriptional coactivator that plays a regulatory role in cell lineage development by modulating transcription^56^. A total of 31 components from four submodules (head, middle, tail, and kinase) (Supplementary Fig. 4c) were observed with the highest expression recorded in Ph1, consistent with their role in RNA-associated transcription and cell division in the early developmental phase (Supplementary Fig. 4c). 

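RNA of all 31 Mediator subunits had its highest phase mean in Ph1, and with median-ratio scaling that of 18 did. In the values as deposited, 30 subunits had an adjusted p under 0.01 in limma's F test. An exact two-sided permutation test of Ph1 against the later timepoints gave p under 0.05 for 29 subunits. With median-ratio scaling, 13 of the 31 subunits had their highest mean in Ph3. Of all 31, 10 then had an adjusted p under 0.01 in limma's F test, 7 of them highest in Ph1 and 3 in Ph3.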

Two subunits of the middle module, MED14 and MED21, were also shown to express at high levels in late Ph1 or early Ph2, respectively. 

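Med14 (chromosome X, 12675368 to 12762260, GRCm38) had its highest RNA value at E16.5, 11.0 FPKM, and was 9.03 FPKM at E18.5 and 5.60 FPKM at D1. Med21 (chromosome 6, 146642579 to 146650600, with 2 entries summed) had its highest RNA value at E14.5, 55.3 FPKM, and was 47.5 FPKM at E18.5 and 34.8 FPKM at D1. From Ph1 to Ph2 the log2 fold changes were -0.59 for Med14 (adjusted p = 0.00152 in limma) and -0.37 for Med21 (adjusted p = 0.00912 in limma).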

A previously published in vitro reconstitution experiment identified MED14 as both an architectural and a functional backbone of the Mediator complex^57^, and its incorporation into the complex substantially enhanced the association of the mediator complex with RNA polymerase. MED21 is located at the boundary between the middle and head modules, suggesting that it may have a structural role in bridging the two modules in the Mediator complex. The increased expression of these two subunits indicates a possible functional requirement for the transcription of genes critical for the transition from Ph1 to Ph2.

We subsequently performed a proteogenomic analysis by integrating the transcriptome and proteome data to mine novel splice-junction events that may have contributed to stomach development. Using the strategy illustrated in (Fig. 4b), we generated an in-house fasta database that contained 16,602 hypothetical peptides with in silico trypsinization. Briefly, these tryptic peptides should have no missed trypsin cleavage sites, are not present in the mouse Ref-Seq proteome database and are 3-frame translated from two exons: one exon is a known exon in the mouse reference genome database, and the other exon is an unannotated exon with a novel junction site. By searching the mass spectra against the in-house fasta file, we identified 60 splice-junction peptides with ion scores greater than 30 at 1% peptide FDR (Fig. 4c and Supplementary Data 5) and manually verified their MS/MS spectra (Supplementary Data 6). Forty-nine peptides were derived from alternative splicing within the coding frame of a known gene. A cluster of novel gene products (CDKN1C, IGSF3, HDAC4, MAP4K4, CDC27, and MYH11) were significantly expressed in the early stages of stomach development (Fig. 4c), whereas other gene products (VSIG1, SORBS1, TLN1, ITGA7, KRT16, DTNA, TNXB, and TLN1) were expressed at relatively late stages (Fig. 4c). For example, VSIG1, three known isoforms (NM_030181, XM_006528630, and XM_006528631; Supplementary Data 4) were identified from RNA-Seq; moreover, two novel isoforms were identified from RNA-Seq and were validated by LC-MS/MS (Fig. 4c and Supplementary Data 5). The two main isoforms (NM_030181 and XM_006528630) were relatively abundant in the mouse stomach and were highly expressed at the later stages of development (Supplementary Fig. 4d), which is consistent with a previous study^48^. 

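The files give Vsig1 as one gene (chromosome X, 140907515 to 140939472, GRCm38), so its isoforms were not separated. Gene-level RNA of Vsig1 rose from 4.26 FPKM at E12.5 (confidence bounds 3.51 and 5.01) to 203.8 FPKM at W8 (bounds 196.5 and 211.1). Its mean FPKM was 20.3 ± 15.1 (SD, n = 6) in Ph1, 88.3 ± 38.5 (SD, n = 6) in Ph2 and 187.9 ± 13.8 (SD, n = 3) in Ph3. The log2 fold change was 2.34 from Ph1 to Ph2 (standard error 0.44, adjusted p = 0.000476 in limma) and 1.17 from Ph2 to Ph3 (standard error 0.53, adjusted p = 0.0724 in limma), with every Ph3 value above every Ph2 value (exact two-sided permutation test, p = 0.0119).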

If validated, these previously undetected peptides and their associated protein isoforms will identify new players in stomach development and developmental biology.

### Correlation of stomach development and gastric cancer

Tumorigenesis has been suggested to resemble a mis-regulated embryonic development process in a variety of ways^31^, and this view is supported by experimental evidence from a limited number of genes/proteins^30^. The protein and mRNA atlas of the mouse stomach development dataset obtained in this study and a recently collected proteome dataset of diffuse-type gastric cancer obtained from 84 patients^50^ enabled us to investigate the correlation of development and cancer at the proteome level.

Transcriptional regulators and signaling pathways are the most intensively studied subjects in organ development. Dysregulations of transcription factors and pathway regulators are the hallmarks of cancer^58,59^. Our proteomic and transcriptomic approaches enabled the identification of 241 and 725 transcriptional regulators, respectively (Supplementary Fig. 5a, b and Supplementary Data 7). 

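All 725 transcription factors of the RNA list in Supplementary Data 7 occurred in the files with an FPKM of at least 1 at 1 or more timepoints. The paper identified these factors in the same transcriptomes and takes a gene as expressed above an FPKM of 1. This count is therefore not an independent result. Of the 241 in the protein list, 240 reached this FPKM. Between the RNA phases, 578 of the 725 had an adjusted p under 0.01 in limma's F test.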

While the majority of the transcription factors were highly expressed in Ph1 (the early embryonic days) at the protein or RNA levels (Supplementary Fig. 5a, b), a few transcription factors were highly expressed in Ph2 and Ph3, suggesting that these transcription factors may contribute to organ maturation. 

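Of the 725 transcription factors, 534 (73.7%) had their highest phase mean of RNA in Ph1, 118 in Ph2 and 73 in Ph3. Among the 578 with an adjusted p under 0.01, these numbers were 475, 53 and 50. With median-ratio scaling, 421 of the 725 (58.1%) were highest in Ph1, 97 in Ph2 and 207 in Ph3. When each timepoint was left out in turn, between 525 and 542 were highest in Ph1. The paper proposes that the transcription factors that are high in Ph2 and Ph3 contribute to organ maturation.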

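RNA of Hoxa5 and Sox2 had the highest phase mean in Ph1. Mean FPKM of Hoxa5 was 39.3 ± 13.6 (SD, n = 6) in Ph1, 16.9 ± 2.53 (SD, n = 6) in Ph2 and 4.14 ± 1.61 (SD, n = 3) in Ph3 (adjusted p = 1.84e-06 in limma's F test). Sox2 was 46.2 ± 5.42 (SD, n = 6) in Ph1 and 7.17 ± 2.20 (SD, n = 3) in Ph3 (adjusted p = 3.20e-06 in limma's F test). Ptf1a was lowest in Ph1 and highest at W8 (3.35 FPKM).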

Among the well-characterized transcriptional regulators related to organ development and cancer, most of them are more highly expressed at the early embryonic stages (Ph1) when cells are under rapid division and proliferation. For example, Barx1 is a mesenchymal gene and is restricted to the stomach mesenchyme during gut organogenesis;^5^ CDX2 is a prognostic marker of gastric cancer^60^, and its RNA was elevated in the early stages of stomach development; Pdx1 is an antrum epithelial specific gene that may be associated with intestinal metaplasia in the stomach^61,62^. 

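Barx1 (chromosome 13, 48663036 to 48666507, GRCm38) had its highest RNA value at E12.5, 471.9 FPKM, and its lowest at W6, 37.3 FPKM. Its log2 fold change was -0.70 from Ph1 to Ph2 (standard error 0.30, adjusted p = 0.0555 in limma) and -1.69 from Ph2 to Ph3 (standard error 0.37, adjusted p = 0.00177 in limma). With median-ratio scaling the latter was -1.09, with an adjusted p of 0.0183. Cdx2 was low throughout, with its highest value at E13.5, 1.60 FPKM (confidence bounds 1.22 and 1.99), and 0 FPKM at W1. Its log2 fold change from Ph1 to Ph2 was -0.75 (standard error 0.17, adjusted p = 0.00155 in limma). Pdx1 (chromosome 5, 147270131 to 147275149) had its highest value at W3, 5.24 FPKM, and its lowest at D1, 0.835 FPKM. Mean FPKM of Pdx1 was 3.42 ± 0.565 (SD, n = 6) in Ph1, 1.99 ± 0.729 (SD, n = 6) in Ph2 and 4.36 ± 0.773 (SD, n = 3) in Ph3, and every Ph3 value exceeded every Ph2 value (exact two-sided permutation test, p = 0.0119).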

In general, the expression of these transcription factors is well-correlated at the protein and RNA levels (Supplementary Fig. 5c, d). Nevertheless, one transcription factor (GATA4) exhibited opposite trends in the two data sets, thus providing an example that protein and RNA may not always be positively correlated.

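RNA and protein were compared for the 3 factors of this group in the protein list of Supplementary Data 7, Barx1, Hoxa5 and Gata4. Across the 15 timepoints, Pearson's r was 0.838 for Barx1 (permutation test, two-sided, p = 0.000450) and 0.838 for Hoxa5 (permutation test, two-sided, p = 0.000470), with Benjamini-Hochberg adjusted values of 0.000705 for both over the 3 relations. Spearman's rho was 0.753 for Barx1 (permutation p = 0.00161) and 0.791 for Hoxa5 (permutation p = 0.000590), with adjusted values of 0.00241 and 0.00177. Without the 2 timepoints farthest from the median RNA value, r was 0.610 for Barx1 and 0.747 for Hoxa5. The timepoints fall into phases, and within the 6 timepoints of Ph1 r was 0.842 for Barx1 and 0.676 for Hoxa5. Within the 6 timepoints of Ph2 r was 0.613 for Barx1, whose protein was above 0 at only 1 of them, and could not be calculated for Hoxa5, whose protein was 0 throughout. Protein of Barx1 and of Hoxa5 was above 0 at 5 timepoints each, and neighbouring timepoints of a time course are not fully independent samples.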

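RNA of Gata4 (chromosome 14, 63198915 to 63245266, GRCm38) rose from 28.0 ± 3.77 FPKM (SD, n = 6) in Ph1 to 39.3 ± 11.3 (SD, n = 6) in Ph2 and 66.1 ± 1.28 (SD, n = 3) in Ph3. Its log2 fold change was 0.44 from Ph1 to Ph2 (standard error 0.15, adjusted p = 0.0173 in limma) and 0.78 from Ph2 to Ph3 (standard error 0.18, adjusted p = 0.00242 in limma). The paper's protein abundance of Gata4 was above 0 at 9 of the 15 timepoints, with its highest value, 0.410, at W8 and 0.293 at E12.5. Across the 15 timepoints, Pearson's r between RNA and protein was 0.236 (permutation test, two-sided, p = 0.398, adjusted 0.398) and Spearman's rho was 0.0775 (permutation p = 0.782, adjusted 0.782). Without the 2 timepoints farthest from the median RNA value, r was -0.102. Within Ph1 it was -0.289 and within Ph2 0.607, over 6 timepoints each.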

When examining proteins or genes that are listed in the eight key signaling pathways known to be involved in stomach development, we identified a large number of proteins or genes significantly altered (ANOVA, FDR < 0.05) across the three phases at the protein or RNA levels (Fig. 5). 

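Of 112 genes drawn in Fig. 5 whose symbol names one gene, 110 were tested, and 98 differed between the RNA phases with an adjusted p under 0.05 in limma's F test. These were 30 of 34 genes in the Wnt panel, 21 of 25 in the Hedgehog, Hippo and Notch panels, 30 of 34 in the MAPK and retinoic acid panels, and 17 of 17 in the TGF-beta and BMP panels. Of the 98 genes, 84 had their highest phase mean in Ph1, 8 in Ph2 and 6 in Ph3. With median-ratio scaling, 88 genes differed, of which 52 were highest in Ph1 and 31 in Ph3.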

Noticeably, a considerable number of these genes are also upregulated proteins (symbols in cyan) (Student’s *t*-test, FDR < 0.05) or top mutated genes (italic symbols with underlines, mutation rate ≥ 5%) in diffuse gastric cancer (DGC). For example, WNT5A in the Wnt signaling pathway was significantly upregulated, while *Apc* and *Ctnnb1* were mutated in DGC. The observation on the alterations of these regulators in stomach development and DGC is a clear indication of the dysregulation of transcriptional regulators and signaling pathways in gastric cancer.

**Fig. 5:**
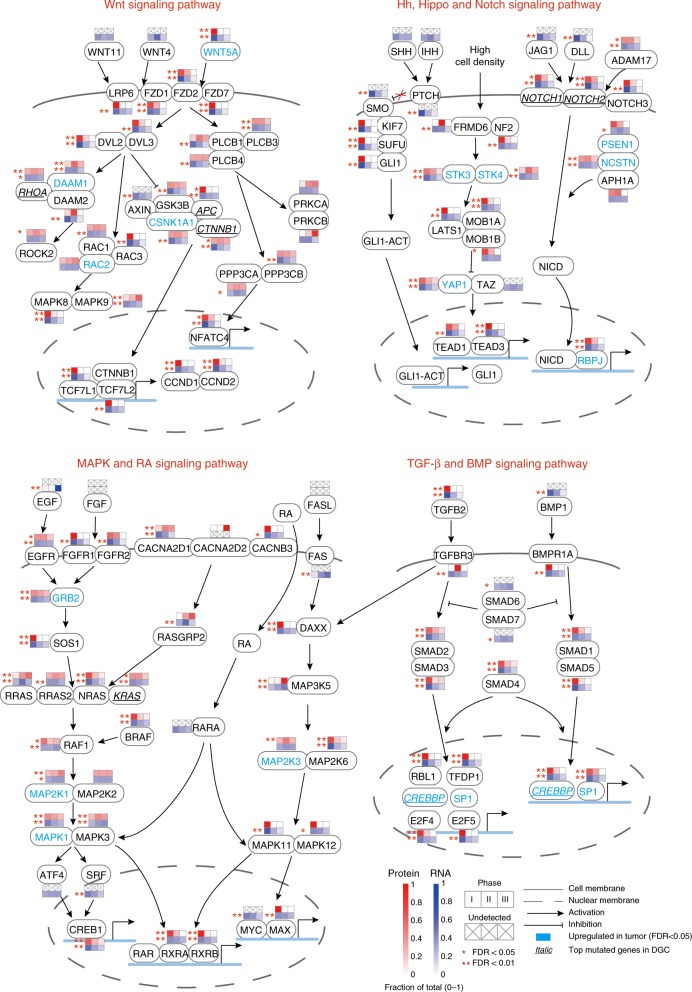
Key signaling pathways involved in stomach development and gastric cancer. Statistical analyses of proteomic and transcriptomic data to identify differentially expressed genes (small lower squares on each gene symbol) or proteins (small upper squares on each gene symbol) in stomach development. Proteins differentially expressed and genes frequently mutated in DGC were compared to those in stomach development. Cross marks represent genes or proteins that are not detected in the study; solid lines represent cell membranes; dashed lines represent nuclear membranes; lines with solid arrows illustrate activation of downstream genes; lines with hammer-heads illustrate inhibition of downstream genes; gene symbols in cyan are upregulated in tumor (FDR < 0.05); italic gene symbols with underlines are top mutated genes in DGC

To further correlate stomach development with gastric cancer on the levels of signaling pathways, we listed all gene products that were detected in two studies and counted the number of significantly altered gene products in one of the eight signaling pathways known to be involved in development and cancer (Fig. 6a, Supplementary Data 8). Two-tailed hypergeometric statistical tests were carried out to determine whether there was a significant overlap of altered gene products on a specific pathway between stomach development and DGC. Importantly, all pathways with the exception of the hedgehog signaling pathway exhibited high correlations (-log_10_*P*-value > 3). The poor correlation for the hedgehog pathway was likely due to the small number of gene products detected in this pathway in the three data sets. These analyses provided evidence that stomach development and gastric tumorigenesis may be two related processes.

**Fig. 6:**
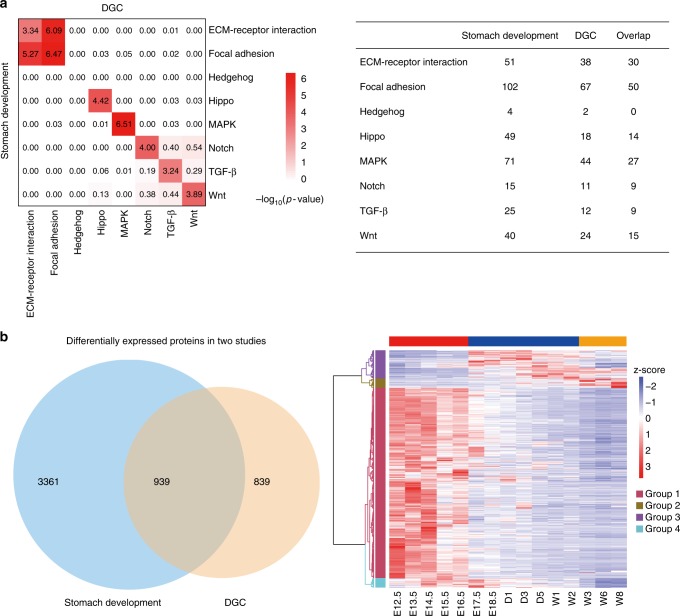
Comparative analyses of stomach development and gastric cancer. **a** Two-tailed hypergeometric tests were conducted to determine whether there is a significant overlap of altered genes on a specific pathway between stomach development and diffuse-type gastric cancer. Upper left: Correlations on eight signaling pathways between stomach development and DGC. Upper right: the number of significantly altered and overlapping genes on eight signaling pathways in stomach development and DGC. **b** Venn diagram of genes or proteins (ANOVA, FDR < 0.01) differentially expressed in stomach development and DGC (*t*test, FDR < 0.05, ratio of tumor over nearby tissues ≥ 2) (Lower left); Temporal expression patterns of 939 overlapping genes across 15 timepoints (Lower right). Right panel, horizontal color bars: red, Ph1; blue, Ph2; and orange, Ph3. Vertical color bars: deep pink, group 1; gold, group 2; purple, group 3; and cyan, group 4

To obtain a global view of when the elevated proteins identified in DGC are expressed in stomach development, we selected 939 proteins that were differentially expressed between tumor and nearby tissues and then mapped the expression of their mouse homologs to the 15 timepoints during stomach development (Fig. 6b and Supplementary Data 8). A considerably higher percentage of proteins were identified in the early embryonic days (Ph1) than in the later timepoints (Fig. 6b). Altogether with the previously described findings, our results show that gastric cancer shared many characteristics with embryonic stomach development and suggest that the disease may result from the dysregulation of transcription factors and cell signaling.

## Discussion

The current study presents the first protein and mRNA panoramic overview of the developing mouse stomach with high proteome coverage and time resolution. This protein and mRNA atlas spanning the developmental period from embryo to adult provides a systems view for this process and permits data mining and knowledge generation as a public resource for other scientists.

Our preliminary bioinformatic analysis suggests that the mouse stomach development process from the embryo to adult may be classified into three phases based on protein and mRNA patterns. Both proteomic and transcriptomic data confirmed that the first phase, Ph1, is a period for RNA-associated transcription and cell division, and the last phase, Ph3, is a phase highlighted by increased metabolism and stomach maturation, while the second phase, Ph2, is somewhat associated with ECM-receptor interaction and focal adhesion. Correlating the proteomes or driver proteins/pathways of these three phases with the morphological, physiological, and functional states of the mouse stomach to understand development in greater molecular detail will be interesting. Coexpression analyses of proteins/mRNAs in different phases of the development revealed many understudied proteins/mRNAs with similar temporal expression patterns with well-studied proteins, which may shed light on the functions of these currently understudied or unknown proteins.

As the RNA-Seq technique is more mature than proteomics, mRNA data are generally considered to have deeper coverage than protein data. Furthermore, the correlation between protein and RNA is known to be moderate. As proteins are the effector molecules, mRNA cannot be used as a replacement for protein. Current proteomic techniques and the experimental costs have started to permit the large-scale measurement of proteins. In this study, we found that a subset of genes or proteins was only identified in one of the data sets, which acknowledges the advantages and benefits of measuring both mRNA and protein in handling complex biological challenges.

We found that combining proteomic and transcriptomic data together enabled the detection and verification of alternatively spliced transcripts that may have fundamental impacts on stomach development. Our study not only generated a list of differentially expressed splicing isoforms but also detected peptides covering novel splicing junctions, providing stronger evidence for their existence at the protein level. Keep in mind that the number of these novel splicing events may be underestimated because some peptides are not readily detectable by LC-MS/MS.

One of the motivations of this study was to investigate whether there is experimental evidence for a connection between development and tumorigenesis. By comparing the proteomic profiling of stomach development with that of diffuse-type gastric cancer, we found that a noticeable number of pathway regulators, particularly transcription factors that are upregulated or frequently mutated in DGC, are also differentially expressed during stomach development. Moreover, we identified statistically significant sets of overlapping genes in seven signaling pathways between stomach development and gastric cancer, which suggests that DGC regains some features of stomach embryonic development but loses some basic functions of the adult stomach and that gastric cancer is likely a consequence of the dysregulation of master regulators and cell signaling pathways. It would be interesting to examine whether these features are also shared by the intestinal-type and mixed-type gastric cancers. However, this comparison should be treated with caution given that DGC develops largely from epithelial cells, while the whole stomach examined in this study is a mixture of multiple cell types. While a region-resolved stomach proteome could partially address this issue, this technique is hampered by technical challenges that the regions are discernable only around W2. Further investigations with a cell- type-resolved proteome could substantially improve the resolution and reduce the cellular heterogeneity, making the comparison of development and tumorigenesis more thorough.

In conclusion, the high-throughput multiomics data sets provide valuable assets that enable further data interrogation to obtain clues for a better understanding of stomach development and gastric cancer.

## Methods

### Animals and stomach collection

C57BL/6 mice (8–10-weeks-old) were ordered from Beijing HFK Bioscience Co., LTD (Beijing China) and housed under a standard SPF (specific pathogen-free) laboratory environment. Whole stomachs were separated from mouse embryos during gestation or from the newborn mice after birth. Stomachs were collected at 15 timepoints covering the embryonic and postnatal stages: E12.5, E13.5, E14.5, E15.5, E16.5, E17.5, E18.5, D1, D3, D5, W1, W2, W3, W6, and W8. Each timepoint has three biological replicates.

The whole stomach tissues were washed twice with ice-cold phosphate-buffered saline (PBS) to remove blood and other contaminates, quick-frozen in liquid N_2_ and stored at –80 °C for RNA or protein extractions. All animal experiments were approved by the animal care regulations of the Institutional Animal Care and Use Committee of the State Key Laboratory of Proteomics, Beijing Proteome Research Center, Beijing Institute of Radiation Medicine.

### Extraction and digestion of stomach proteome

At least 1 mg samples of stomach tissues were cut off and lysed in a buffer that consisted of 8 M Urea, 100 mM Tris Hydrochloride, pH 8.0, protease and phosphatase inhibitors (Thermo Fisher Scientific, Rockford, IL, USA) for 10 min. The preliminary lysates were sonicated under a suitable condition. The lysates were centrifuged at 16,000 × *g* for 10 min at 4 °C, and the supernatants were reserved as whole tissue extract (WTE). The protein concentration was determined by a Bradford protein assay. Approximately 100 μg of WTE were reduced with 10 mM dithiothreitol (DTT) at 56 °C and alkylated with 20 mM iodoacetamide (IAA) at room temperature in the dark. WTE was digested with sequencing grade trypsin that cleaves at the C-terminus of the Arg or Lys residues at 37 °C.

### Mass spectrometry analysis

The tryptic peptides were vacuum-dried, redissolved in 10 mM of ammonium bicarbonate buffer (pH 10), and subjected to small-scale reversed-phase (sRP) chromatography with a homemade C18 column. The peptides were separated into nine fractions by stepwise increasing acetonitrile (ACN) from 6 to 35% under a basic condition (pH 10)^32,33^. These fractions were combined into six samples, vacuum-dried, and stored at –80 °C until subsequent use for liquid chromatography tandem mass spectrometry (LC-MS/MS) analysis.

MS samples were analyzed on a Q Exactive HF mass spectrometer (MS) (Thermo Fisher Scientific) interfaced with an Easy-nLC 1000 nanoflow LC system (Thermo Fisher Scientific). Briefly, the samples were redissolved in 30 µl of Solvent A (0.1% formic acid in water), and one fifth of the reconstituted samples were loaded onto a homemade reversed-phase C18 column (2 cm × 100μm; particle size, 3μm; pore size, 300 Å) and then separated by a 150μm × 12 cm silica microcolumn (homemade; particle size, 1.9μm; pore size, 120 Å) with a linear gradient of 5–35% Mobile Phase B (0.1% formic acid in acetonitrile) at a flow rate of 600 nl/min for 75 min. A data-dependent strategy was used by measuring MS1 in the Orbitrap at a resolution of 120,000 followed by tandem MS scans of the top 20 precursors using higher-energy collision dissociation with 27% of normalized collision energy and 18 s of dynamic exclusion time. Trypsin digests of 293T cells as quality control samples were routinely assayed to ensure good sensitivity and reproducibility.

### Protein identification and quantification

MS Raw files were searched against the National Center for Biotechnology Information (NCBI) Ref-seq mouse proteome database (updated on 04/07/2013, 27,414 entries) in Proteome Discoverer workstation (version 2.0, Thermo Fisher Scientific, Rockford, IL, USA) implemented with Mascot search engine with percolator (Matrix Science, version 2.3.01). The following search parameters were used: (1) the mass tolerances were 20ppm for precursor ions and 50mmu for product ions; (2) up to two missed cleavages were allowed; (3) the minimal peptide length was seven amino acids; (4) cysteine carbamidomethylation was set as a fixed modification, and N-acetylation and oxidation of methionine were considered variable modifications; and (5) the charges of precursor ions were limited to + 2, + 3, + 4, + 5 and + 6. The data were also searched against a decoy database to estimate the peptide FDR using percolator validation based on the *q*-value. Although not evaluated directly, the protein FDR was minimized by choosing only proteins identified with one unique and two strict peptides. A label-free, intensity-based absolute quantification (iBAQ) approach^63^ was used to calculate protein quantification based on the area under the curve (AUC) of precursor ions. The fraction of total (FOT) was used to represent the normalized abundance of a protein across experiments. The FOT was defined as a protein’s iBAQ divided by the total iBAQ of all identified proteins in one experiment. The FOT was further multiplied by 10^5^ to obtain iFOT for the ease of representation. Missing values were substituted with zeros.

### RNA sequencing and data processing

Total RNA was extracted from the liver tissues and treated with deoxyribonuclease I (DNase I). mRNA was isolated by Oligo Magnetic Beads and cut into small fragments that served as templates for cDNA synthesis. Once short cDNA fragments were purified, they were extended with single nucleotide adenines, ligated with suitable adapters, and amplified by PCR before they were sequenced. High-throughput RNA sequencing (RNA-Seq) experiments were carried out using the Illumina comprehensive next-generation sequencing (NGS) technique. Raw data were filtered and processed by the FastQC software (Version 0.11.5, Available online at website: http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Low quality RNA-Seq reads were removed if they had a Phred quality score less than 20 or had less than 50 nucleotides. The filtered reads were mapped onto the mouse reference genome (GRCm38.p2.genome, released on 12/10/2013) using HISAT2 software (Version 2.1.0)^64^. Assembly and quantification of the transcripts were accomplished with StringTie software (Version 1.3.1) using the mouse genome annotation file as the reference (gencode.vM2.annotation, available at the GENCODE website)^65^. Fragments Per Kilobase of transcript per Million mapped reads (FPKM) was used for the measurements of the relative abundances of the transcripts. An effective expressed gene required an FPKM score greater than one, which resulted in 16,839 transcripts. The protein-mRNA correlation was calculated by Pearson’s correlation coefficients using normalized scores (*z*-scores) across all timepoints.

To identify novel splicing junctions in this study, a customized python script was developed with the following strategies: (1) an unannotated exome is connected with a known exome; (2) these two exomes are in silico spliced and translated into peptides based on the 3-frame translation criterion; and (3) generated sequences are cut into tryptic peptides without missed trypsin cleavage sites and stop codons. The script generated 16,602 unique sequences from RNA-Seq, and a fasta file was subsequently created for mass spectrometry database searching.

### Bioinformatics and statistical analysis

Principal component analysis (PCA) and unsupervised hierarchical clustering analysis were performed on 7,678 GPs in Dataset3 and grouped 15 timepoints into three phases. Gene Ontology (GO) term enrichment analysis was based on DAVID (the Database for Annotation, Visualization and Integrated Discovery) Bioinformatics Resources^66^. Differentially expressed genes in the three phases were identified by One-way ANOVA test with Benjamini-Hochberg adjustment. Gene coexpression analysis was conducted by Ward’s hierarchical clustering analysis. Interexperiment correlations were calculated by Spearman’s correlation coefficients. Two-tailed hypergeometric statistical tests were carried out to determine whether there is a significant overlap of altered genes on a specific pathway between stomach development and gastric cancer.

### Code availability

The custom python script for mining splicing-junction peptides is available from the corresponding authors upon request.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

MS raw files and searching output data are deposited into proteomeXchange with the accession number PXD010702; RNA-Seq data are deposited into the NCBI Gene Expression Omnibus (GEO) database with the accession number GSE118083. A reporting summary for this Article is available as a Supplementary Information file. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

# Supplementary material for: A time-resolved multi-omic atlas of the developing mouse stomach
**Source:** Nat Commun. 2018 Nov 21;9:4910. doi: 10.1038/s41467-018-07463-9
**Supplement:** Supplementary file 1 — Supplementary Information

# A Time-resolved Multi-omic Atlas of the Developing Mouse Stomach

Li et al.

# Supplementary Figure 1

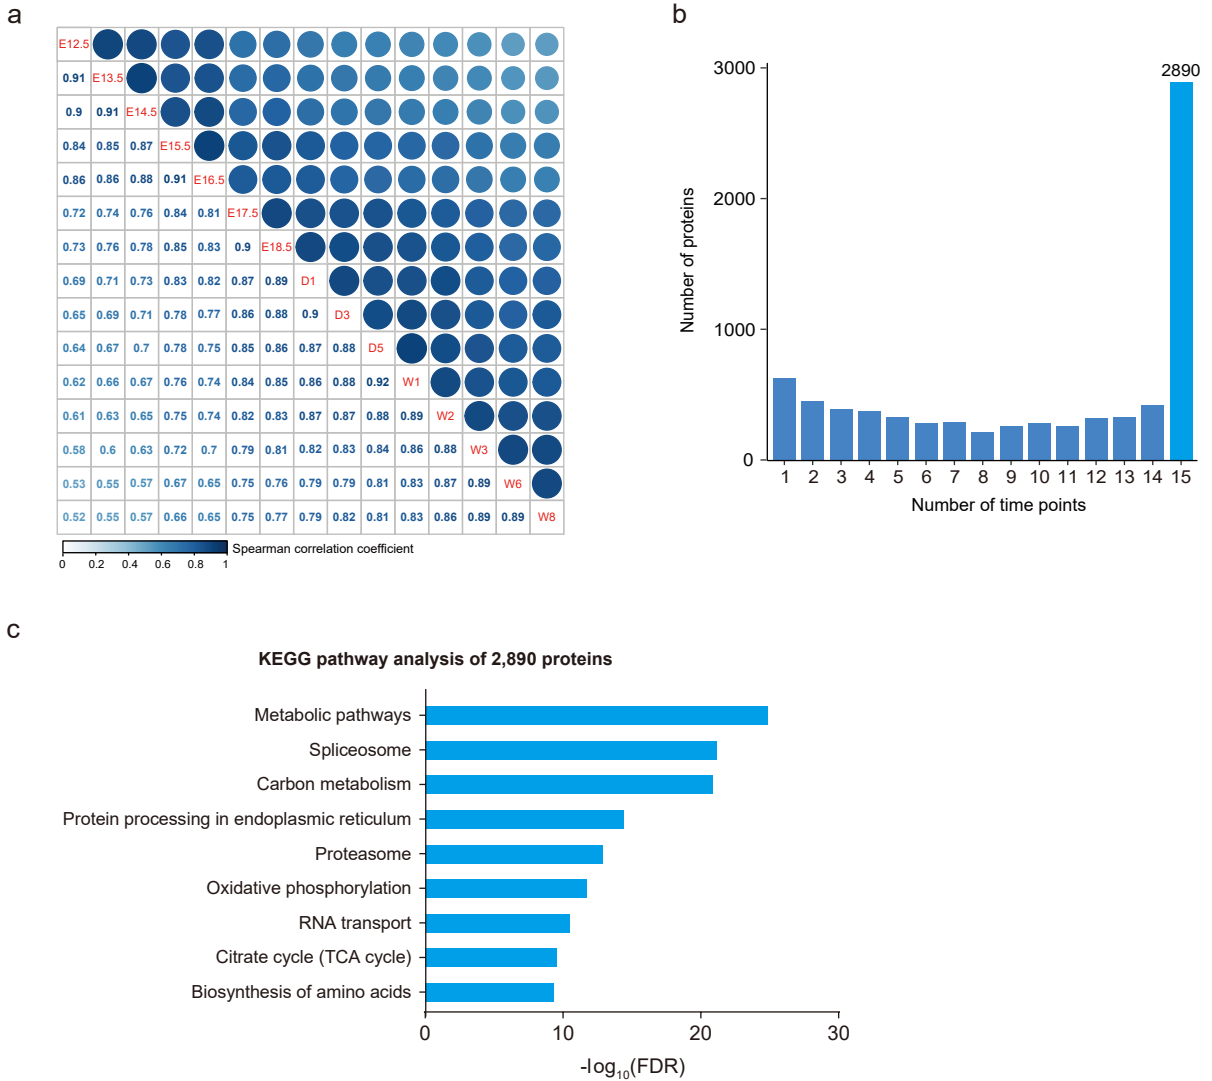

## Supplementary Figure 1. Analysis based on 15 timepoints

(a) Correlation analysis of experiments between 15 timepoints. (b) Number of proteins identified in 1-15 timepoints.

DodgerBlue: proteins identified in all 15 timepoints. (c) KEGG pathway analysis of 2,890 core proteins identified in all 15 timepoints.

# Supplementary Figure 2

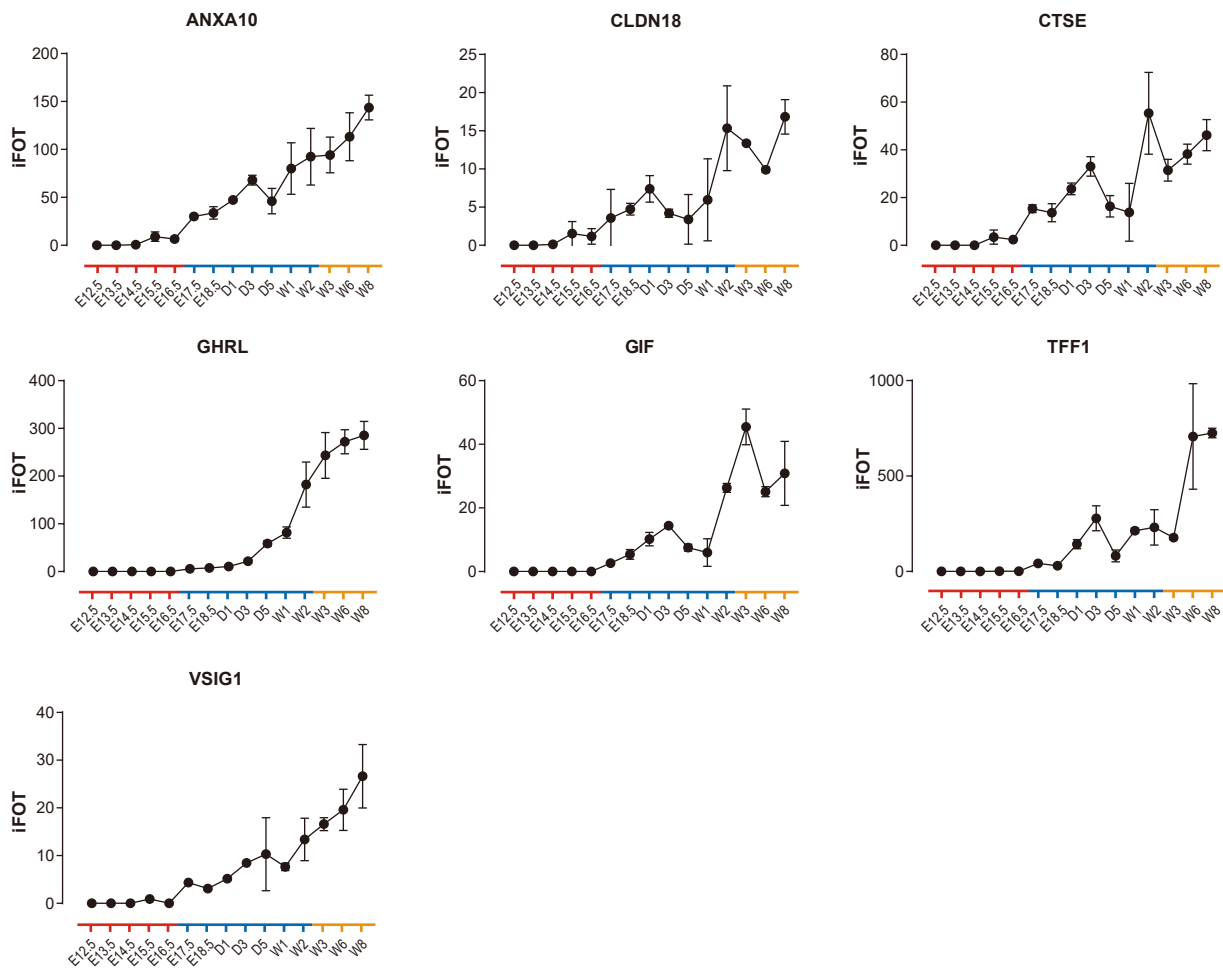

Supplementary Figure 2. Proteomic profiles of seven stomach proteins

Protein dynamics of seven gastric proteins: ANXA10, CLDN18, CTSE, GHRL, GIF, TFF1 and VSIG1. Error bars are created by mean  $\pm$  SD (standard deviations) of three replicates. Horizontal color bars: red, Ph1; blue, Ph2; and orange, Ph3.

# Supplementary Figure 3

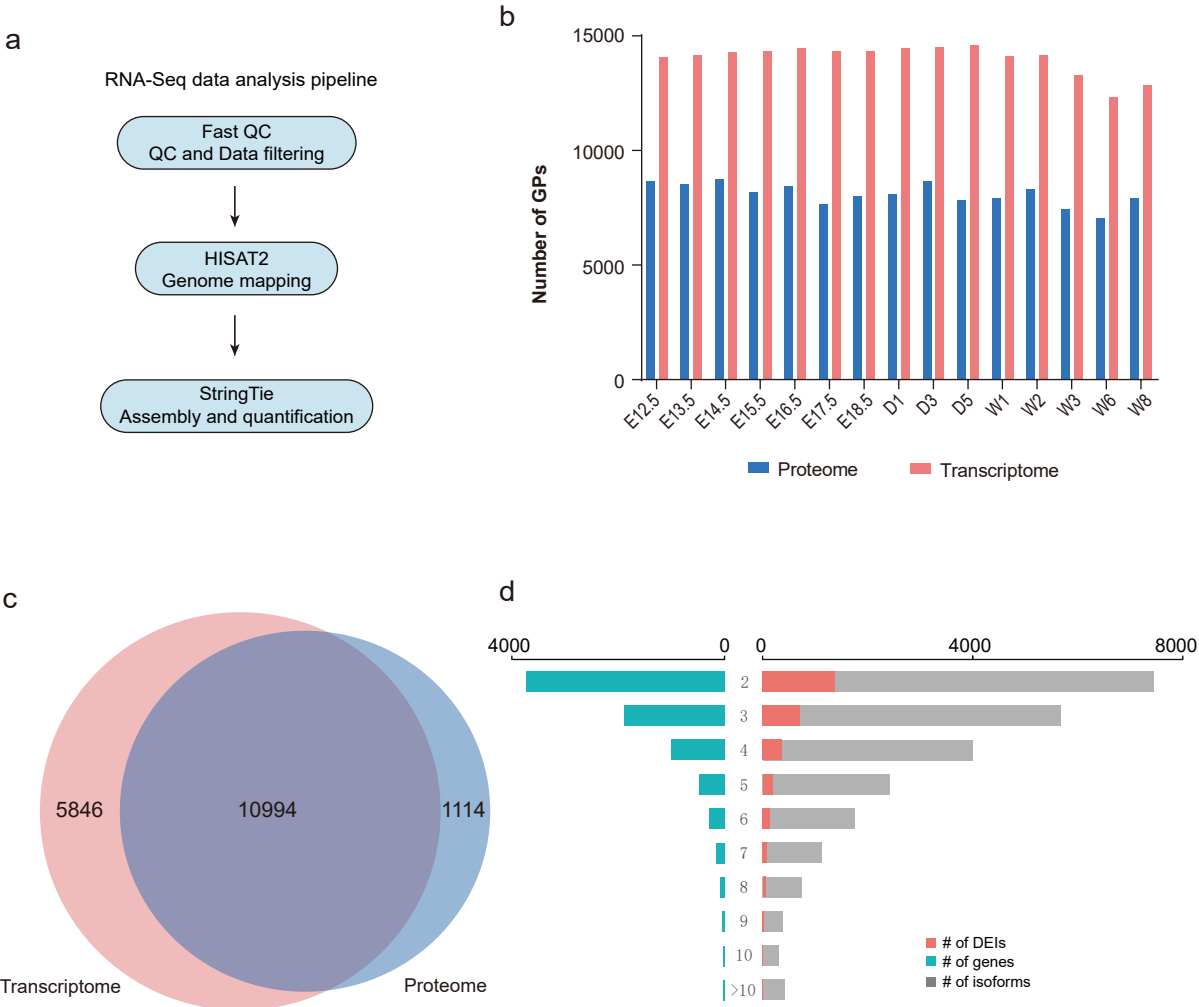

## Supplementary Figure 3. Comparison of proteins and mRNA

- (a) RNA-Seq data analysis pipeline.
  - (b) The number of genes identified in 15 transcriptomes compared to proteomes.
  - (c) Venn diagram showing the number of genes and proteins identified in proteome and transcriptome.
  - (d) Distributions of genes, their isoforms, and differentially regulated isoforms (ANOVA, FDR < 0.01).
- Abbreviations: DEIs, Differentially Expressed Isoforms.

# Supplementary Figure 4

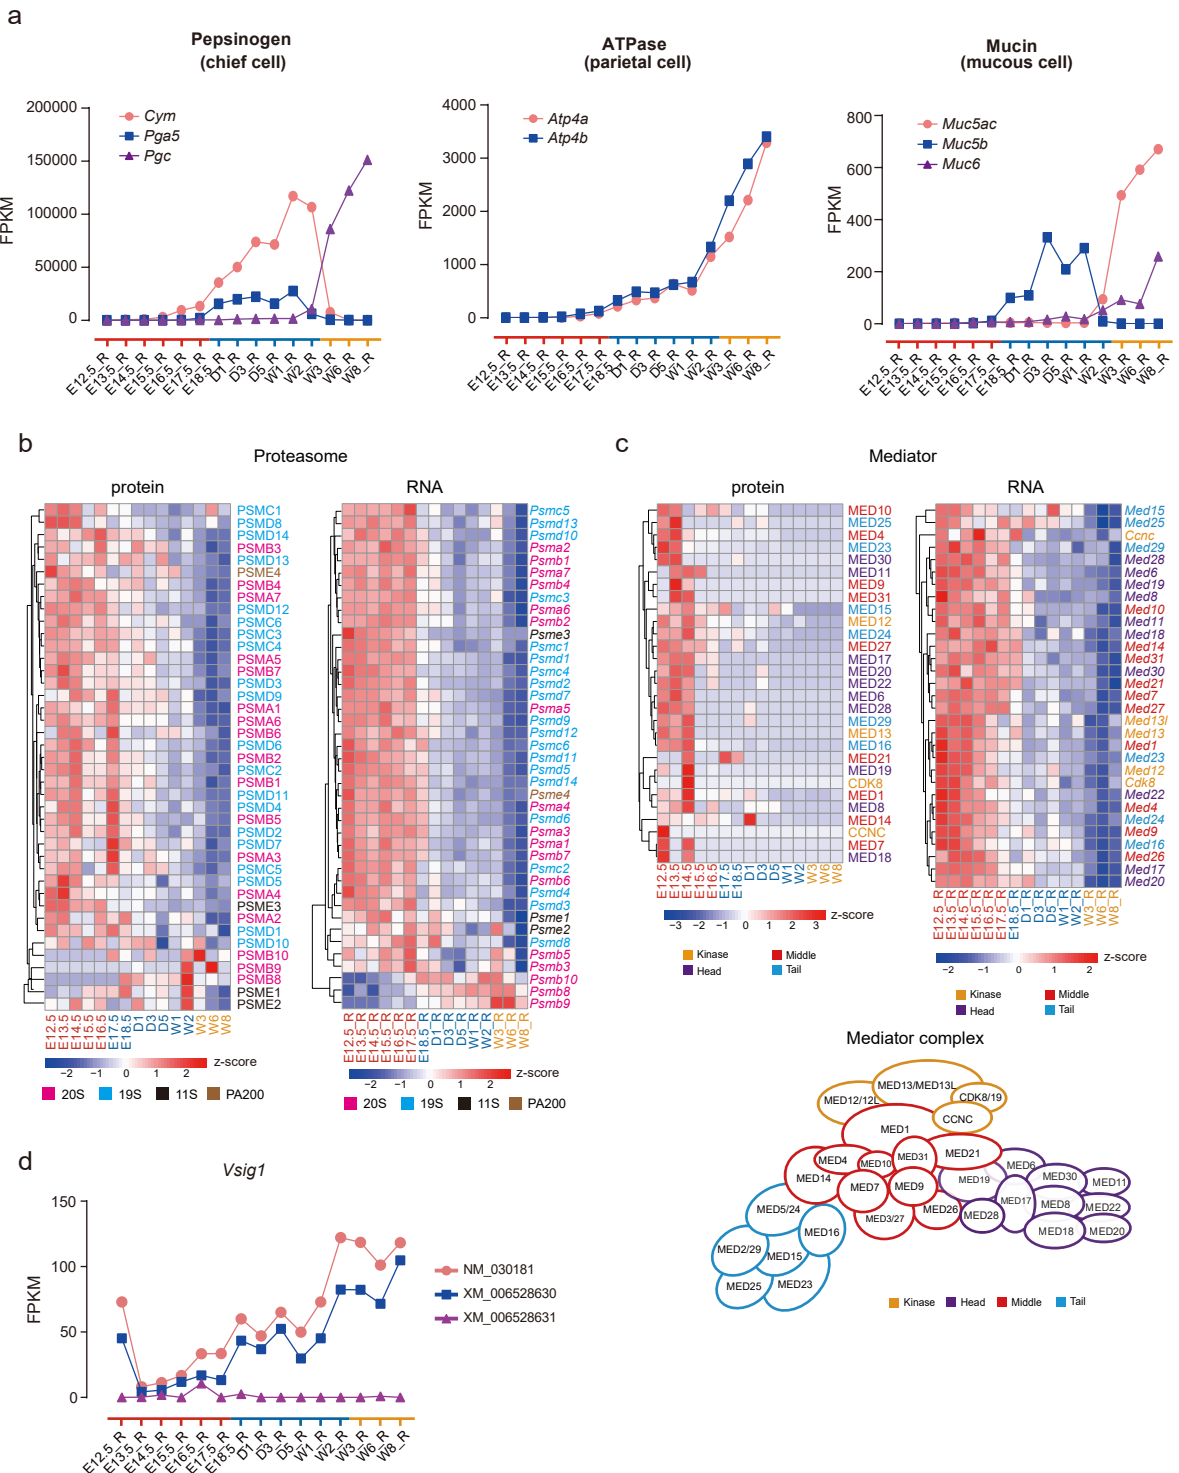

Supplementary Figure 4. Transcriptomic profiles of three protein families and two protein complexes (a) Transcriptomic changes of eight gastric markers in three protein families. (b) The dynamic profiles of the proteasome complex and its members at the RNA and protein levels. The changes in the components in the four subunits are illustrated in four colors. (c) The changes in the mediator complex and its members at the RNA and protein levels. The four subunits of the mediator are illustrated in four colors. (d) The expression patterns of the Vsig1 transcripts. Horizontal color bars: red, Ph1; blue, Ph2; and orange, Ph3.

# Supplementary Figure 5

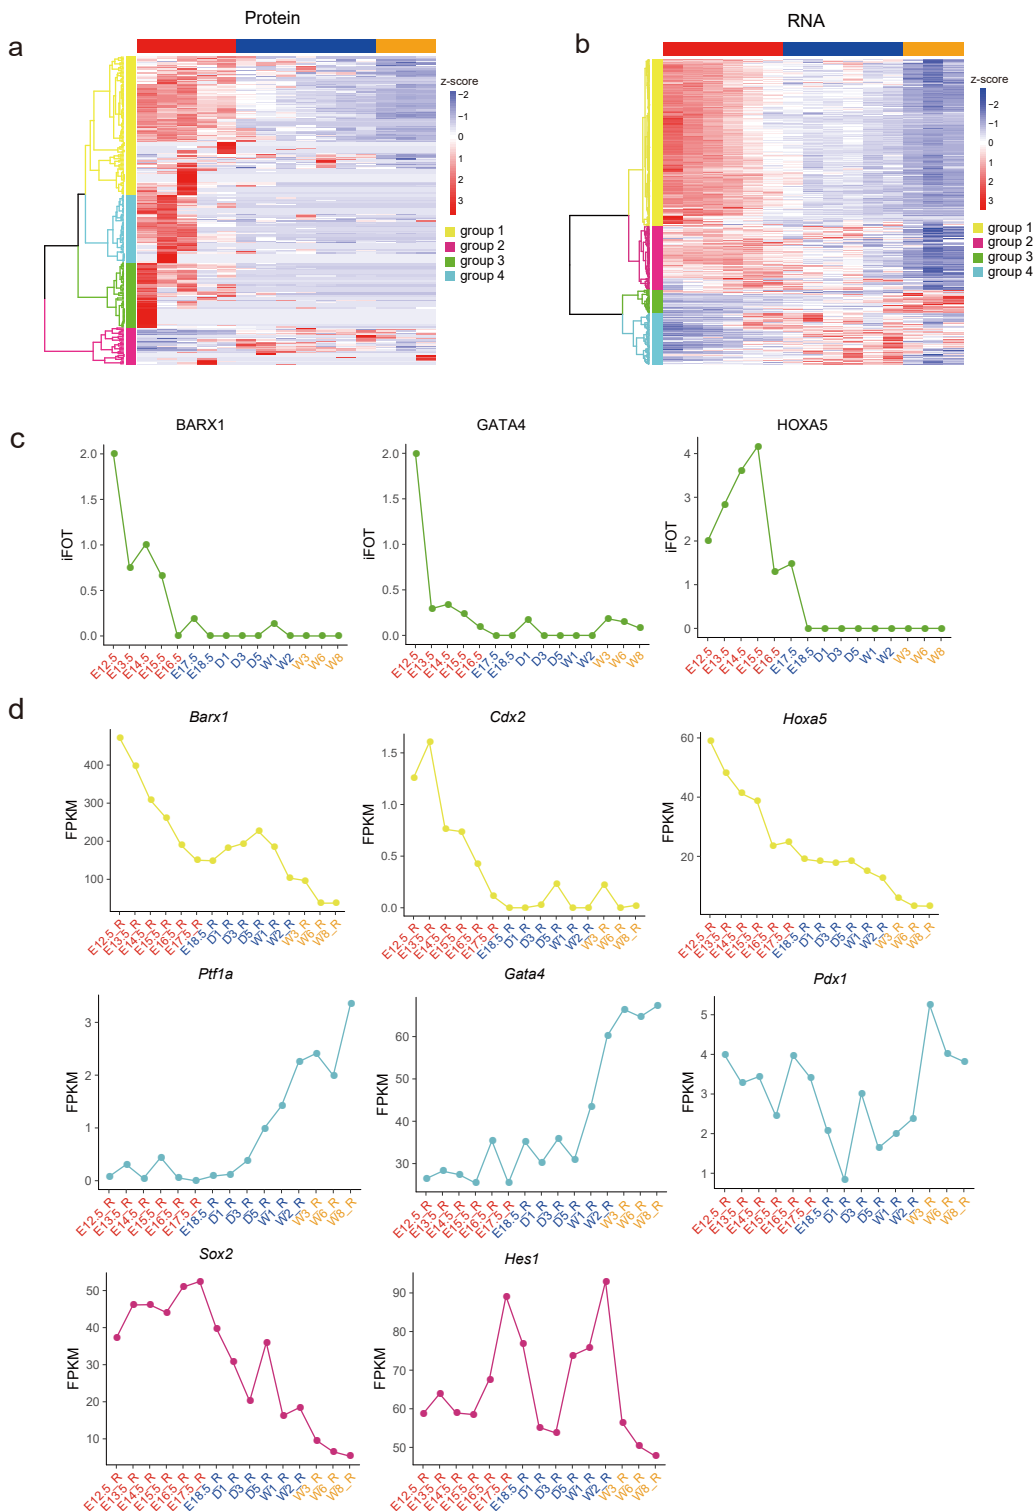

Supplementary Figure 5. Proteomic and transcriptomic analyses of transcription factors

(a) Unsupervised Ward's hierarchical clustering of 241 transcription factors (TFs) at the level of protein abundances. (b) Unsupervised Ward's hierarchical clustering of 724 TFs at the level of mRNA abundances. (c) Proteomic profiles of three TFs: BARX1, GATA4 and HOXA5. (d) Transcriptomic profiles of eight TFs: Barx1, Cdx2, Hoxa5, Ptf1a, Gata4, Pdx1, Sox2 and Hes1. Yellow, group 1; Deeppink, group 2; Green, group 3; Cyan, group 4.

# Supplementary material for: A time-resolved multi-omic atlas of the developing mouse stomach
**Source:** Nat Commun. 2018 Nov 21;9:4910. doi: 10.1038/s41467-018-07463-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Proteins identified in 15 timepoints

**File Name:** Supplementary Data 2

**Description:** One-way ANOVA analyses of quantified proteins

**File Name:** Supplementary Data 3

**Description:** Transcriptome data analysis

**File Name:** Supplementary Data 4

**Description:** Transcriptomic analysis of isoforms during stomach development

**File Name:** Supplementary Data 5

**Description:** A list of 60 novel splice-junction peptides and their relative abundances at 15 timepoints

**File Name:** Supplementary Data 6

**Description:** Tandem mass spectra of 60 novel splice-junction peptides

**File Name:** Supplementary Data 7

**Description:** Analyses of transcription factors at the protein and mRNA levels

**File Name:** Supplementary Data 8

**Description:** Comparisons of stomach development and DGC

# Supplementary material for: A time-resolved multi-omic atlas of the developing mouse stomach
**Source:** Nat Commun. 2018 Nov 21;9:4910. doi: 10.1038/s41467-018-07463-9

## Supplementary Data 6. Tandem mass spectra of 60 novel splice-junction peptides

### 1. AVIWIVIR

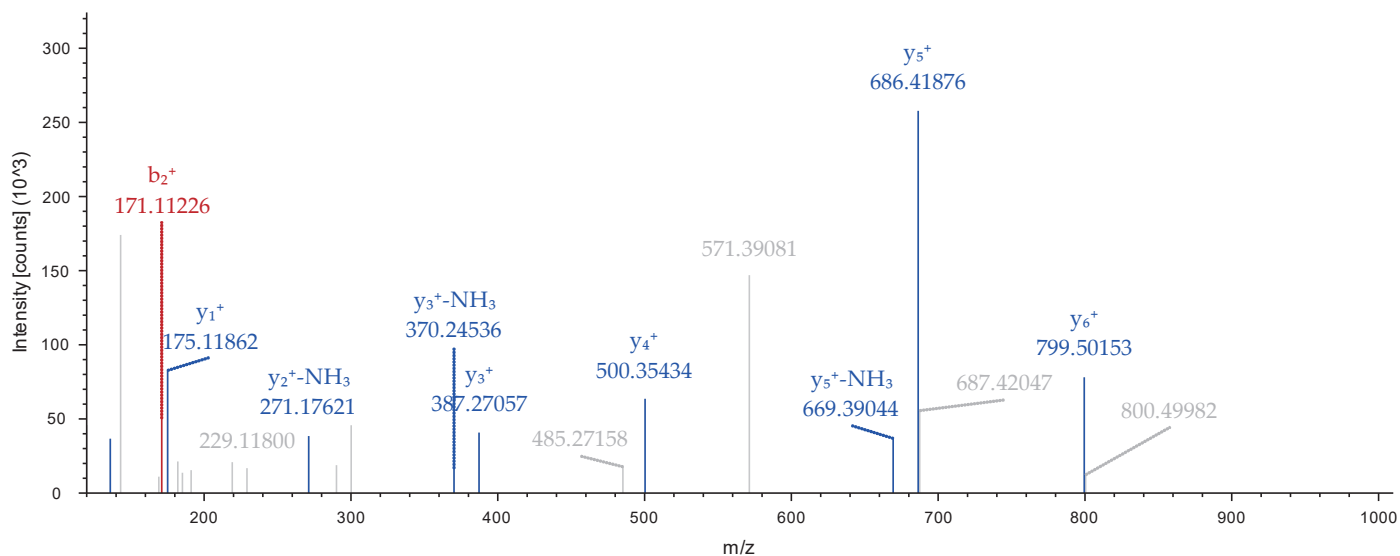

### 2. LEDLVQESMEEK

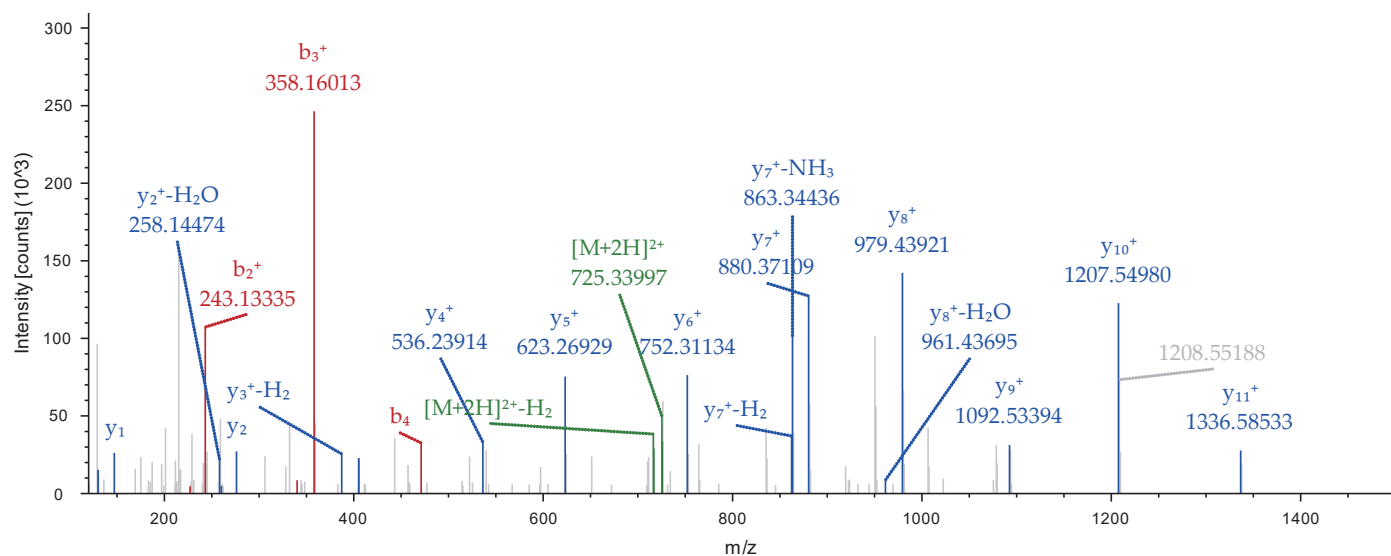

### 3. IPVSNLDEESR

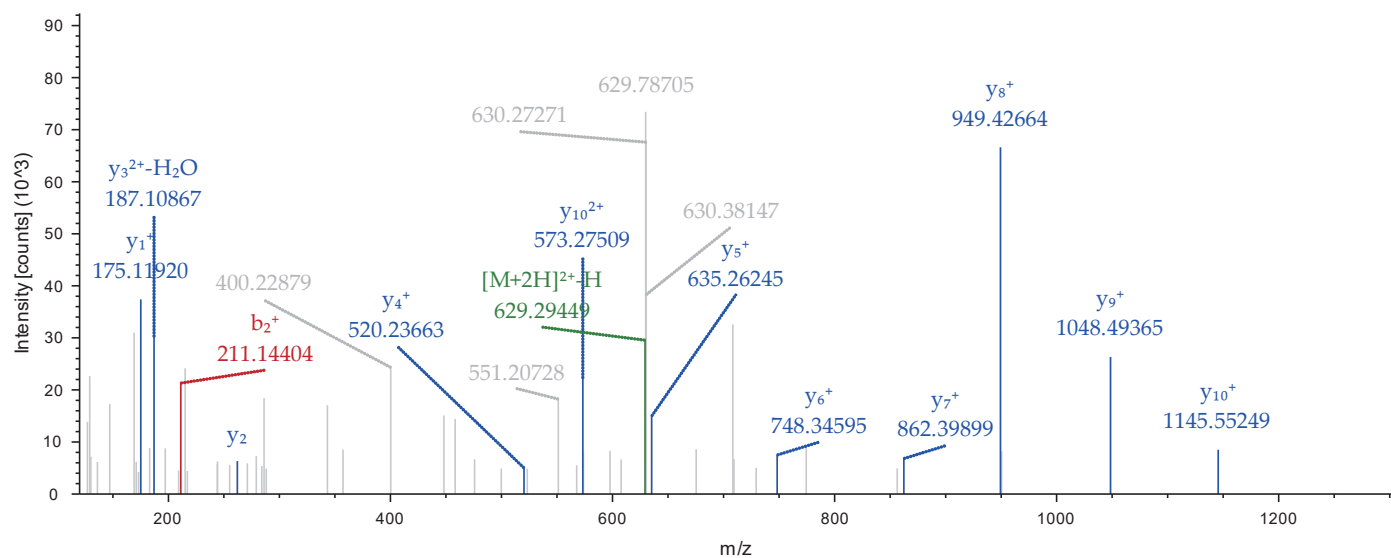

#### 4. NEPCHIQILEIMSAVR

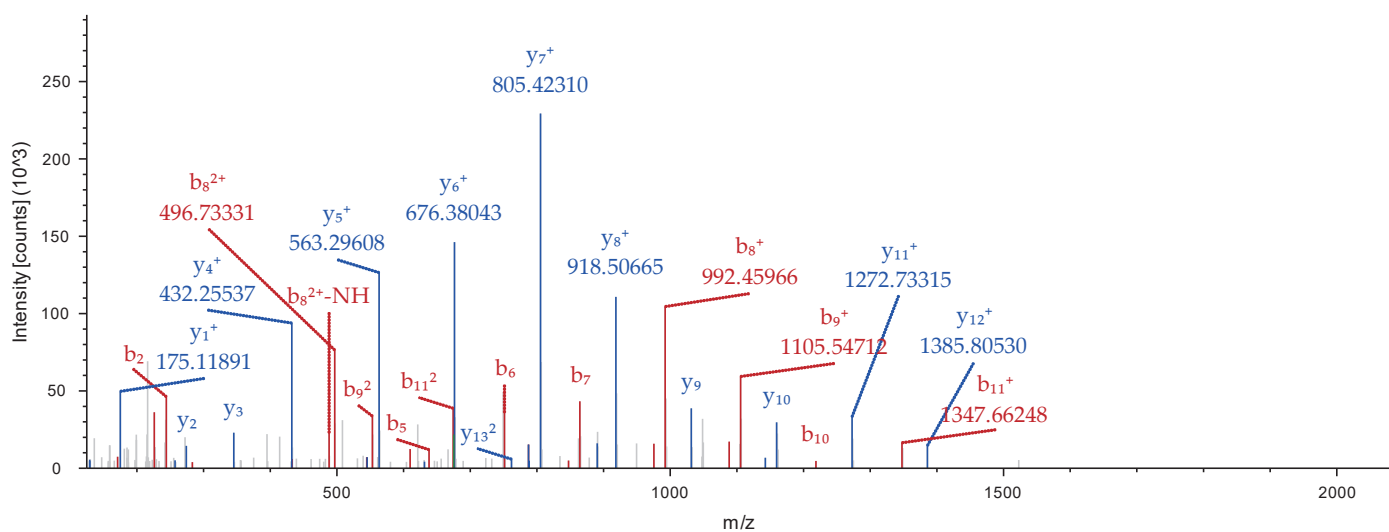

#### 5. LSGPLISDFFAK

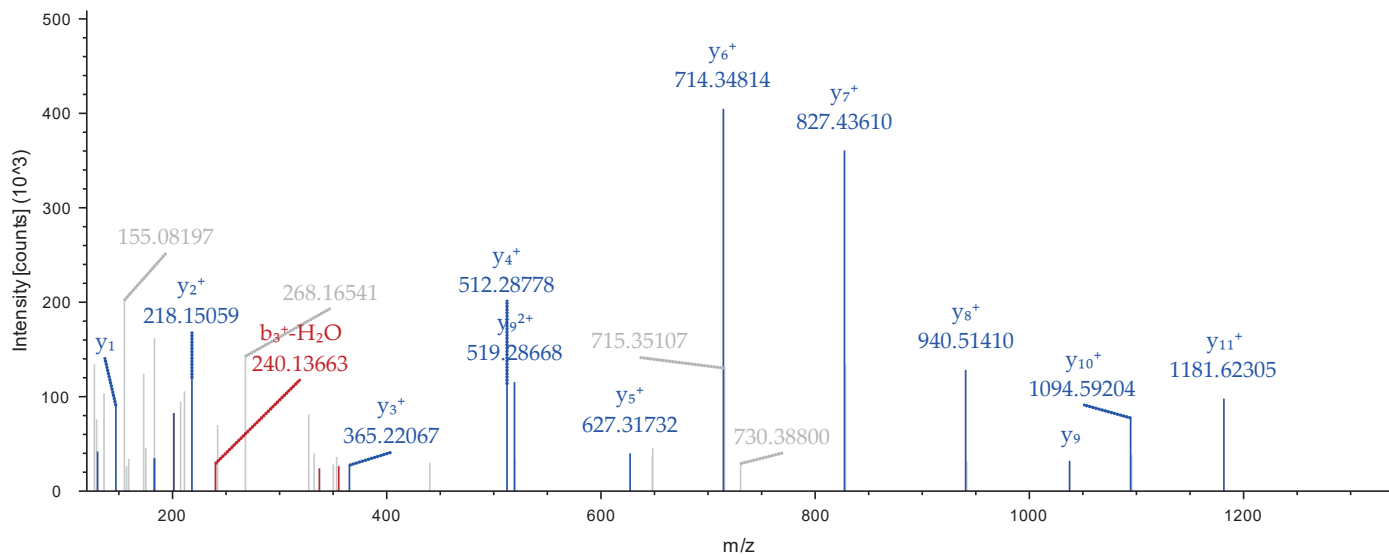

#### 6. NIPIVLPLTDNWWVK

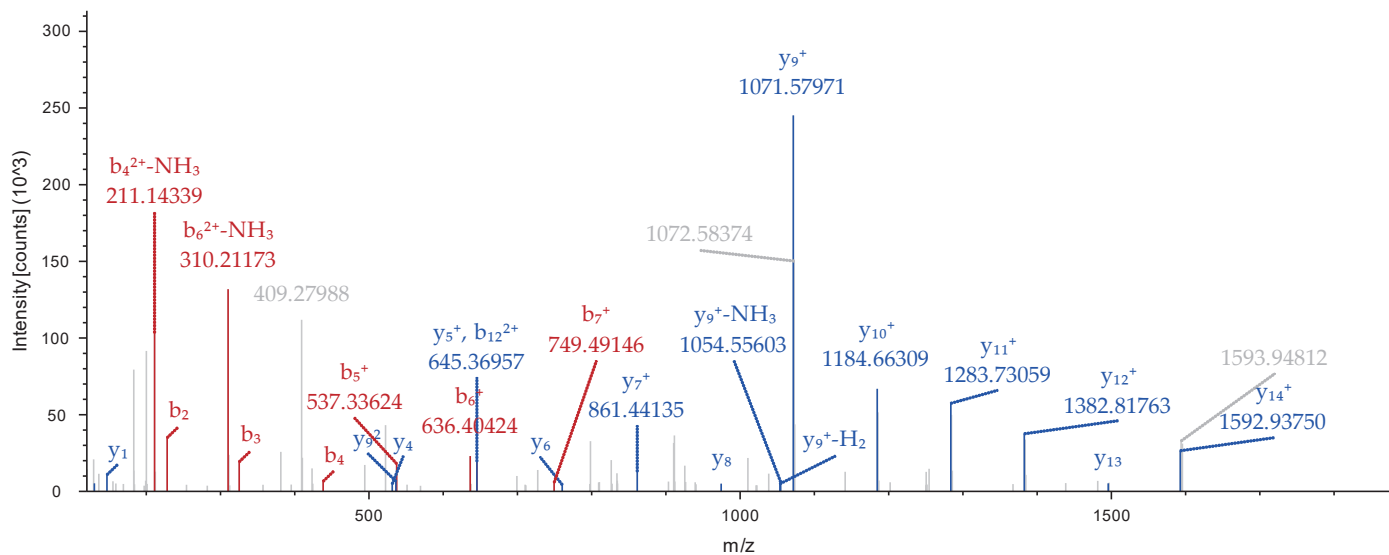

### 7. LLGSLTSVFVR

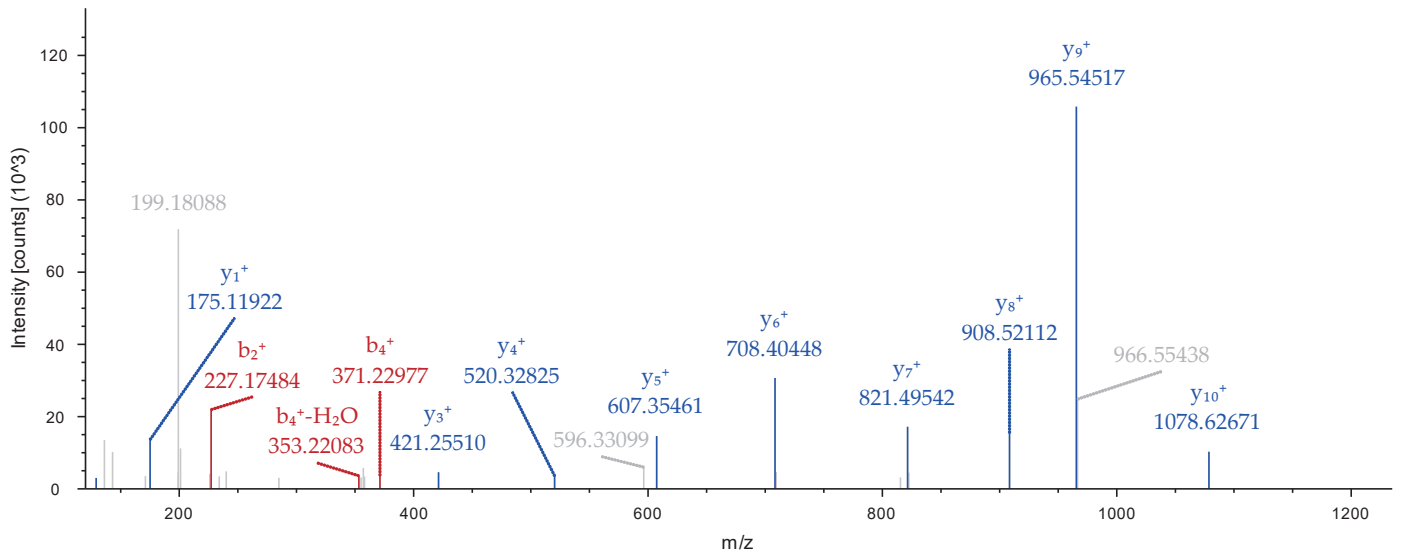

### 8. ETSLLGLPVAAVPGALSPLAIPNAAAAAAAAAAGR

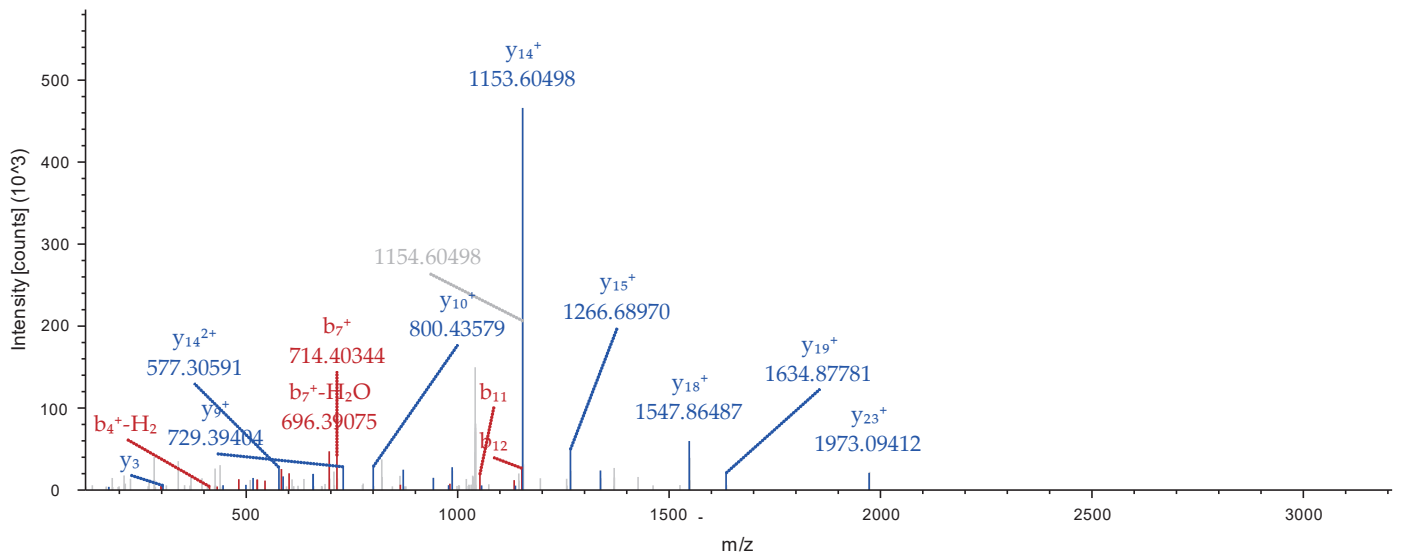

### 9. YPPGSMATLQLLR

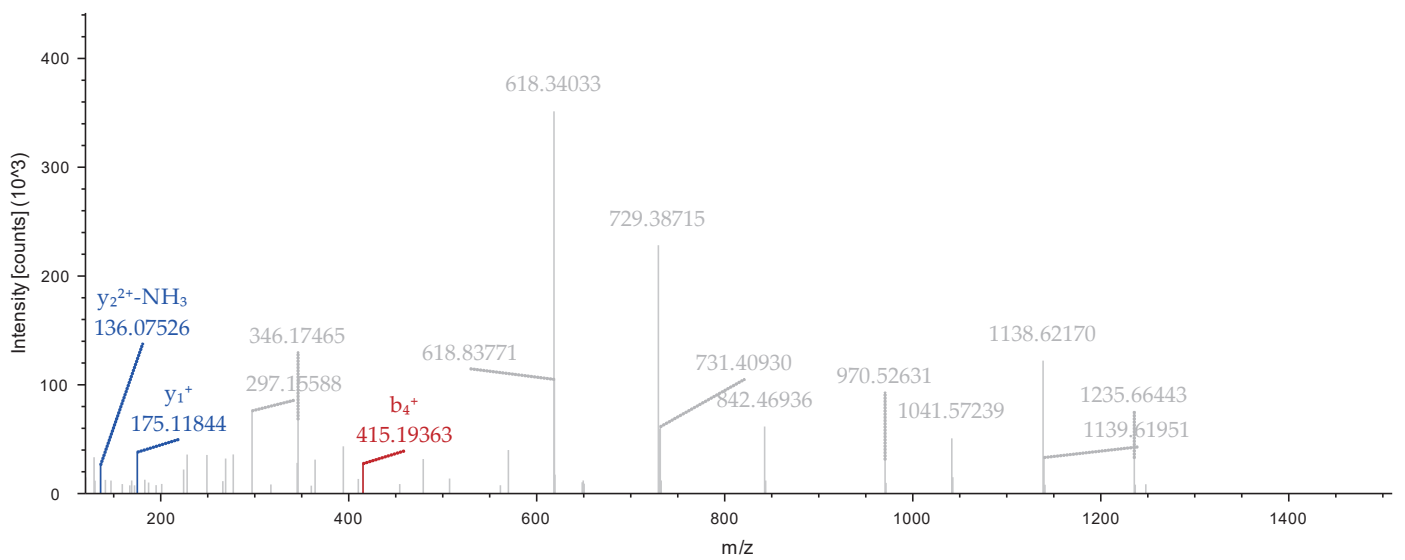

### 10. VEMAETDQR

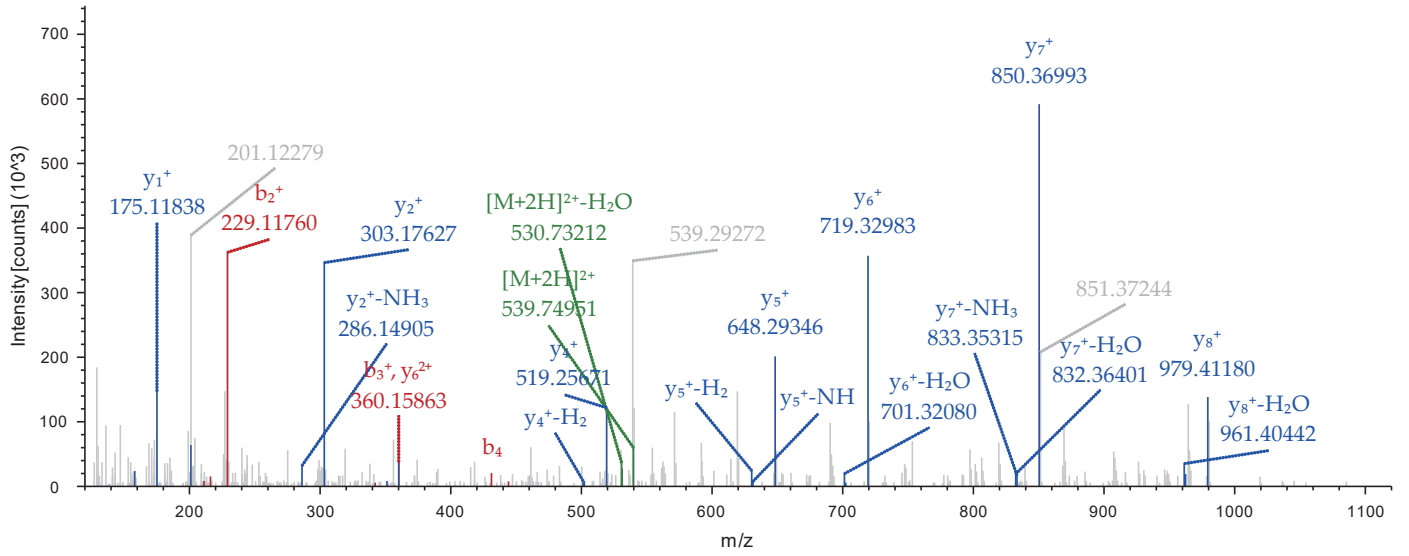

### 11. ESHLQEADSQIGR

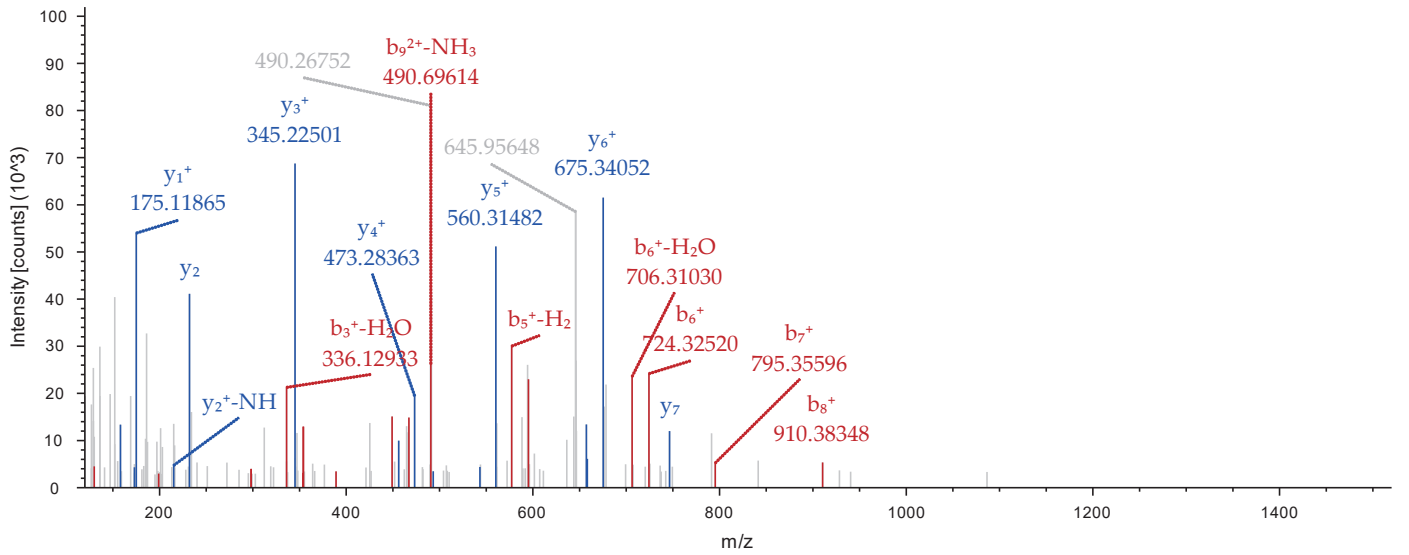

### 12. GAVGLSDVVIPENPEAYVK

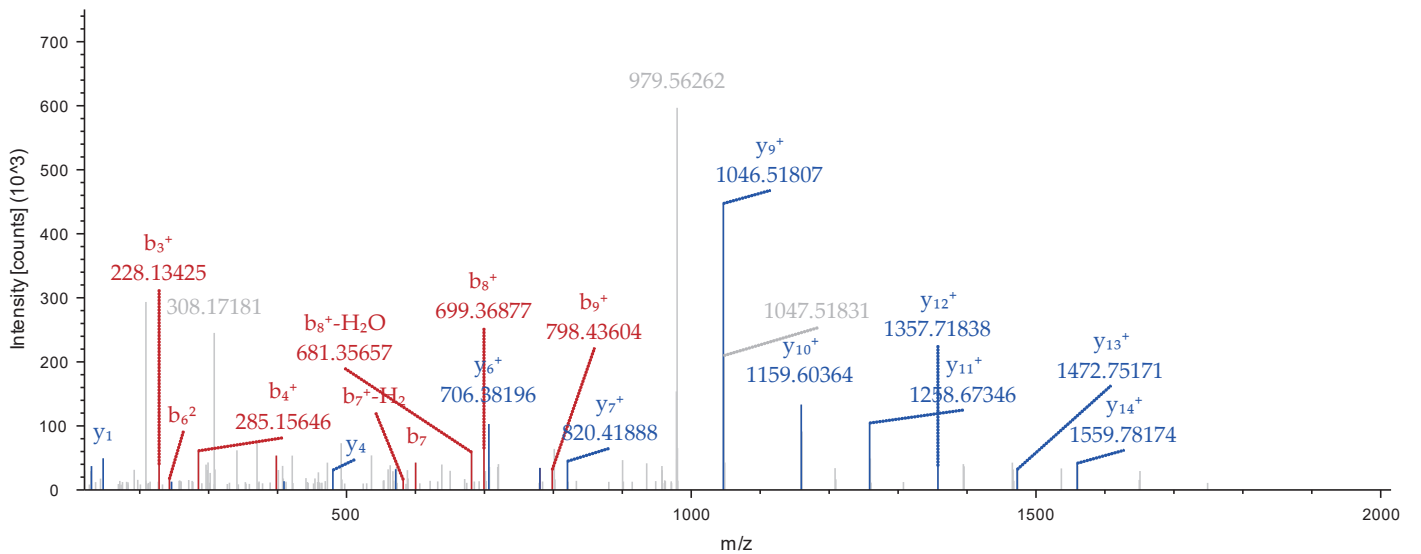

13. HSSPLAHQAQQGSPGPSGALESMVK

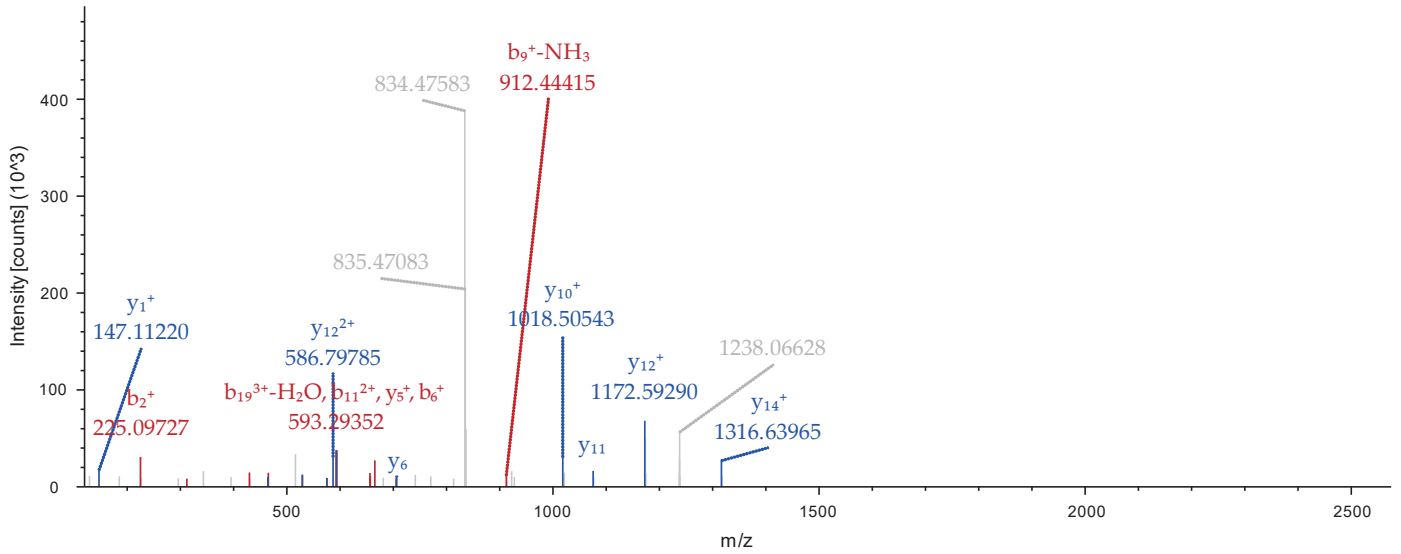

14. SASLSGVQAR

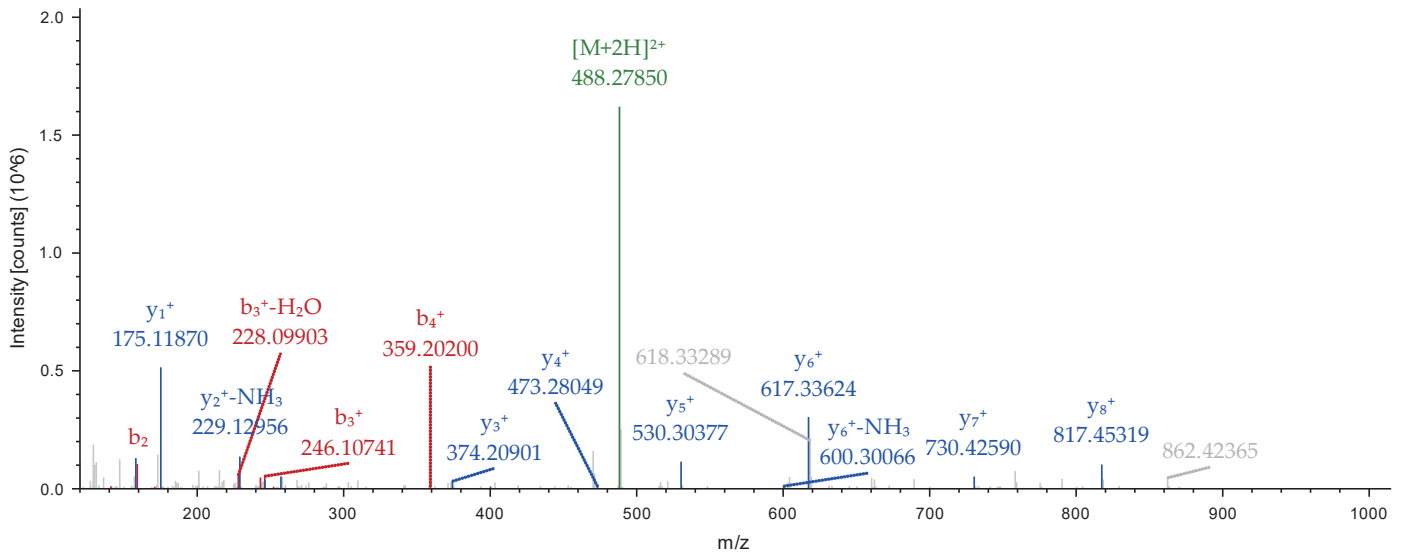

15. SFVSAEFFEMLEK

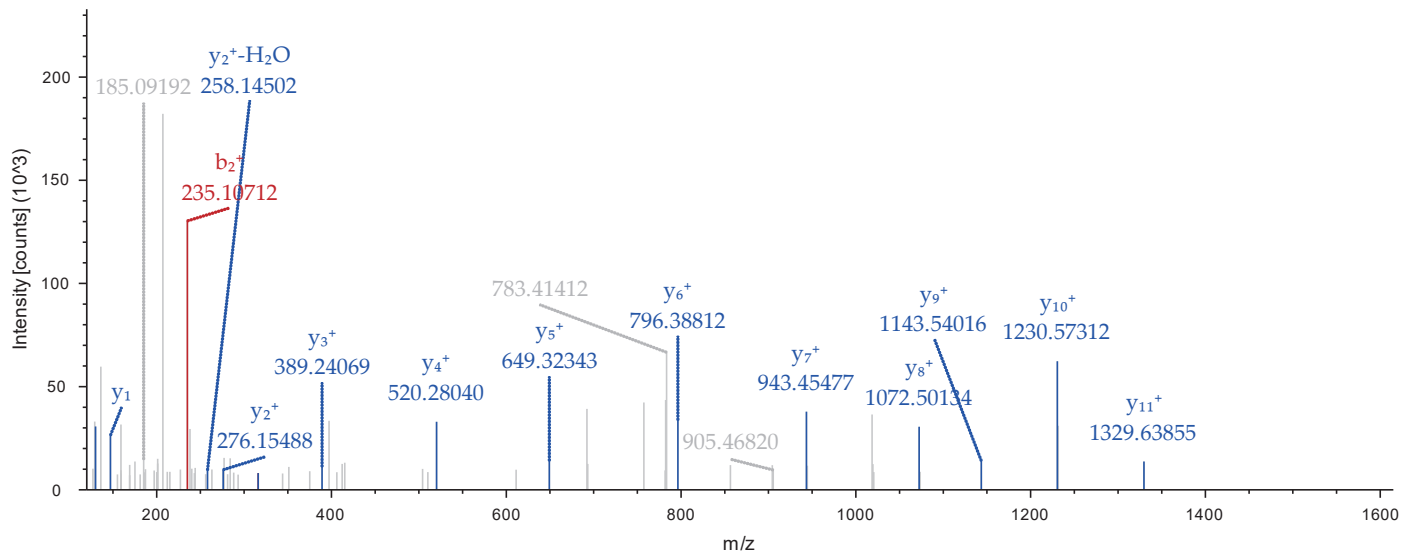

16. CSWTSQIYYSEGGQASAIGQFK

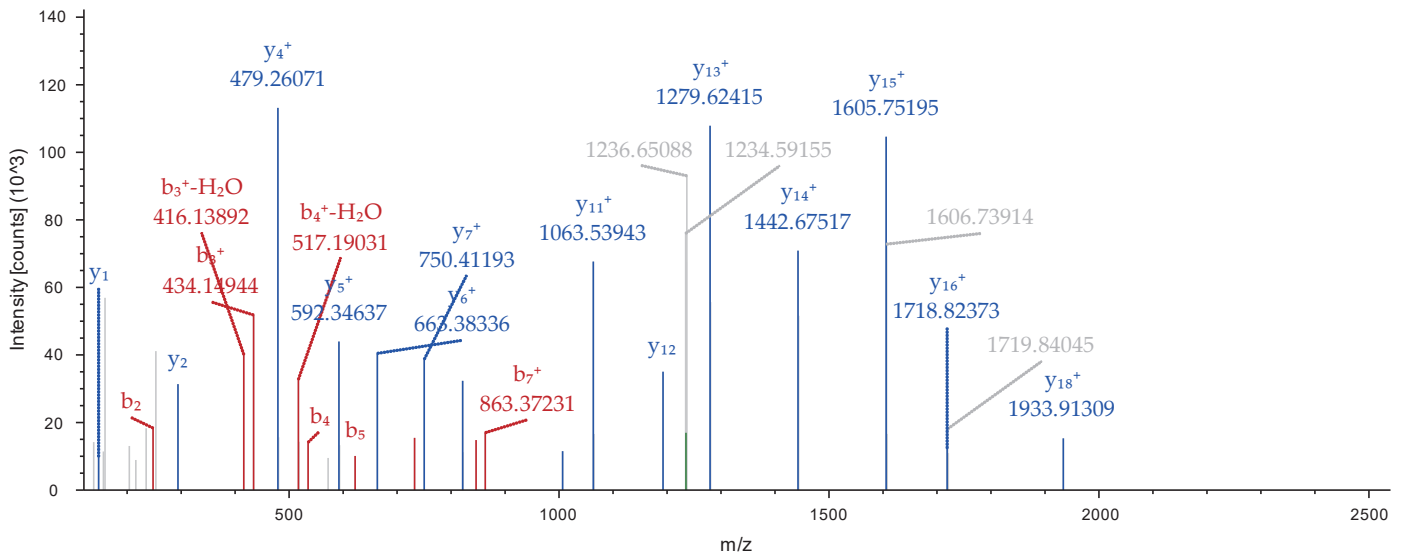

17. EMEEPISHVSHPK

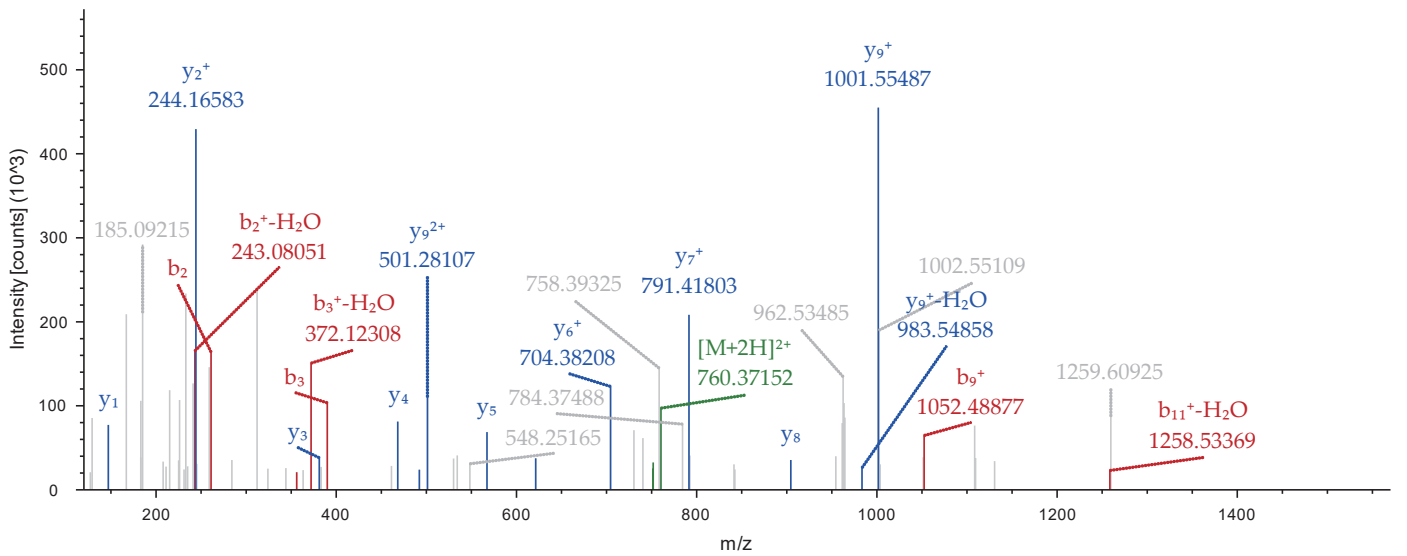

18. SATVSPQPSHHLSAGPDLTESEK

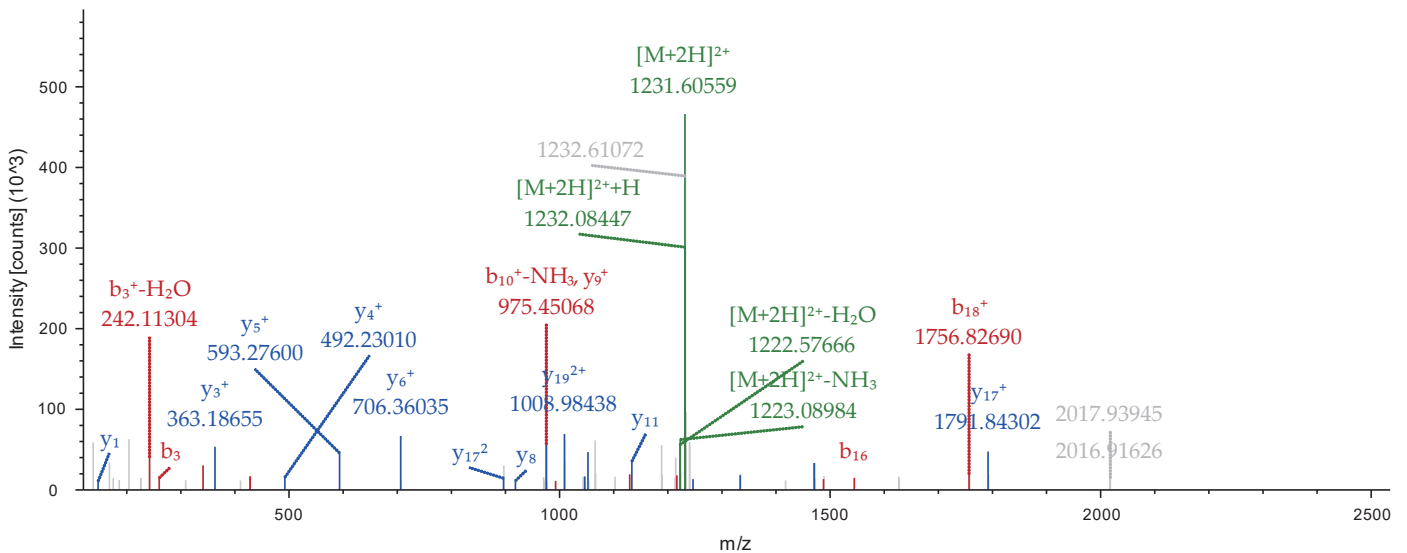

19. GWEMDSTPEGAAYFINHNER

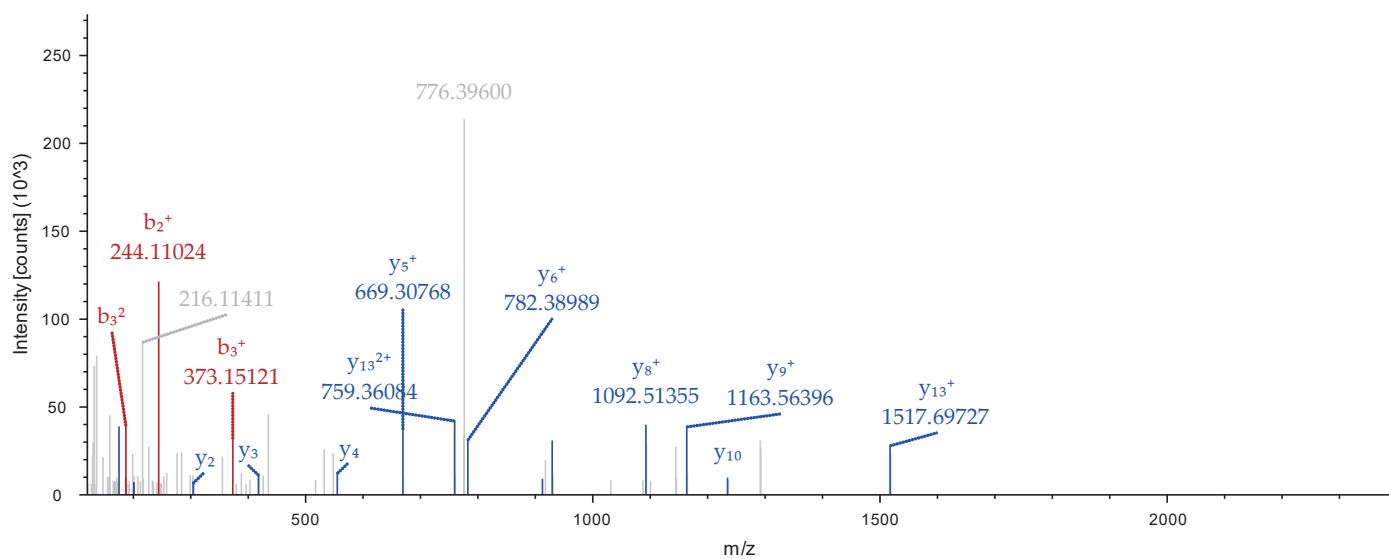

20. VGPVSTVGVTDPK

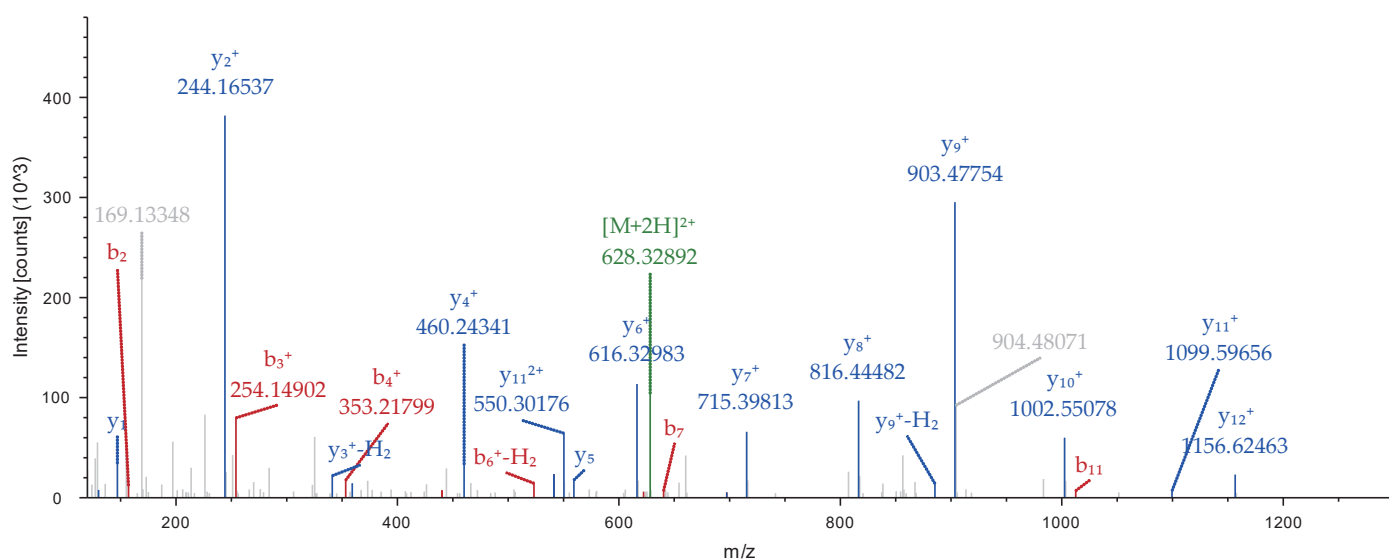

21. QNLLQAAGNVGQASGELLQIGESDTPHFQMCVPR

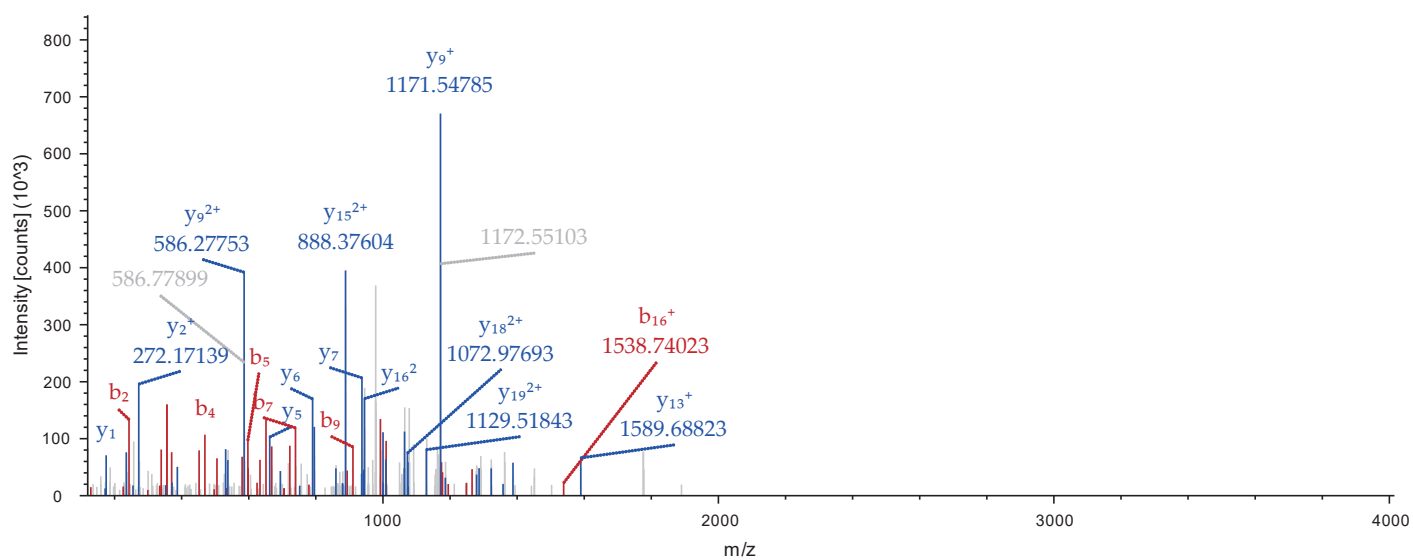

22. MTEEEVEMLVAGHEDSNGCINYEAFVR

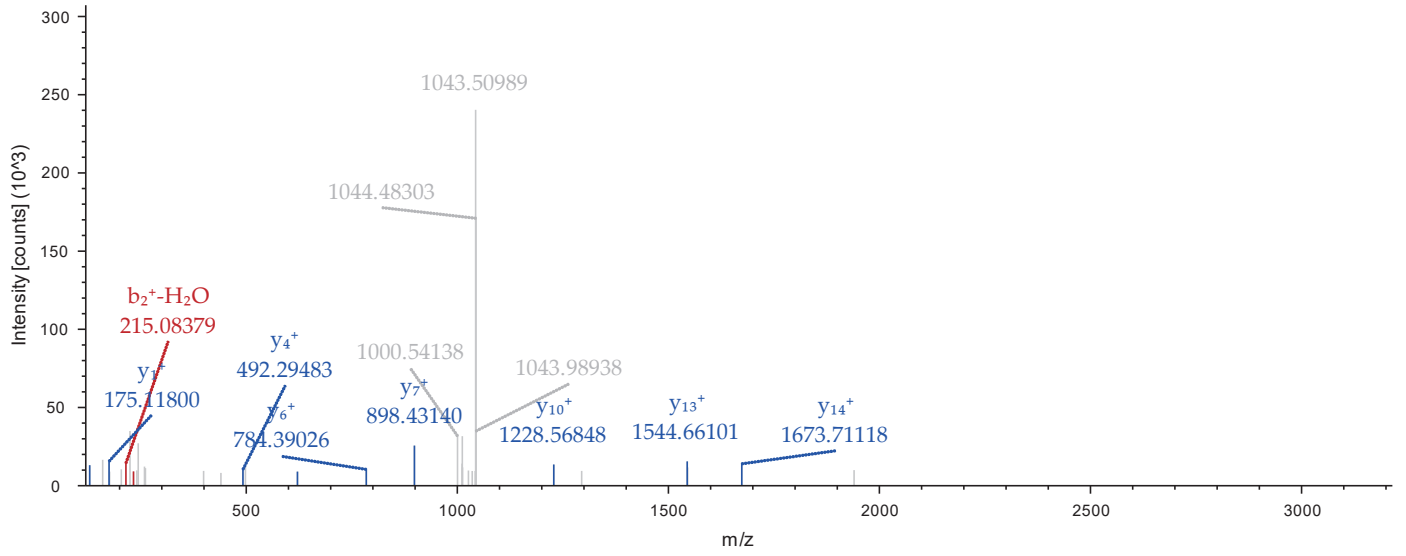

23. IGLVATVK

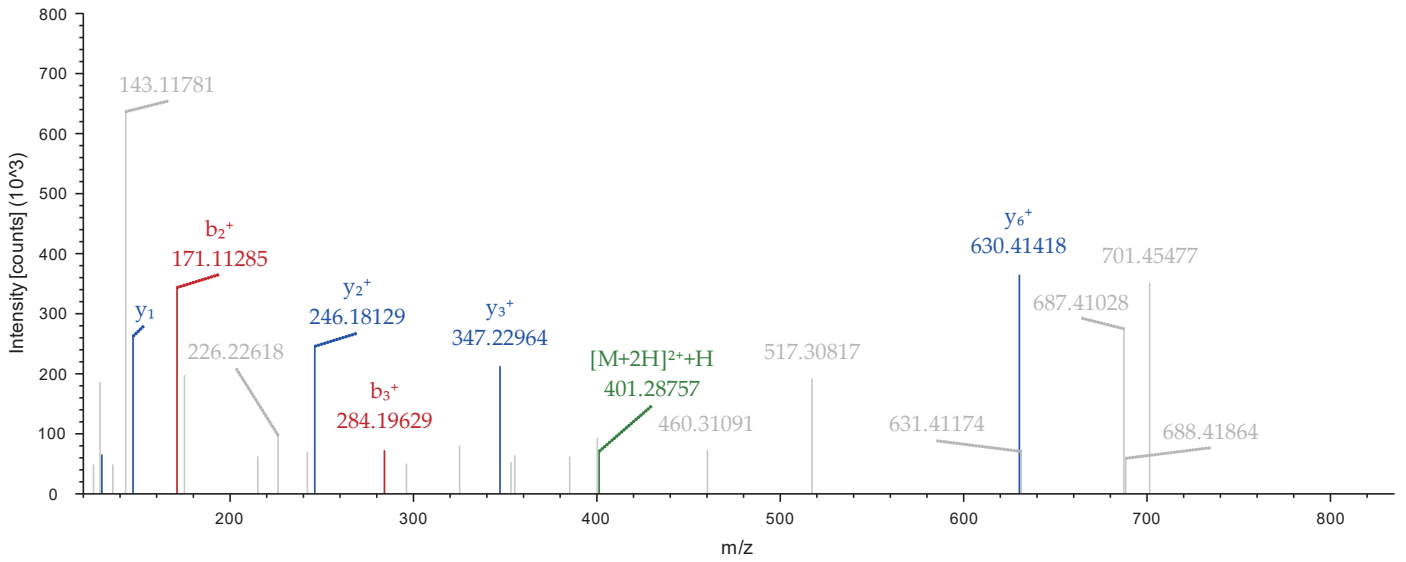

24. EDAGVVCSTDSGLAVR

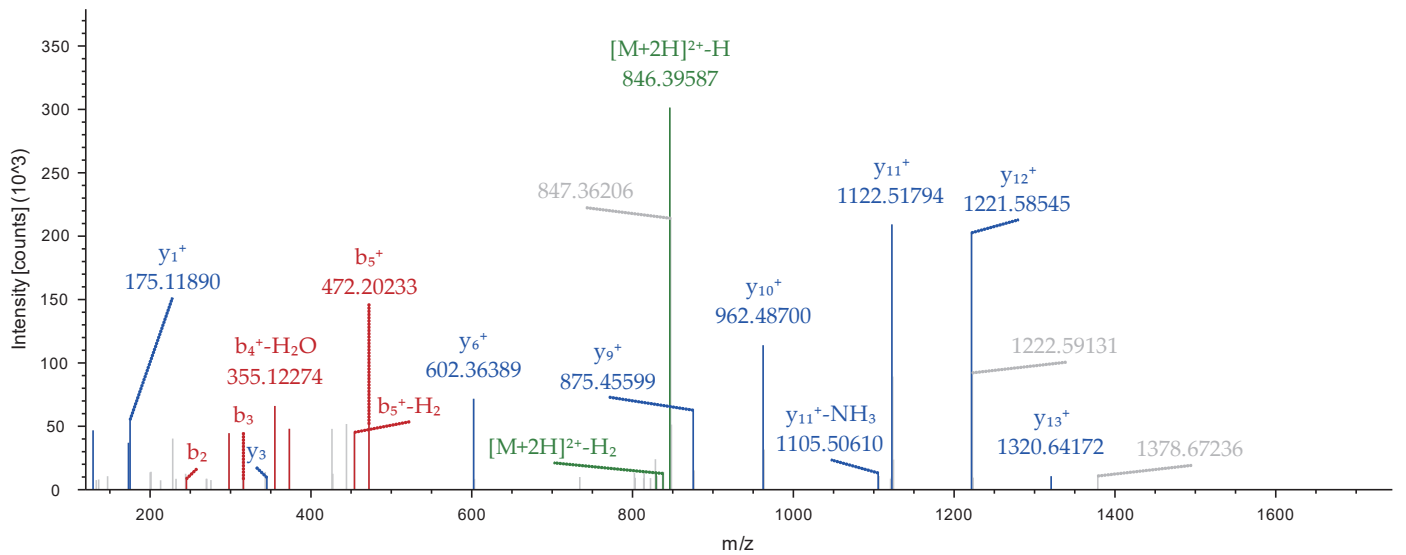

25. VCLDIQR

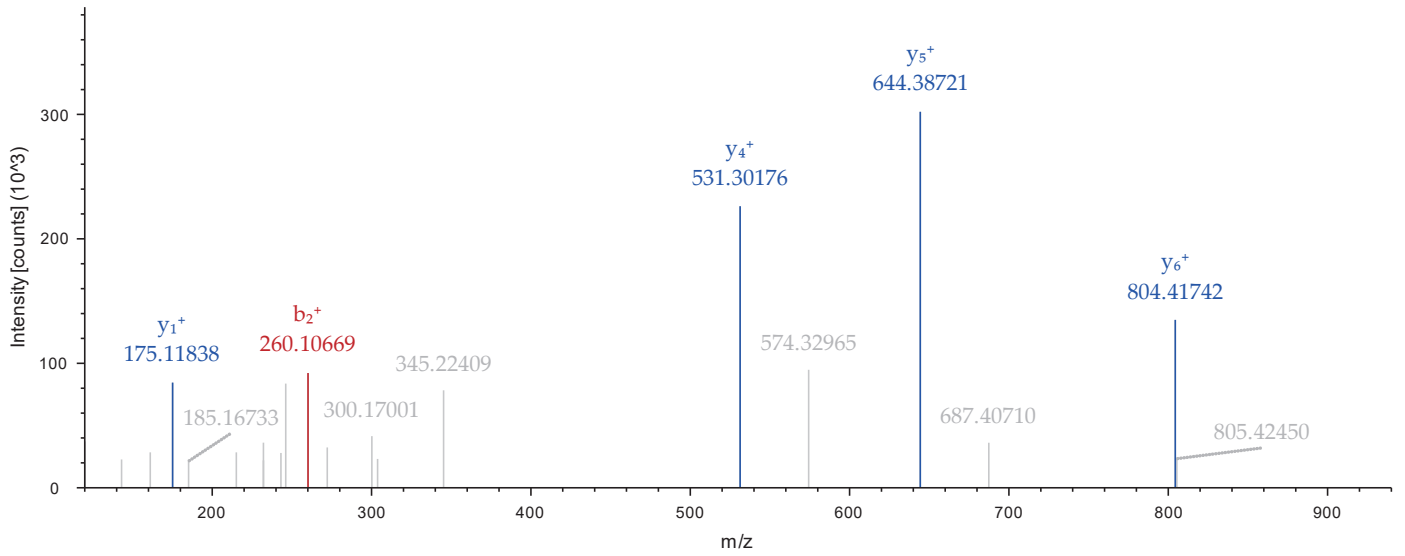

26. QPDSEAPDLNQLK

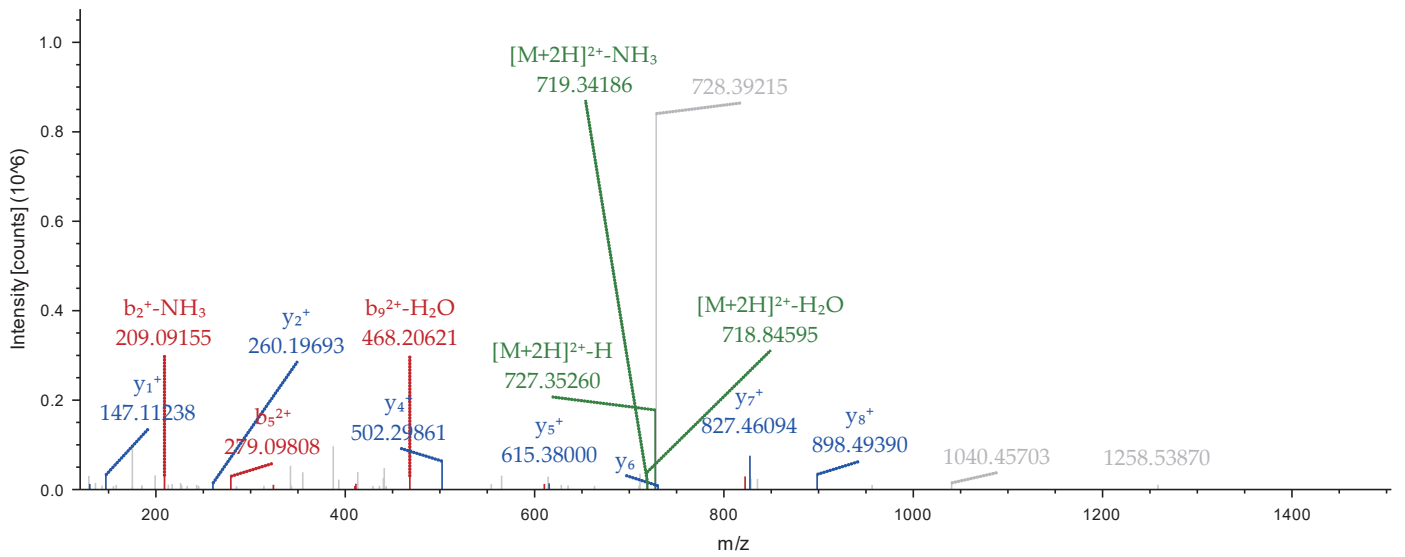

27. LAIAWR

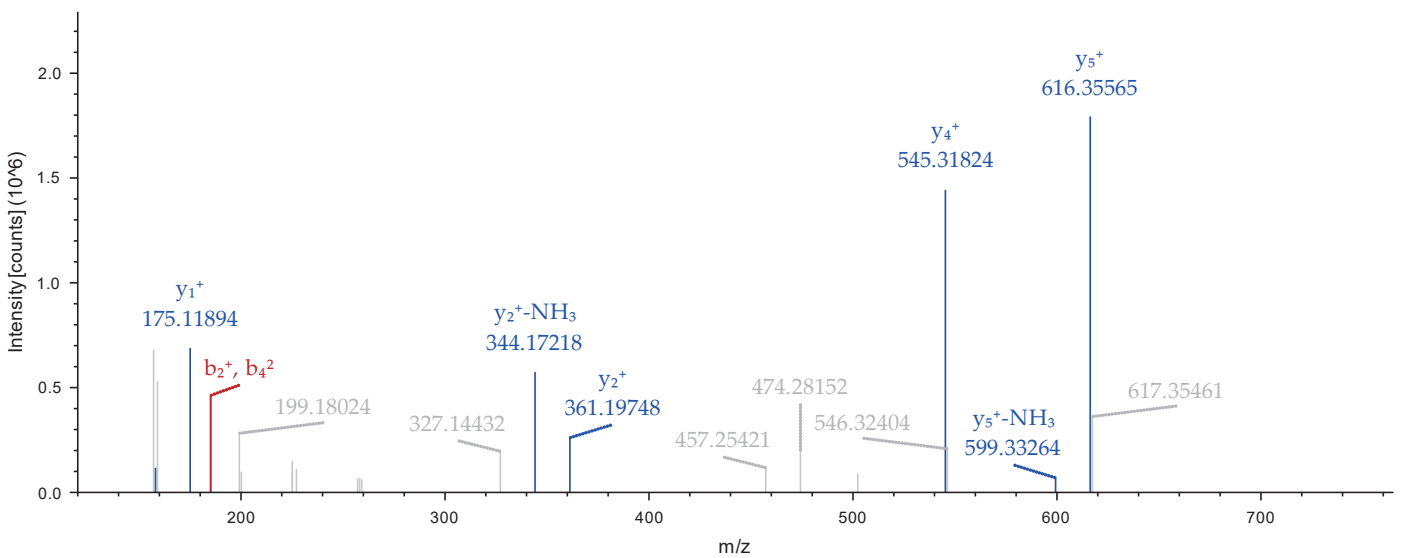

28. LTICLLR

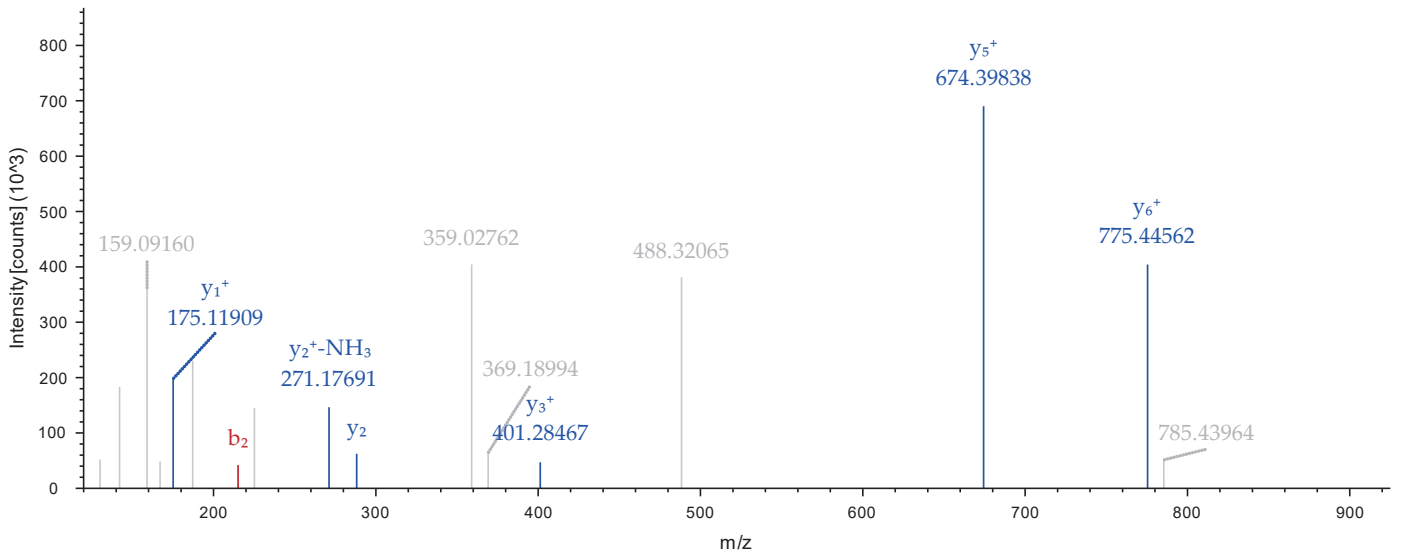

29. YSSNLSNFNYEQR

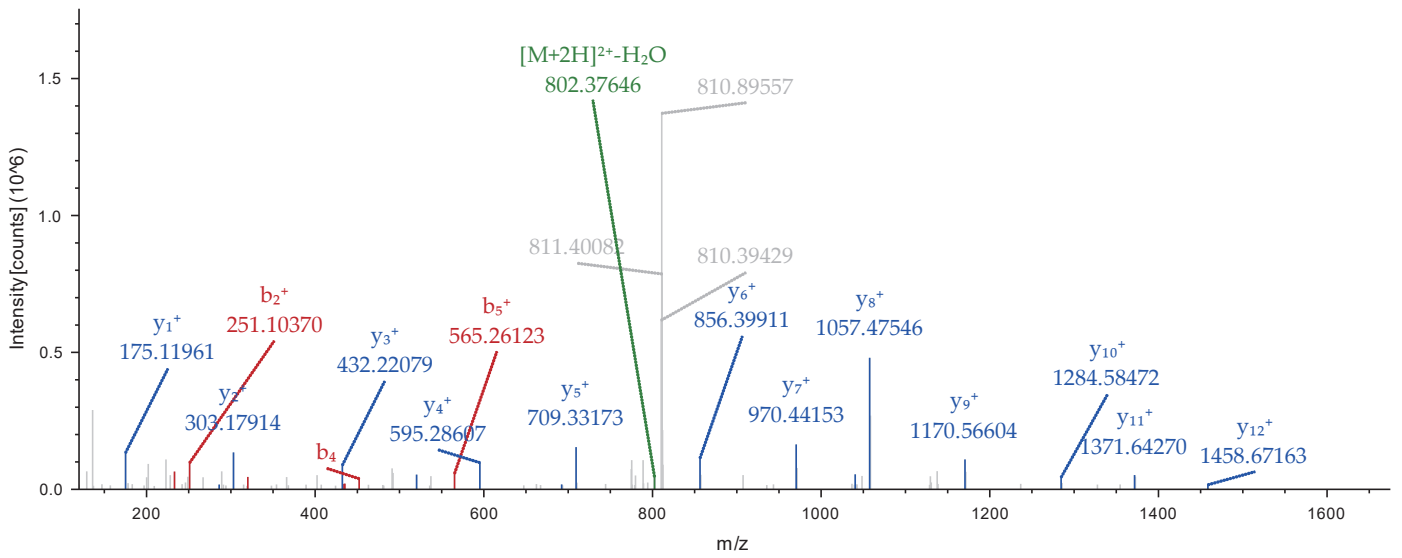

30. WTTEEQLLAVQGVR

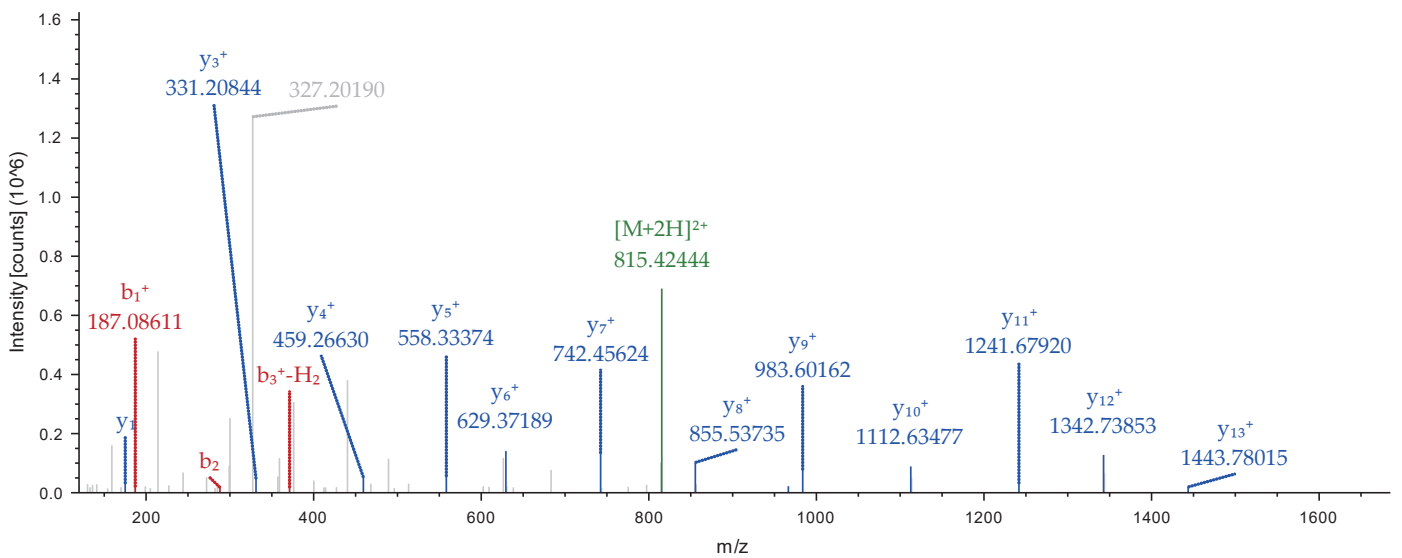

### 31. LGVSMAPVK

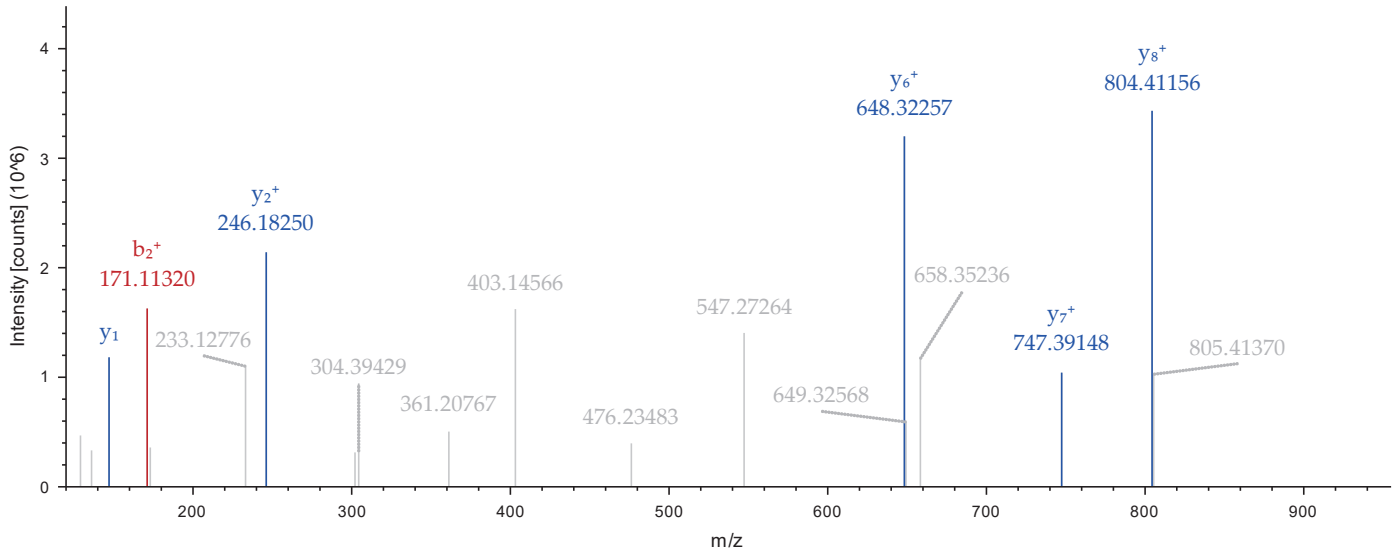

### 32. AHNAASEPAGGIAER

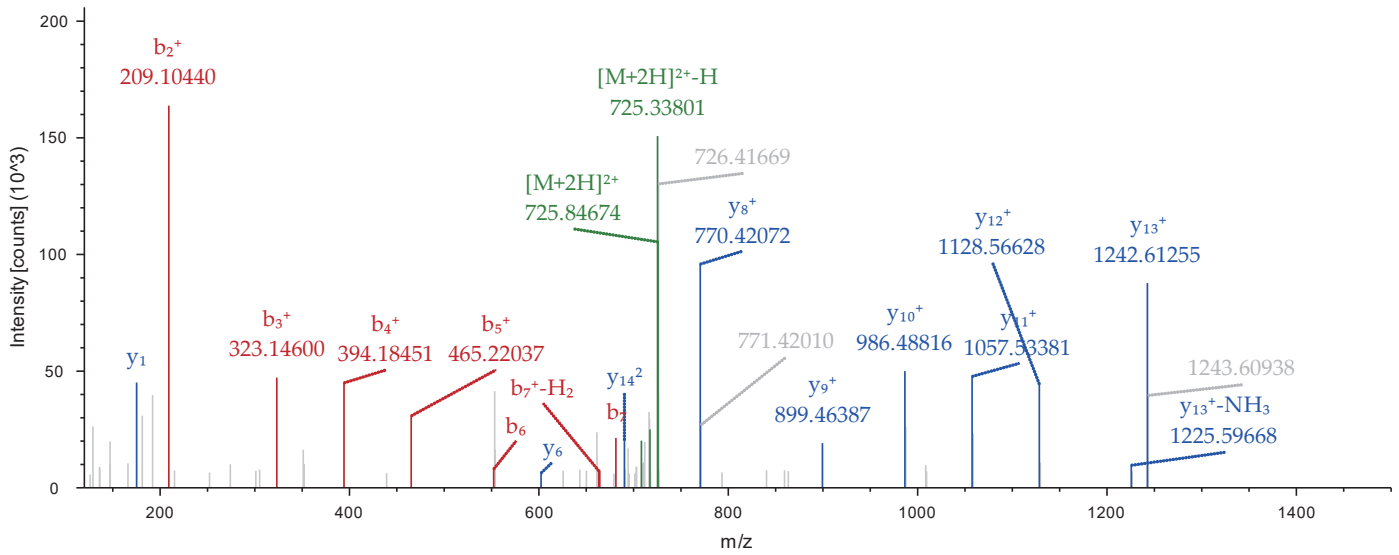

### 33. TPYDESQFYIGCDR

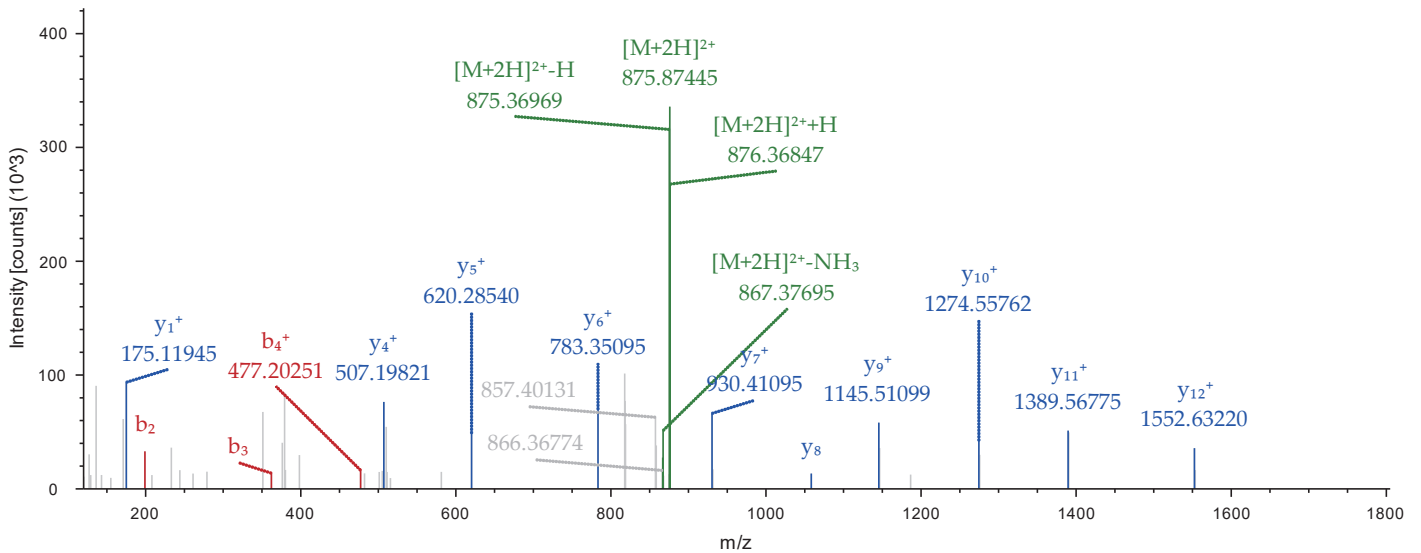

### 34. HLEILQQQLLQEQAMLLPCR

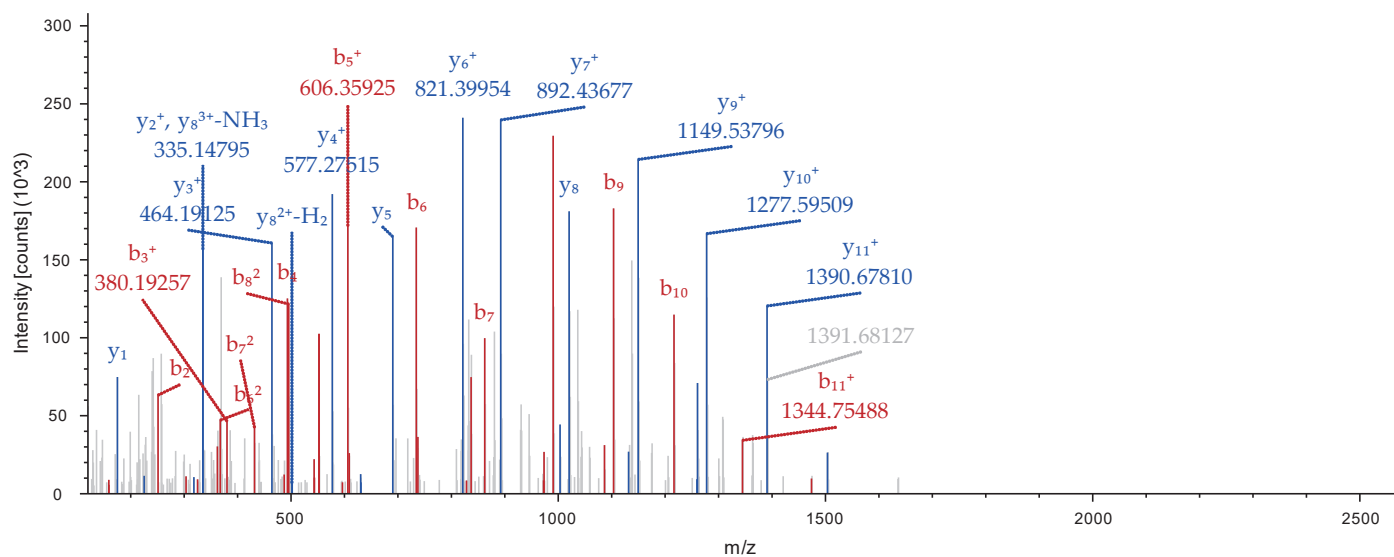

### 35. AAAGLMSLLR

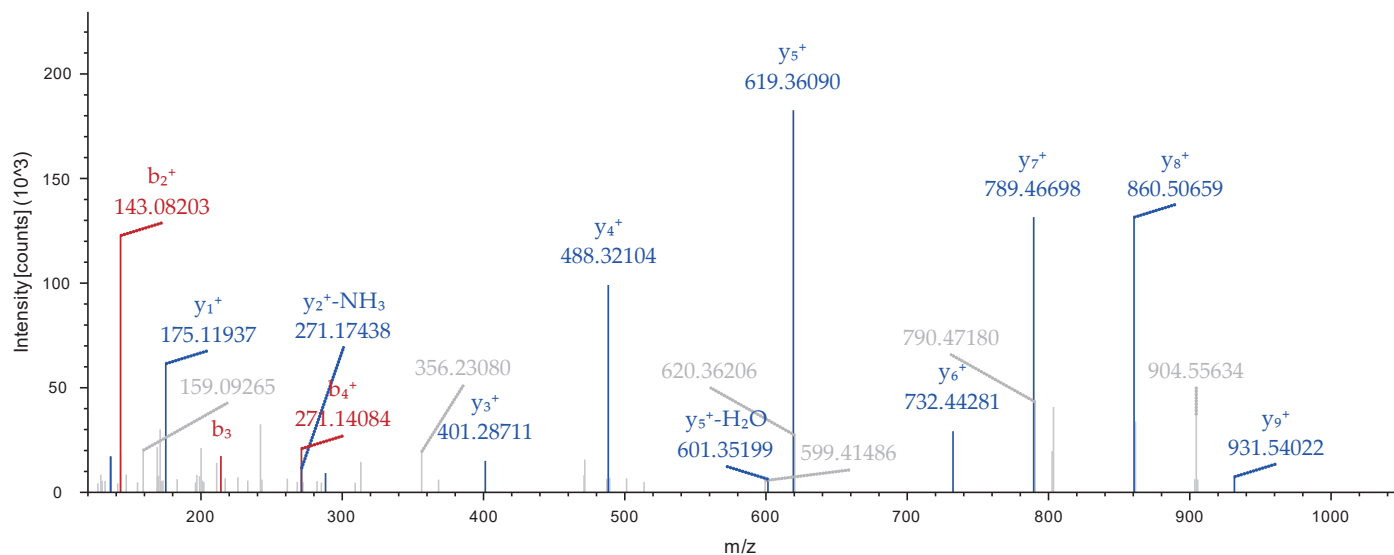

### 36. QGPSFAYGELEK

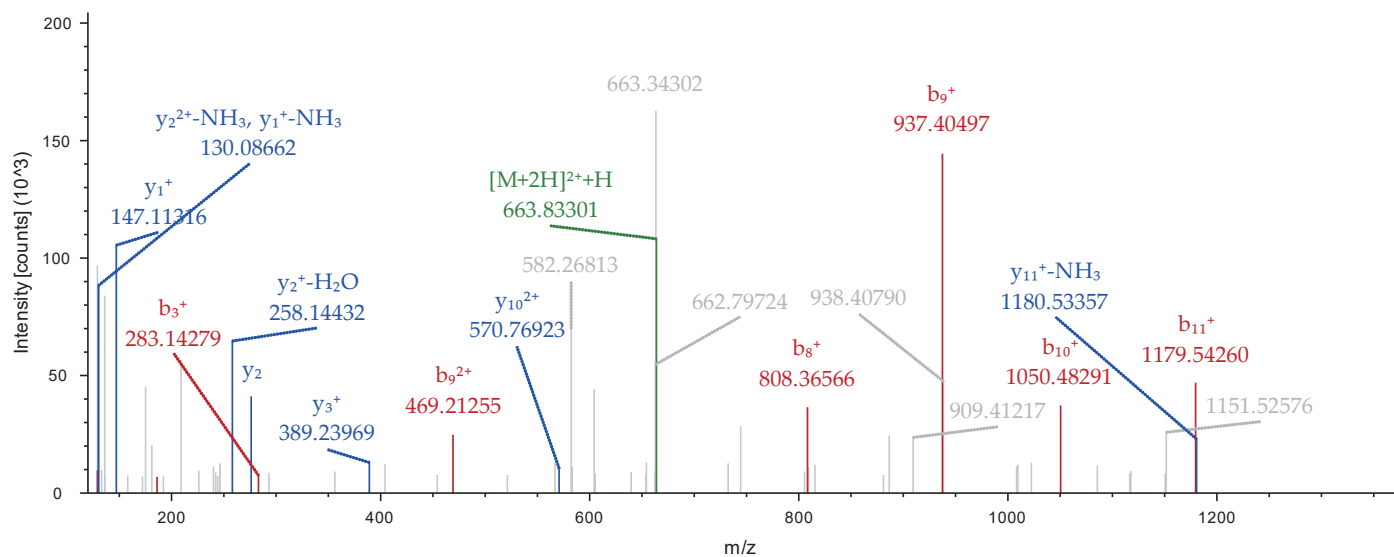

37. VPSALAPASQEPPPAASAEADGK

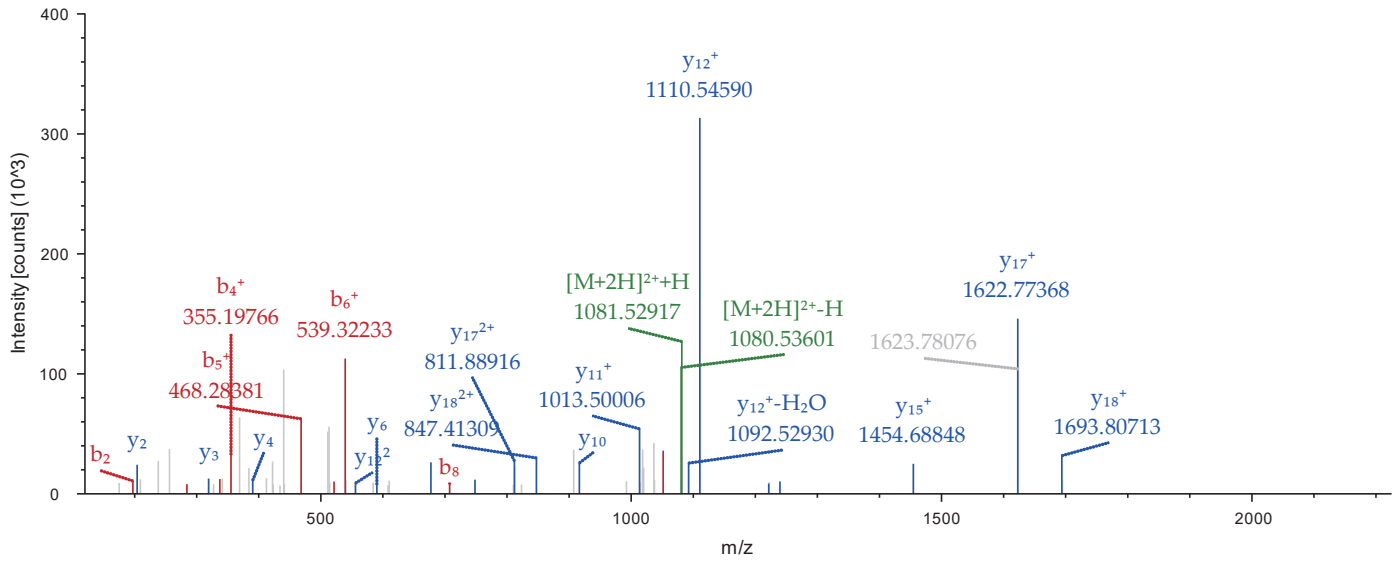

38. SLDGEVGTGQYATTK

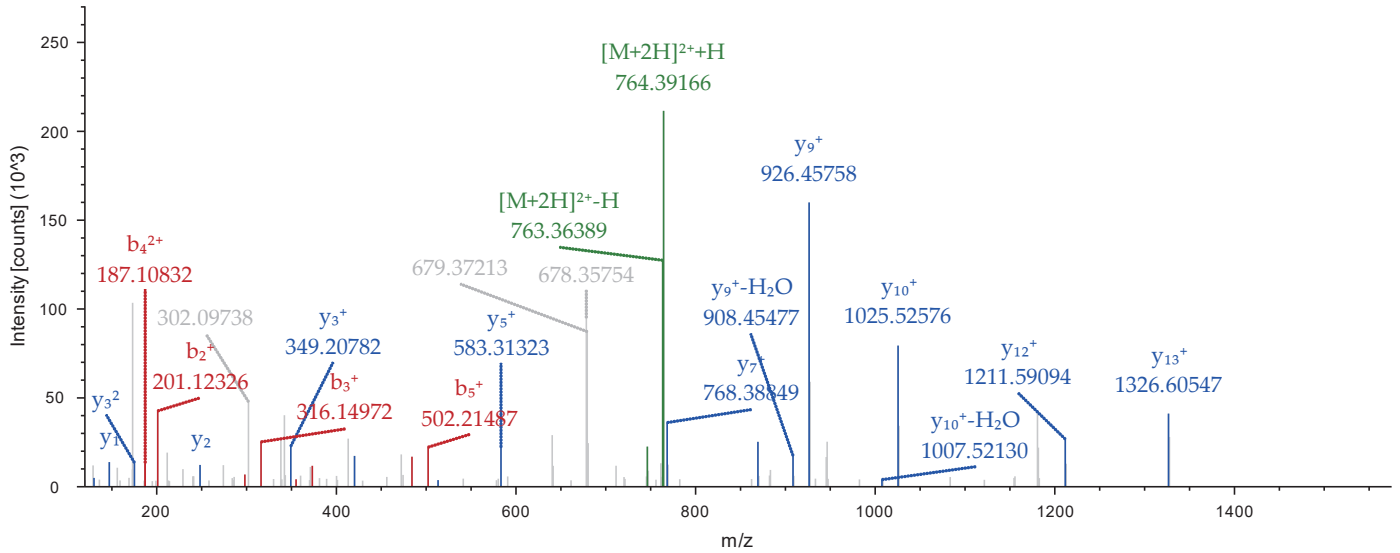

39. VNSGDTEVGSSLLR

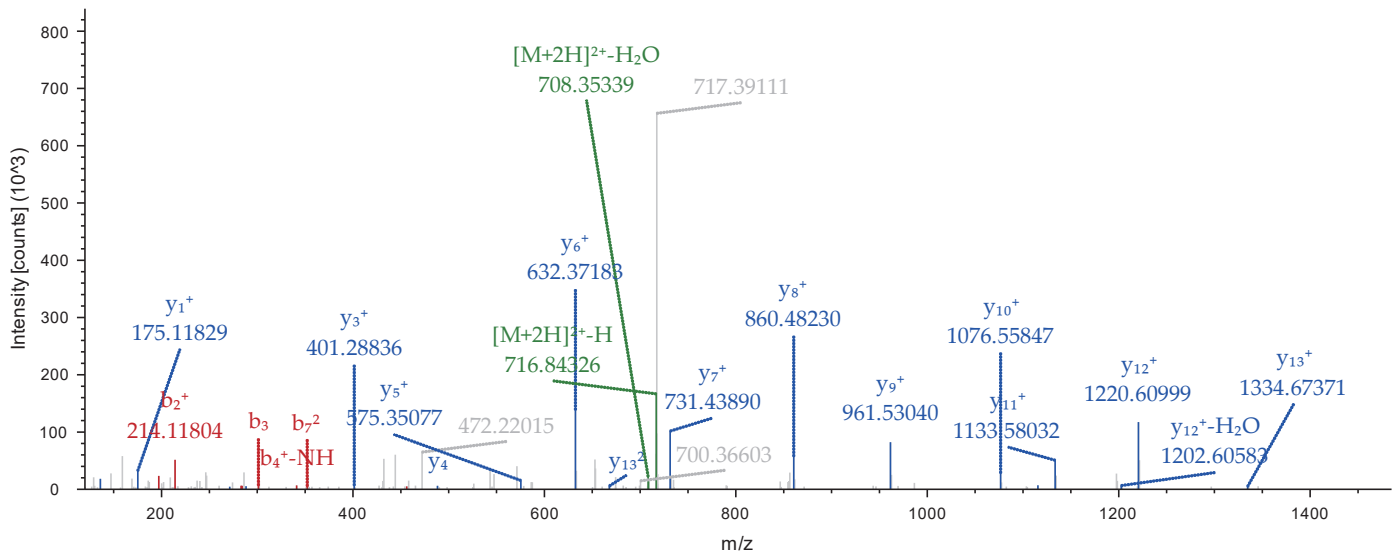

40. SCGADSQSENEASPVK

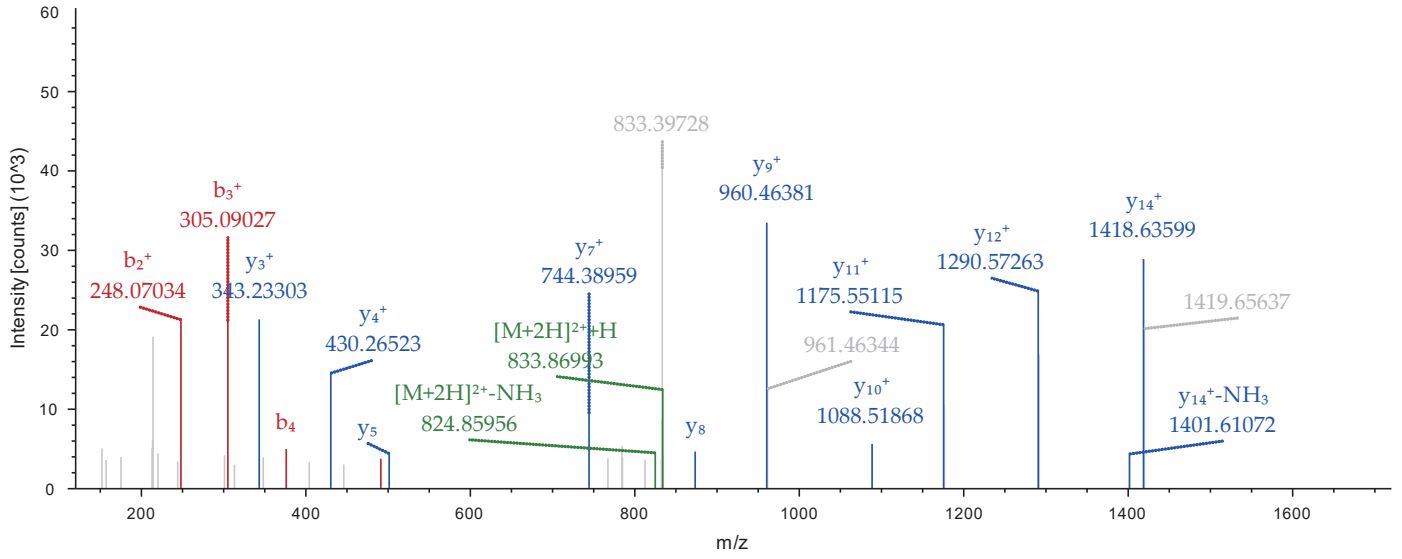

41. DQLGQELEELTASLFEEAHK

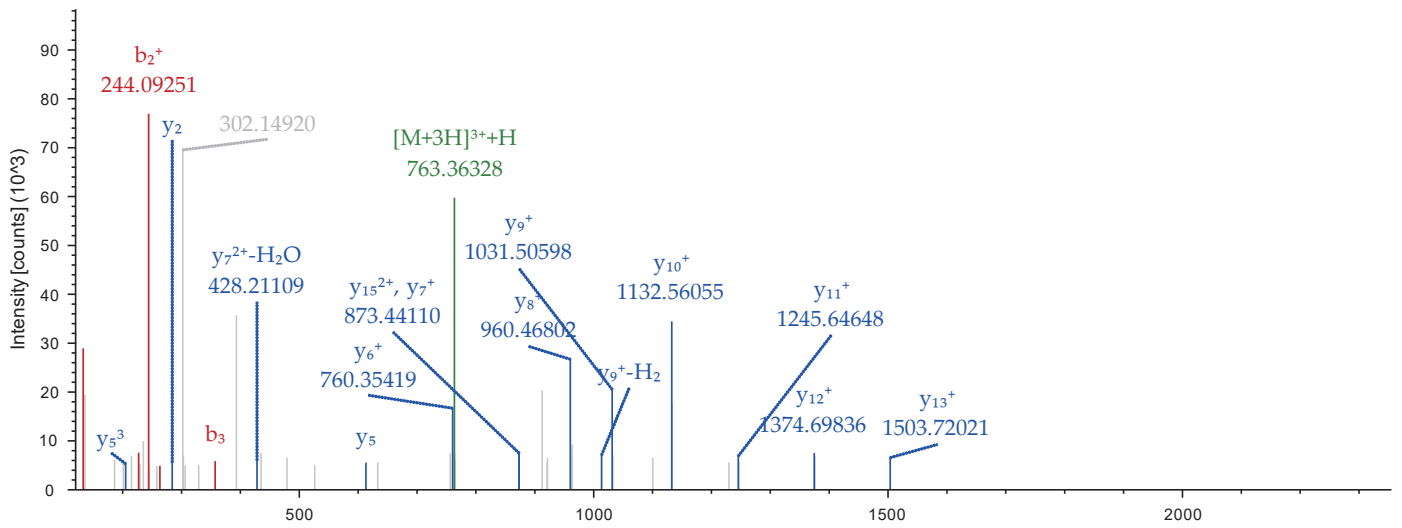

42. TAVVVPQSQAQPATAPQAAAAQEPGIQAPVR

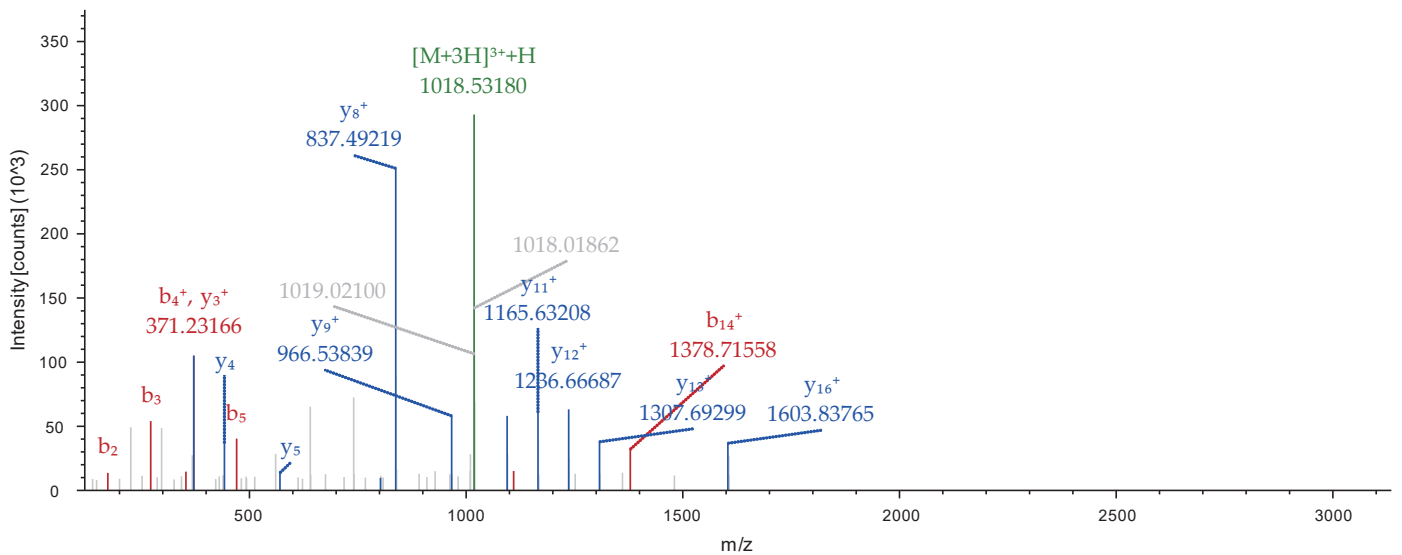

43. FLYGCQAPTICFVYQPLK

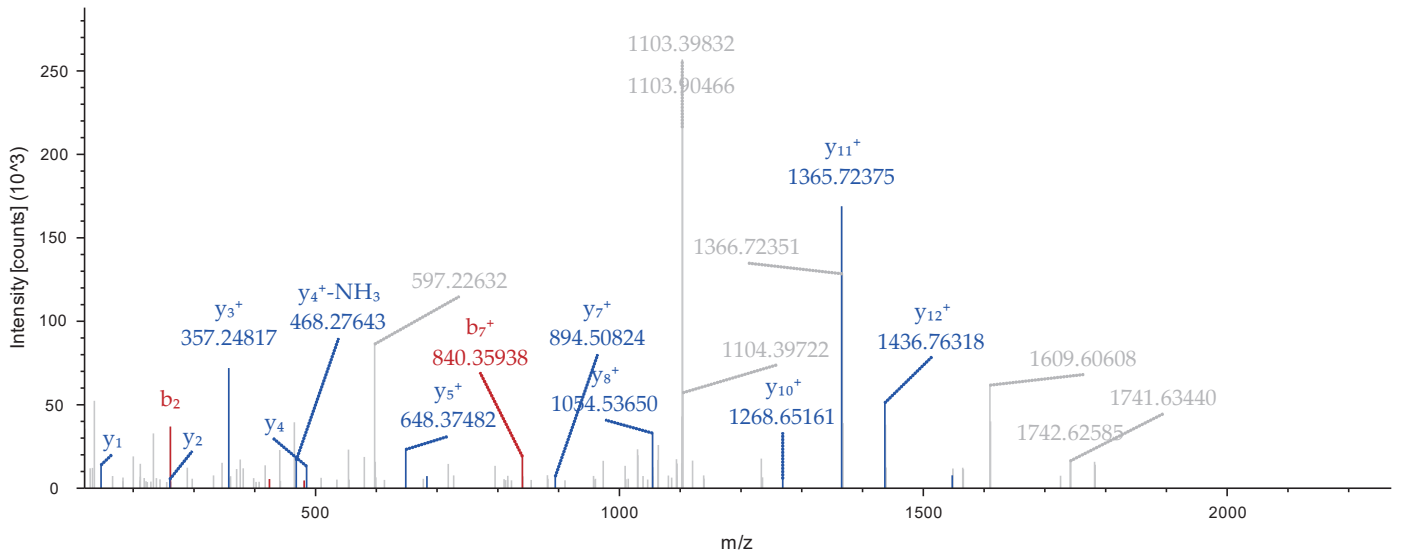

44. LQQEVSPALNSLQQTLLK

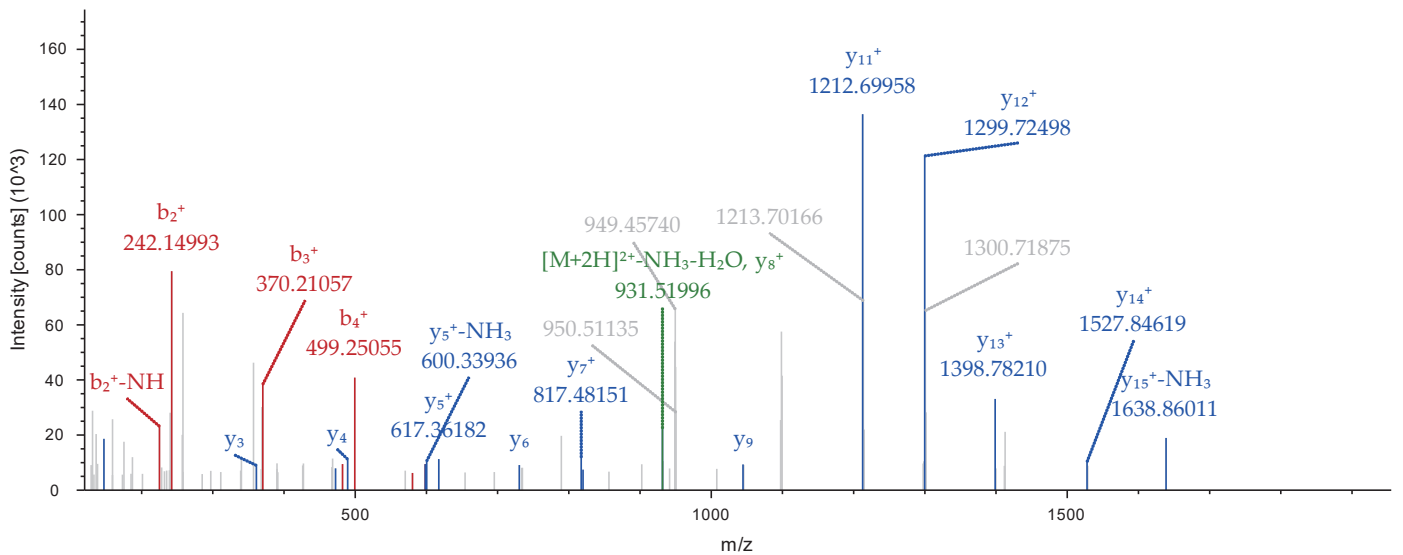

45. NTSGDPSSLESQMR

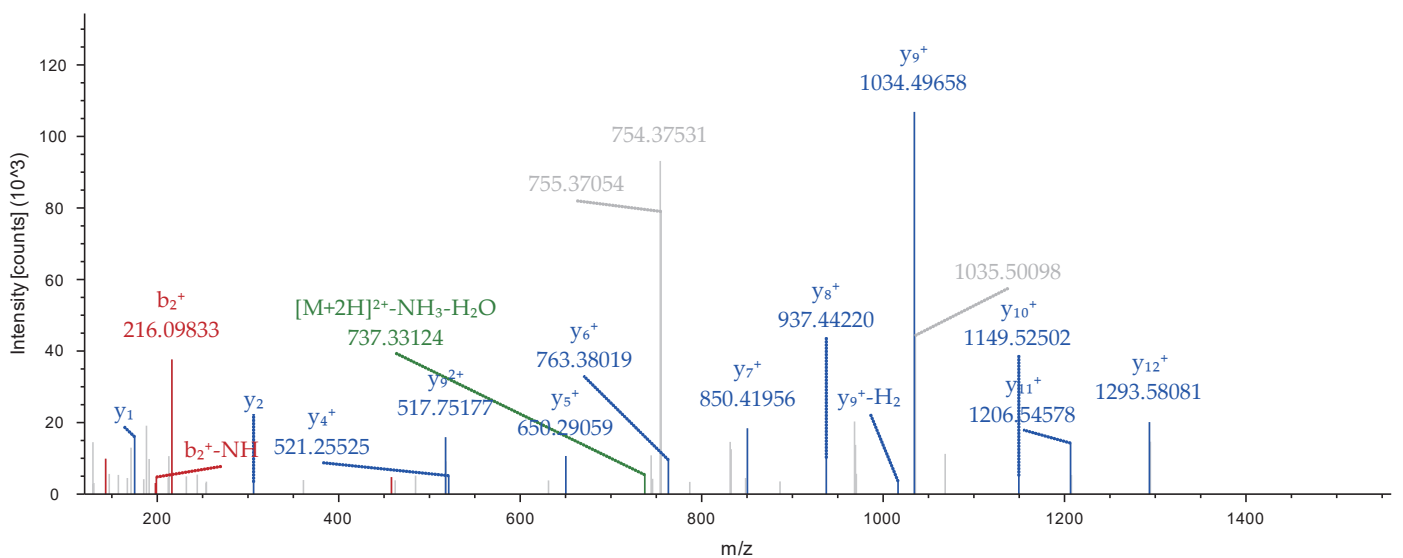

46. AAPAEVSSIIK

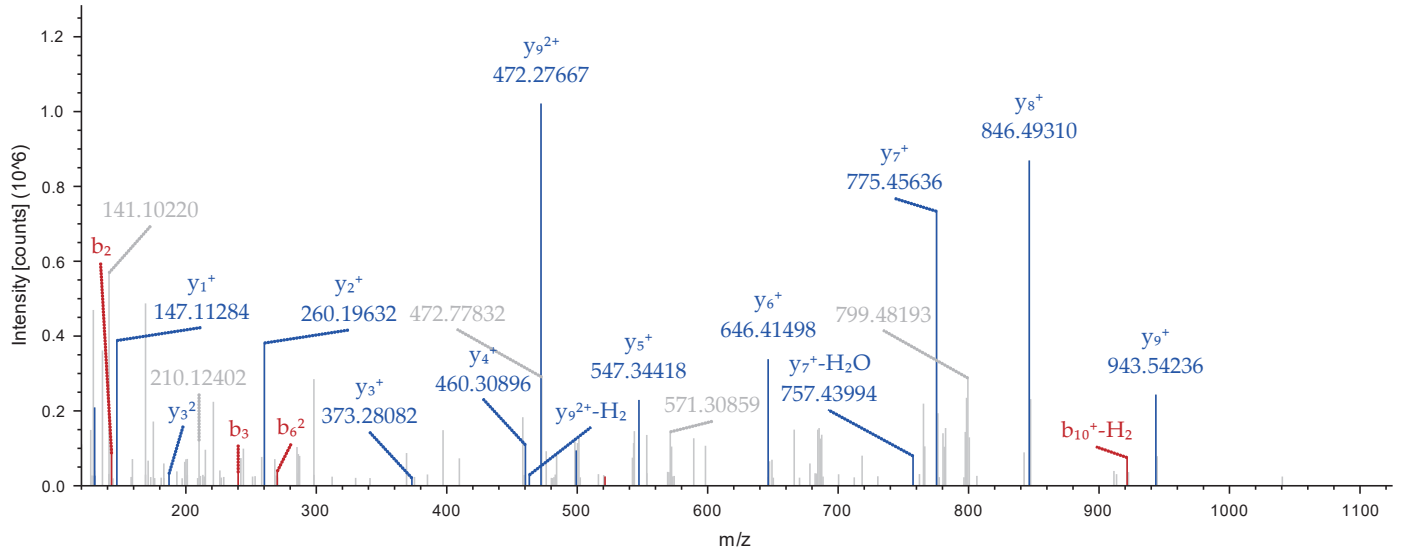

47. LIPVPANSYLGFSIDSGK

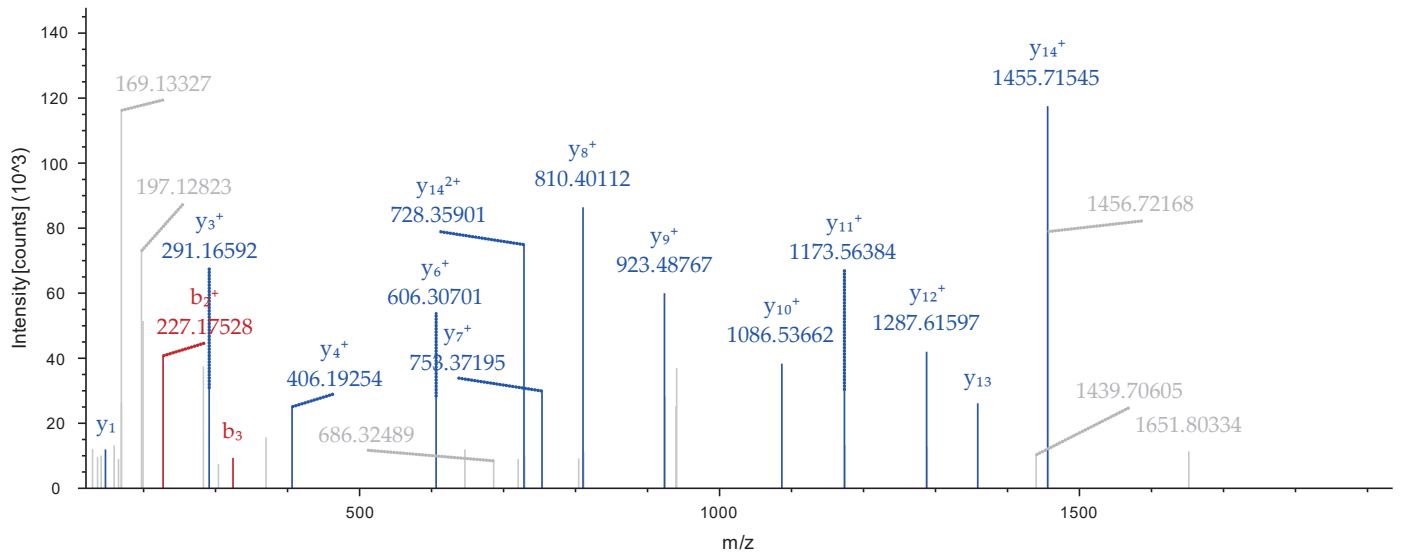

48. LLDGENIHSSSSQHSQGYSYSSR

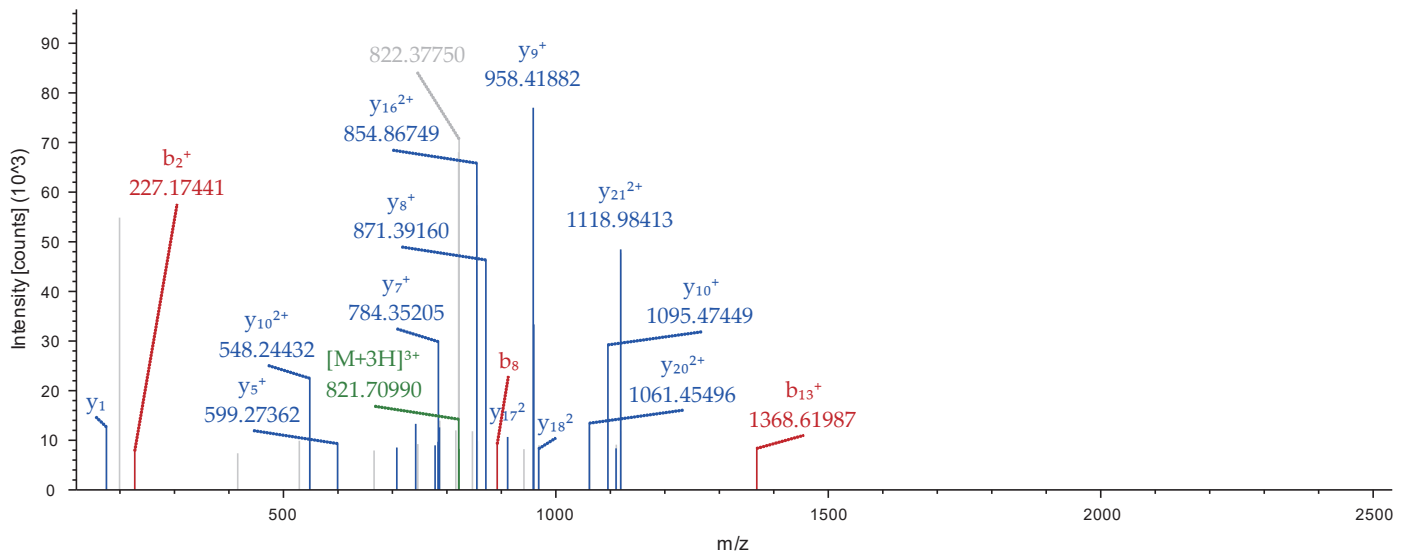

49. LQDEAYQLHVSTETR

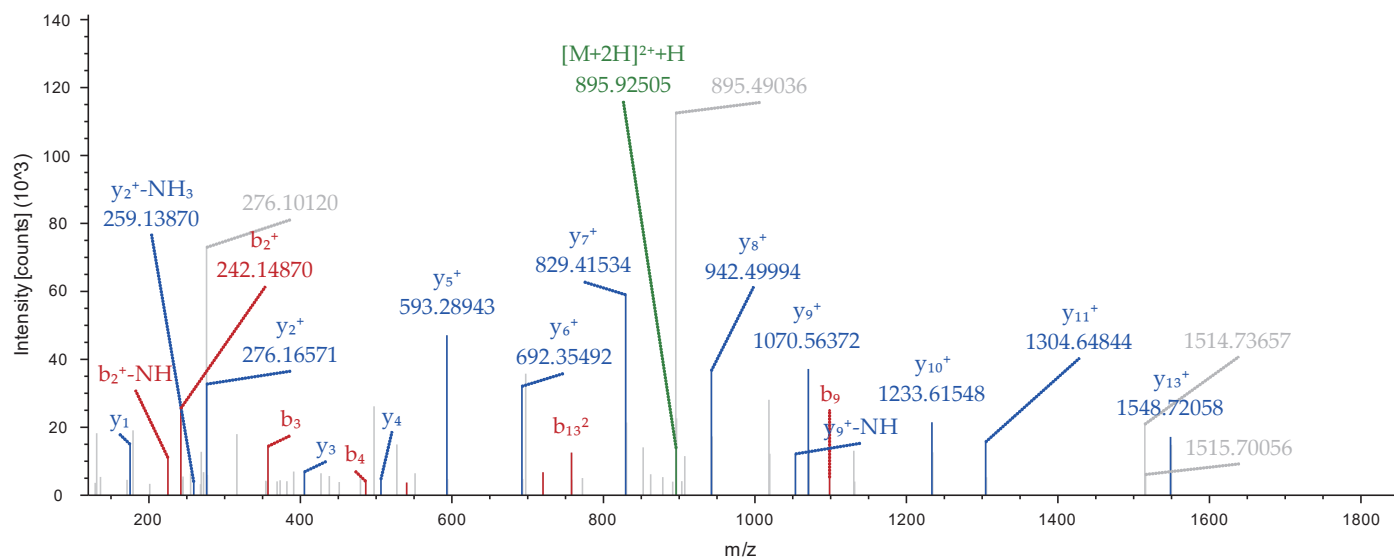

50. ILINFPR

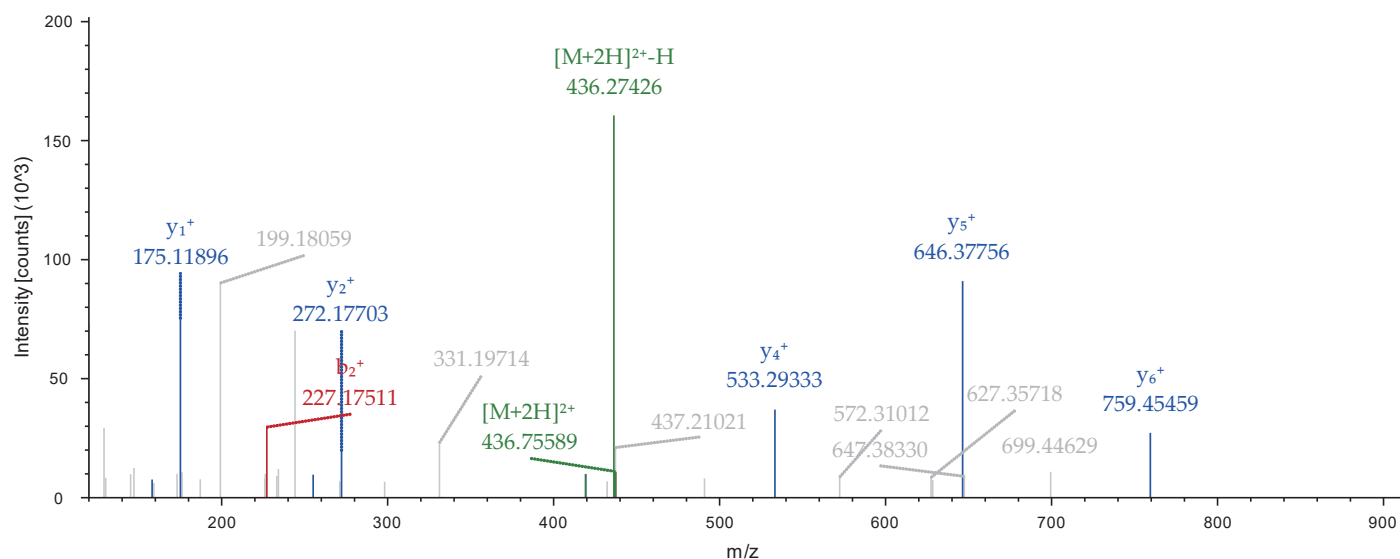

51. NNPGFPSLLR

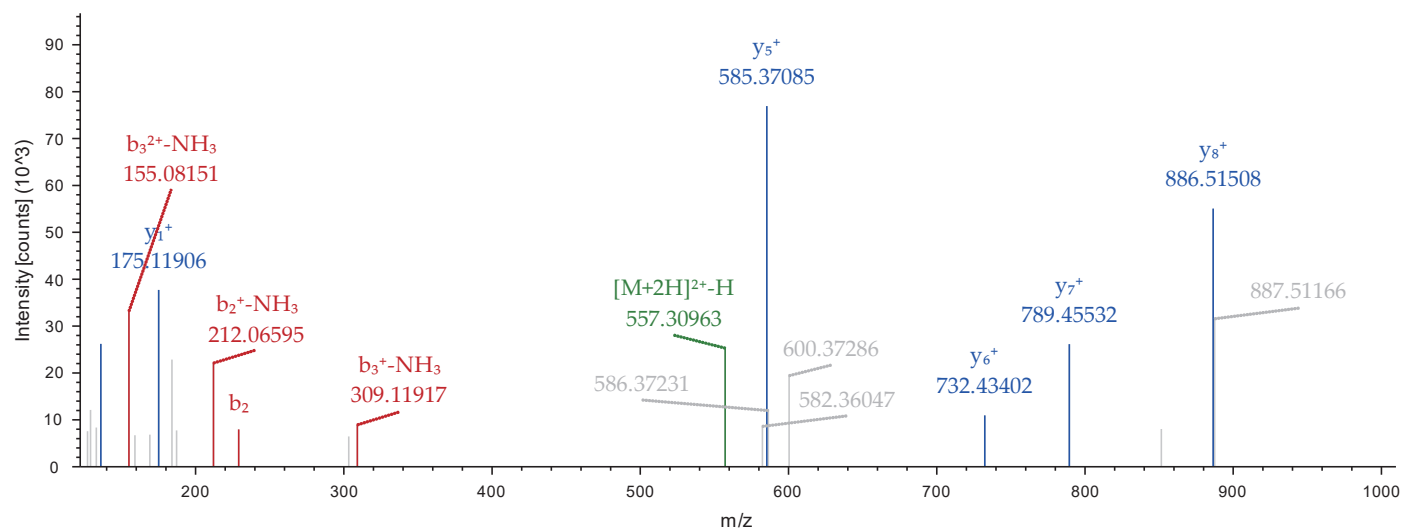

52. YPAPSLQSSVR

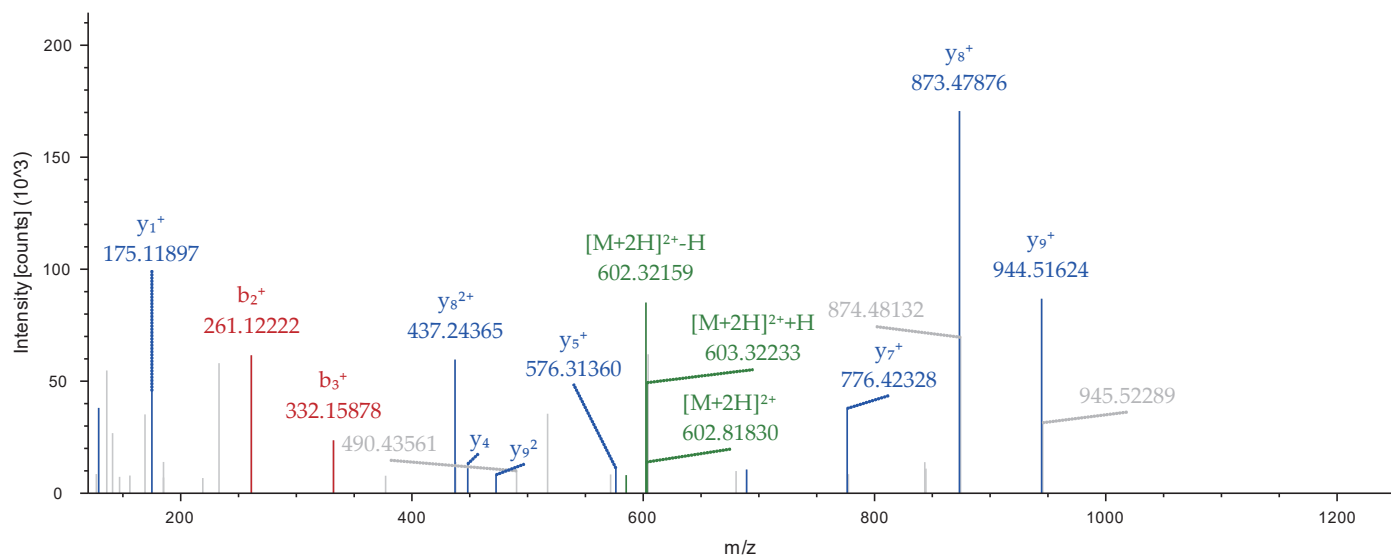

53. LGEGLQR

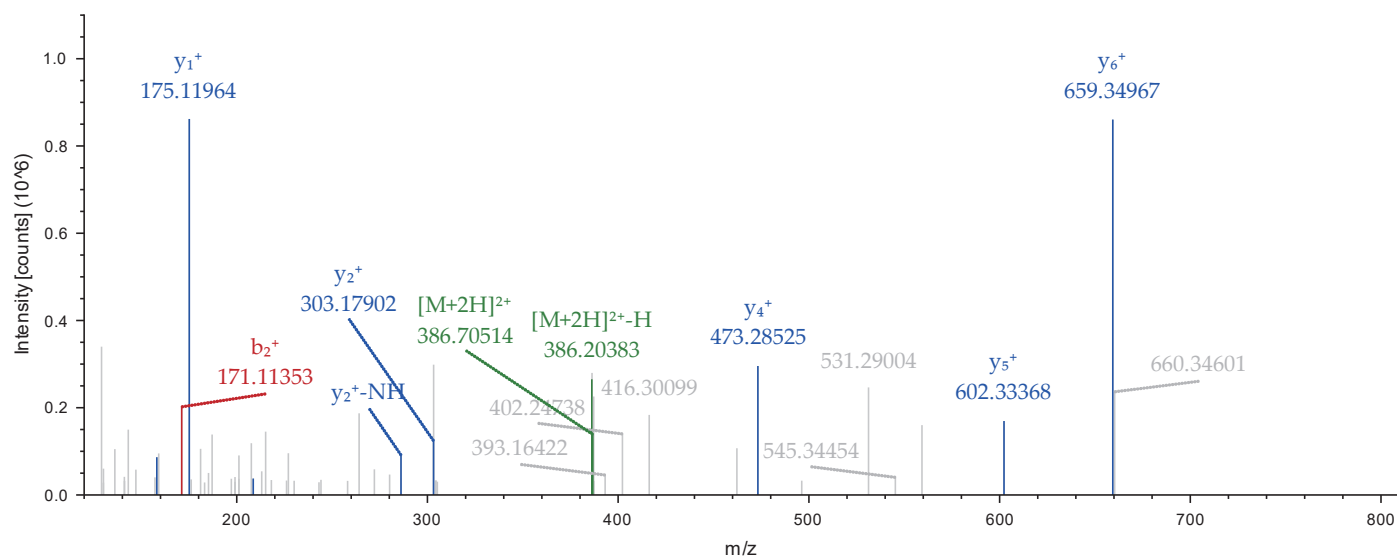

54. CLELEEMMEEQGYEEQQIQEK

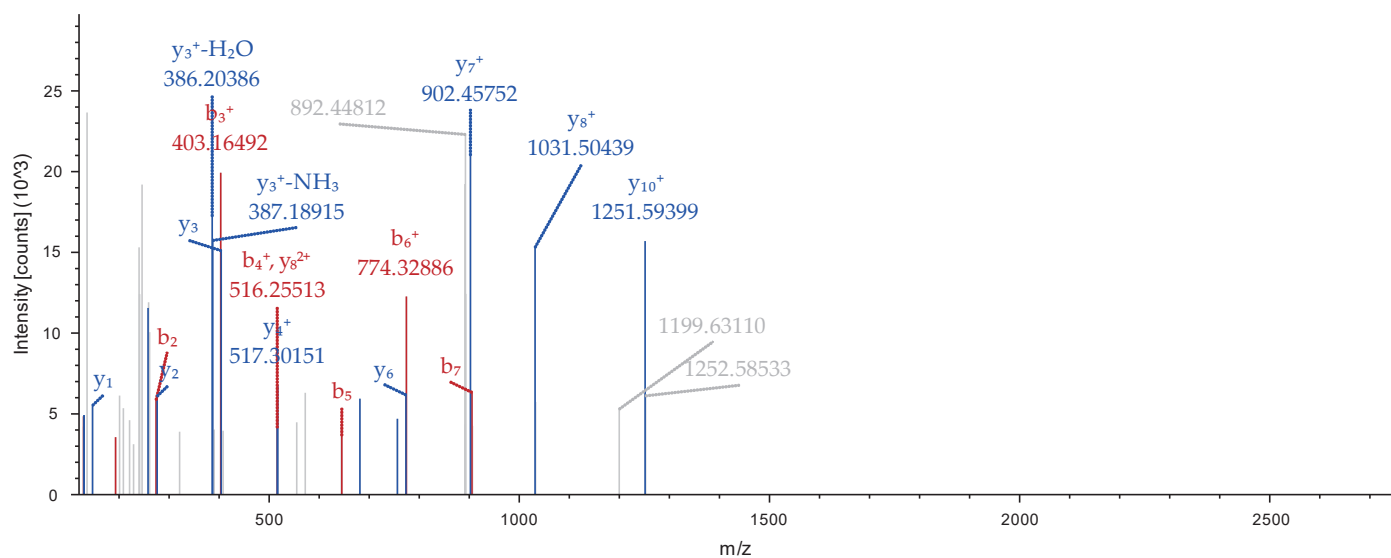

# 55. GLQGPLLLR

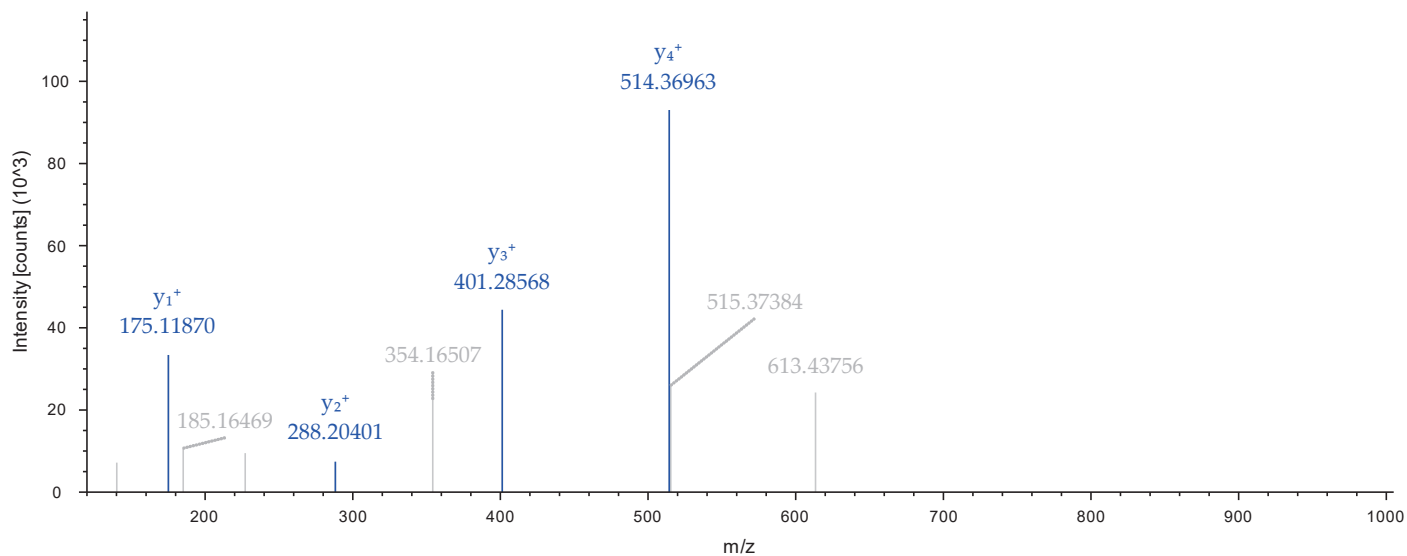

# 56. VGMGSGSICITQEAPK

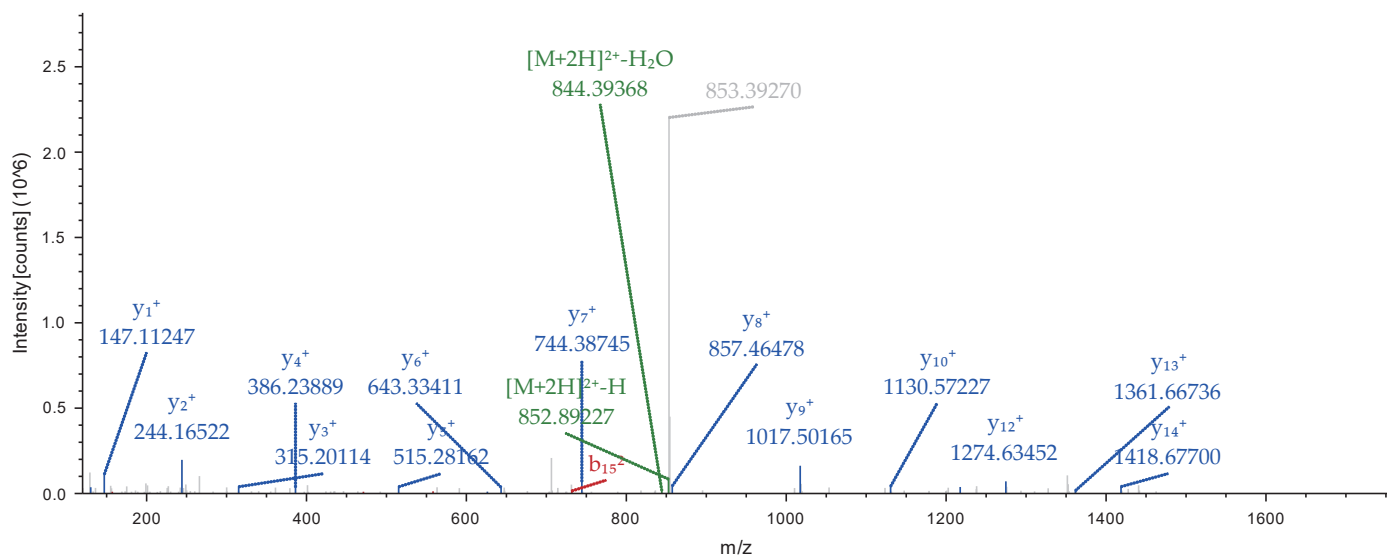

# 57. SLEQYDQDDPFK

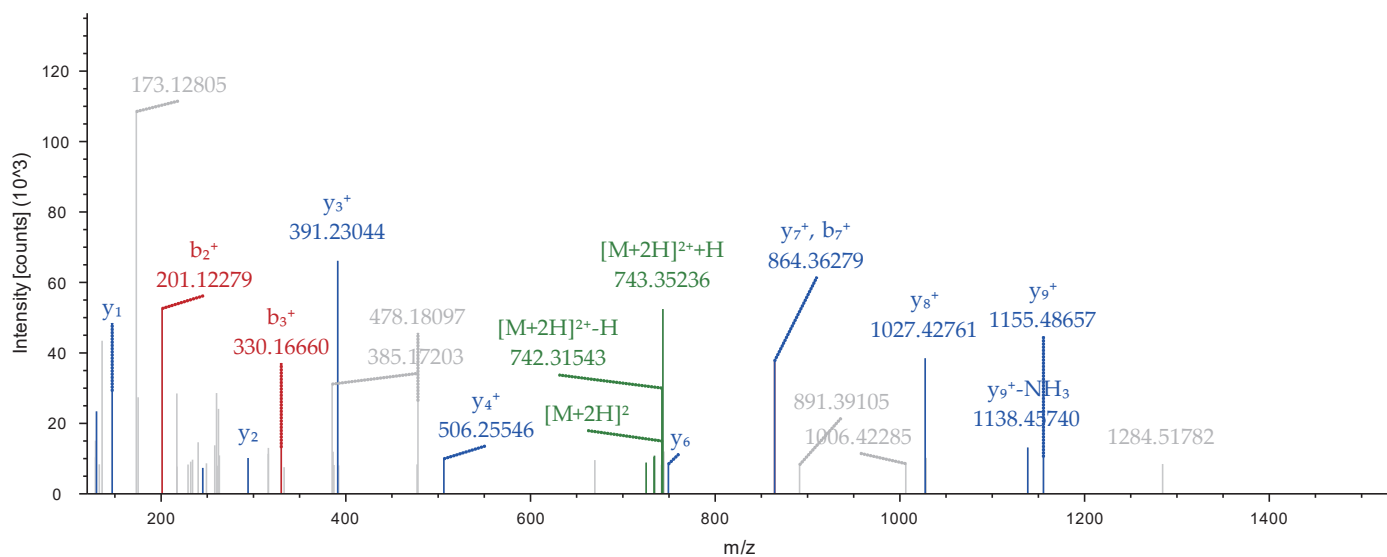

## 58. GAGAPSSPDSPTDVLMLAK

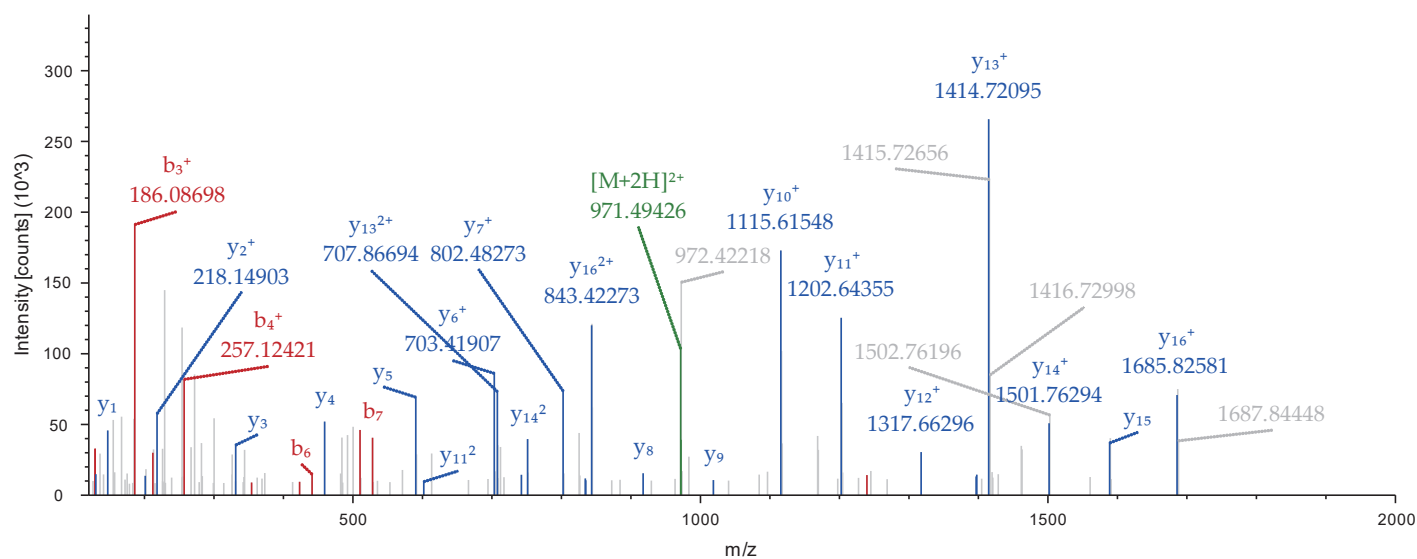

## 59. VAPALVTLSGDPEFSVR

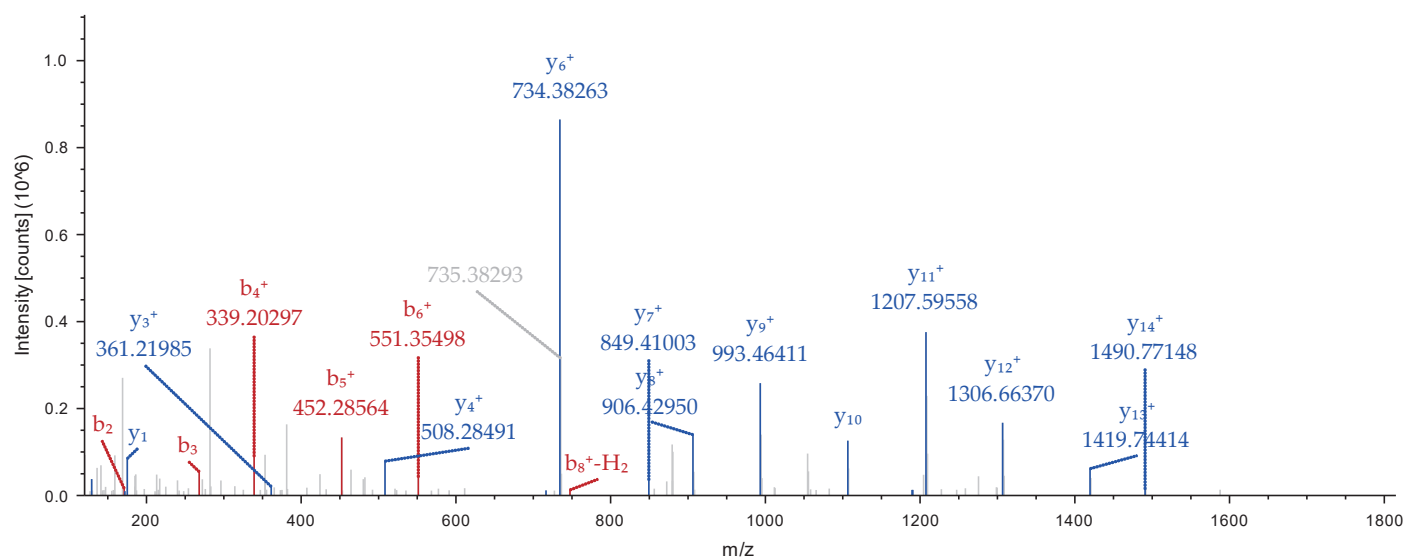

## 60. TTADDEVTEK

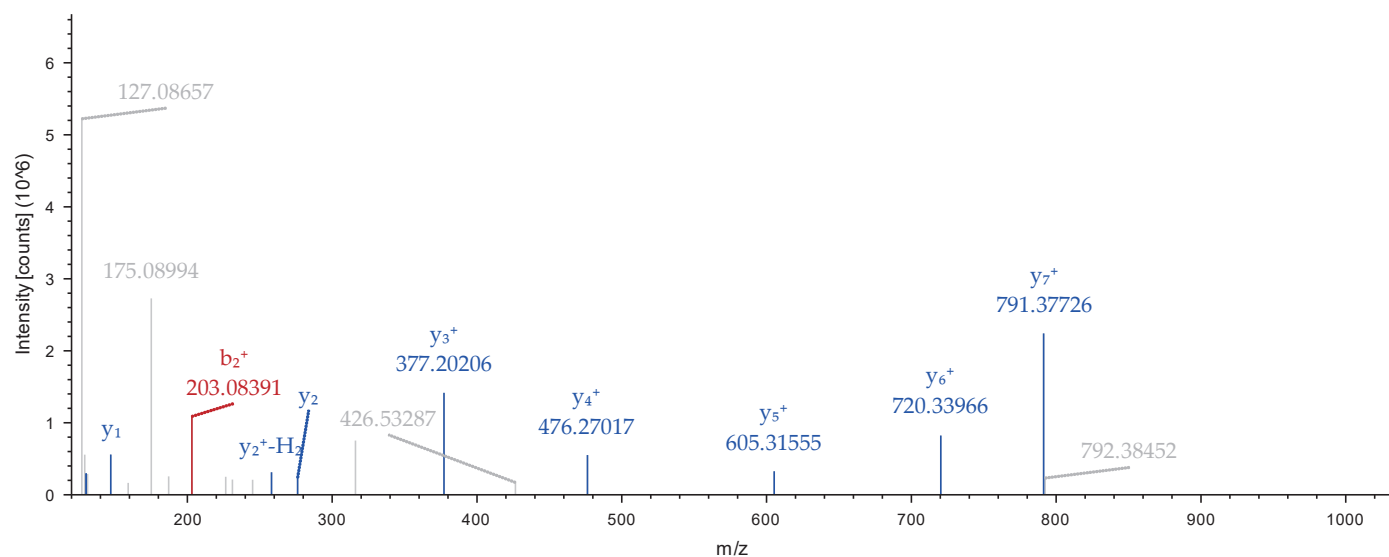

**Supplement:** Supplementary file 9 — Supplementary Data 6

# Supplementary material for: A time-resolved multi-omic atlas of the developing mouse stomach
**Source:** Nat Commun. 2018 Nov 21;9:4910. doi: 10.1038/s41467-018-07463-9
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

R version 3.4.4, python 3.4, DAVID 6.8, FastQC 0.11.5, HISAT2 2.1.0, StringTie 1.3.1

Data analysis

Principal component analysis (PCA) and unsupervised hierarchical clustering analysis were performed on 7,678 GPs in Dataset3 and grouped 15 timepoints into three phases. Gene Ontology (GO) term enrichment analysis was based on DAVID (the Database for Annotation, Visualization and Integrated Discovery) Bioinformatics Resources. Differentially expressed genes in the three phases were identified by One-way ANOVA test with Benjamini-Hochberg adjustment. Gene coexpression analysis was conducted by Ward's hierarchical clustering analysis. Interexperiment correlations were calculated by Spearman's correlation coefficients. Two-tailed hypergeometric statistical tests were carried out to determine whether there is a significant overlap of altered genes on a specific pathway between stomach development and gastric cancer.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

MS raw files and searching output data are deposited into proteomeXchange with the accession number PXD010702 (<http://www.iprox.org/page/PDV014.html?projectId=IPX0001258000>); RNA-Seq data are deposited into the NCBI Gene Expression Omnibus (GEO) database (GEO accession # GSE118083, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118083>).

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | At E12.5-E14.5, we collected three embryo mice stomachs and used in one replicate; at E15.5-E17.5, two embryo mice stomachs were collected and combined into one replicate; after E18.5, only one mouse stomach was used in one replicate. At least three replicates were carried out at each time point.                                                                                |
| Data exclusions | First, we excluded the experiments that had less than 5,000 protein IDs and only retained the 3 replicates with the best correlation. We then chose confident protein IDs with the following criteria: i) at 1% peptide FDR; ii) identified with at least one unique peptide and two strict peptides; iii) identified at least twice out of three replicates in at least one time point. |
| Replication     | All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                             |
| Randomization   | Male and female mice mated randomly and the stomachs were allocated into different time points according to their offspring's development stages.                                                                                                                                                                                                                                        |
| Blinding        | The investigators were not blinded to group allocation during data collection and analysis. The purpose of the manuscript is to investigate the gene expression profiles of mouse stomach from embryo to adult according to the actual developmental time point.                                                                                                                         |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); ARRIVE guidelines recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                         |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Male and female C57BL/6 mice (8-10 weeks old) were mated randomly and their offspring were used to obtain stomach tissues from E12.5 to eight weeks old. Stomachs obtained from the offspring within 2 weeks were without gender distinction while others were obtained from male mice. |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

How the deposited data were processed for this re-analysis (not part of the article)

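Stomach RNA was sequenced at 15 timepoints, from E12.5 to E18.5, at D1, D3 and D5 after birth, and at W1, W2, W3, W6 and W8, with 1 transcriptome per timepoint. Each transcriptome was assigned to its timepoint by its label. The RNA phases are those of the paper: Ph1 from E12.5 to E17.5, Ph2 from E18.5 to W2 and Ph3 from W3 to W8. The methods of the paper name liver tissue as the source of the RNA, and the labels and the rest of the paper name stomach.

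The authors deposited FPKM values per gene entry with lower and upper confidence bounds. According to the paper's methods, the authors filtered reads by quality and length with FastQC, mapped them to GRCm38 with HISAT2 and quantified transcripts with StringTie and a GENCODE annotation. The files hold gene tables in the layout of Cufflinks with RefSeq-style identifiers, so the paper's description and the layout of the files differ. Positions in the files count the start from 0: of 31939 symbols placed on the same chromosome by the reference table, 21382 had the same start after 1 was added and 355 without. Positions are given counted from 1.

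FPKM values of entries with the same symbol were summed, which gave 44788 symbols. Genes with a maximal FPKM of at least 1 were analysed on the scale log2(FPKM + 1). Differences between the phases were tested with limma 3.58.1 in R 4.3.3 (moderated F test across the 3 phases, and contrasts between consecutive phases), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.01, or 0.05 for the genes of Fig. 5. In some settings, genes had a variance of 0 within the phases, which limma offsets. Because no timepoint was replicated, timepoints served as replicates of a phase, and the spread within a phase includes change over time. Single genes were also compared with exact two-sided permutation tests, for which 6 against 6 timepoints make 924 splits, 6 against 3 make 84, and Ph1 against all later timepoints makes 5005. Clustering, principal components and correlations were calculated with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Protein values are the paper's, taken from the parts of Supplementary Data 1, 2, 7 and 8 that were read. Permutation tests of correlations used 100000 resamples.

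The genes to be named were chosen as those whose RNA the paper names or plots one by one, those of its immunoproteasome and Mediator statements, the RNA of proteins it names, and for each phase the 5 genes with the largest difference between the phase and the others among genes with an adjusted p under 0.01 whose every value in the phase lay above every value outside it. Some results for single genes chosen in this way are not reported here.

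Read depth per sample is not stated in the files. Relative depth ranged from 0.702 to 1.17 of that at E12.5, and if the confidence bounds are Poisson, the number of fragments behind the gene entries, in units of 1e6, was 10.6 at E16.5 and 17.0 at W6. Confidence bounds cover counting error only, and not differences between animals.

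The test across genes was tried on simulated data, made from the real genes' means and spreads with 200 genes shifted by known amounts. At an adjusted p under 0.01 it called 169 of these (84.5%) and 0 of the unchanged genes. Genes of low mean FPKM were not among those shifted, and the simulated noise had no trend over time. Far fewer genes were shifted than differed in the real data, so these rates need not hold there.

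The alternatives tried were other pseudocounts, FPKM limits, normalizations (median-ratio scaling, quantile normalization, a fixed sum per sample, and a fixed sum without the 10 genes with the highest mean FPKM), clustering methods, phase assignments, tests and correlation measures, and leaving out each timepoint in turn. Isoforms were not analysed here, since the values used are per gene. Comparisons with gastric cancer and the proteome's own tests were not analysed here.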

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

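Only the comparison of Ph3 with 4 timepoints of Ph2 was chosen after the result it bears on was seen, and the correlation that would count as following Ptf1a was set after its values had been seen. Each named gene was examined within the 6 timepoints of Ph1 and the 6 of Ph2, 104 groups in all, for a timepoint far from the others. In 9 groups a timepoint stood apart, where about 5.2 are expected by chance. The members of a phase are different ages, so a timepoint that stands apart need not be a technical failure, and no replicate of any timepoint was analysed that could separate these explanations.

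Within Ph2, W2 stood apart for Muc5ac (94.3 FPKM), Muc5b (9.06 FPKM) and Chia1 (98.4 FPKM). W2 is the last timepoint of Ph2, and in each case its value lay between the other Ph2 values and those of Ph3. E18.5, the first timepoint of Ph2, stood apart for Med14 (9.03 FPKM) and Med21 (47.5 FPKM), each time toward the Ph1 values. The assignment of the timepoints at the borders was varied by dividing the time course into 3 consecutive runs in all 28 ways with at least 3 timepoints in a run. As many differing genes as with the paper's phases came from 3 of the 28 divisions, the paper's own included. The relative depth was 1.01 at W2 and 0.892 at E18.5, within the range of the other timepoints. Whether a gradual change across the border of the phases accounts for these 5 values was not tested.

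Within Ph1, E16.5 stood apart for Gata4 (35.4 FPKM), E17.5 for Hes1 (89.1 FPKM) and E14.5 for Med21 (55.3 FPKM). Within Ph2, D5 stood apart for Cdx2 (0.235 FPKM, confidence bounds 0.0831 and 0.386). No explanation was tested for these 4 values.

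Xist, which is transcribed from the inactive X chromosome, was 22.8 FPKM at W1, and the Y-linked gene Ddx3y was 0.0553 FPKM there. The paper does not discuss these genes in its text, and the protein of Ddx3y is listed in Supplementary Data 2. At W2, W3, W6 and W8 Xist was between 0.0560 and 0.143 FPKM and Ddx3y between 5.26 and 9.15 FPKM. Both genes were above 1 FPKM from E12.5 to E15.5 and at E18.5, with Xist between 11.5 and 54.3 FPKM and Ddx3y between 2.04 and 11.1 FPKM. The paper's reporting summary states that offspring up to 2 weeks were taken without distinction of sex and that older mice were male, so the sexes of the animals differed between the transcriptomes. It also gives 3 stomachs per replicate at E12.5 to E14.5, 2 at E15.5 to E17.5 and 1 after E18.5. If this holds for the RNA, a transcriptome up to E17.5 may hold both sexes. Of the genes outside the X and Y chromosomes, 6668 differed between Ph3 and Ph2, but most genes lie there, so this count cannot tell whether sex contributes. To ask whether sex could produce the difference, Ph3 was compared with D1, D3, D5 and W2, the 4 timepoints of Ph2 with Ddx3y and almost no Xist, which leaves out E18.5 and W1: 2653 genes had an adjusted p under 0.01 in limma. The other 14 choices of 4 timepoints of Ph2 gave a median of 1844.5 genes, from 0 (with 9716 genes at an unadjusted p under 0.05) to 5769, so the number rests strongly on which timepoints are compared. Of the 35 splits of the 7 samples into 4 and 3, 1 gave as many genes, the real one, and the next largest number was 6. A difference of sex between the phases is therefore not needed for genes to differ between Ph2 and Ph3. W1 is the only transcriptome with high Xist and almost no Ddx3y, so sex and age cannot be separated at W1.

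Clps, which encodes pancreatic colipase, reached 128680.2 FPKM at W6 and was the gene with the second highest FPKM there. The paper lists its protein in a supplementary table and does not discuss it in the text. RNA from attached pancreas may be considered for such genes, and was tested with acinar genes against Ptf1a: the median Spearman's rho of 15 acinar genes with Ptf1a was 0.271. Clps is 1 of these 15 genes, and without it the median was 0.256. Single values of rho ranged from -0.689 (Ctrl) to 0.918 (Pnliprp1). Several acinar genes had their highest value at D3, such as Ctrb1 (84.5 FPKM) and Cela2a (22.3 FPKM), and others at W8, such as Pnliprp1 (75.4 FPKM). Whether attached pancreas contributed at D3 was not tested. The correlations cannot tell the origin of the Ptf1a signal. The 14 acinar genes other than Clps had a median of 1.52 FPKM at W6, with a maximum of 102.6 FPKM for Try4, so the level of Clps was not shared by these genes. At W8 Clps was 126586.5 FPKM, and the highest of the 14 was again Try4, with 102.6 FPKM. Pla2g1b, which is not among the 14 genes and encodes a pancreatic phospholipase, reached 77308 FPKM at W6 and went with Clps. The values of the 14 genes argue against attached pancreas as the source of the Clps level at W6 and W8. The origin of the Clps signal was not settled, and expression of Clps in the stomach itself was not tested.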

How the results depend on the processing

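No paired analysis was possible because each timepoint has 1 transcriptome and the phases share no replicate numbers. All alternatives were set before the data were examined, except counting only the first entry of each symbol and a prior variance with an intensity trend in limma, which were chosen after seeing the data. Alternatives for isoforms were not run, since the values used are per gene.

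For the share of genes highest in Ph1 and for the proteasome and Mediator subunits, the choice that mattered most was how the samples were scaled. The share of differing genes with their highest phase mean in Ph1 was 72.5%. It was 43.6% with median-ratio scaling, 54.4% with quantile normalization, 67.7% with the 10 genes of the highest mean FPKM left out before rescaling, and 78.7% with values rescaled to a fixed sum. It was 73.8% over all genes with a nonzero FPKM, 75.4% over genes with an FPKM of at least 1 in all samples, 74.7% with the one-way test on untransformed FPKM and 70.5% with the protein phases. When each timepoint was left out in turn it ranged from 70.8% to 74.4%. Median-ratio scaling also reduced the proteasome subunits highest in Ph1 from 38 to 7 of 41 and the Mediator subunits from 31 to 18 of 31. For both complexes, all other alternatives kept the number within 1.5 times that of the main setting. For Mediator it was 24 of 31 with quantile normalization. The Mediator subunits with an adjusted p under 0.01 in limma's F test fell from 30 to 15 with quantile normalization. They were 24 with the 10 genes left out and 31 with values rescaled to a fixed sum. The cause was not tested for the complexes, and the tests of the share under the other observations do not settle it.

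The number of genes differing between the phases stayed within 1.5 times 11966 under the alternative filters, scalings, tests and thresholds and with the protein phases, from 8503 (genes with an FPKM of at least 1 in all samples) to 13779 (adjusted p under 0.05), and from 10657 to 12326 when each timepoint was left out. Of the other divisions into consecutive runs, the one with the fewest genes gave 7831, which is outside this range. The numbers of expressed genes, of timepoints placed by clustering (13 to 15), of transcription factors highest in Ph1 (421 with median-ratio scaling, 525 to 542 with each timepoint left out), of signaling genes and of comparisons of gastric genes also stayed within 1.5 times their main values.

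The variance on the first principal component, 58.4%, was 56.3% for untransformed FPKM scaled per gene, 63.0% for log2 values that were centred and not scaled, 58.9% with a pseudocount of 0.1, 51.6% with median-ratio scaling, 63.2% for genes with an FPKM of at least 1 in all samples and 58.5% with the first entry of each symbol. The median protein-RNA correlation, 0.530, was 0.545 as Spearman's rho, 0.616 for proteins above 0 at all timepoints, 0.444 with median-ratio scaling, 0.671 for the transcription factors with protein values and 0.809 for the proteins of Supplementary Data 8. It ranged from 0.516 to 0.549 when each timepoint was left out. The cause of these changes was not tested.

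Of 52 named genes, 38 kept the direction and the side of the threshold under all alternatives run for them. The alternatives were not run for every comparison between phases that is reported for a gene. The direction reversed in 6 of 359 cases. With median-ratio scaling, the log2 fold changes from Ph2 to Ph3 turned to 0.15 for Hsp90b1, 0.16 for Hes1, 0.27 for Psme1 and 0.22 for Med21, and that from Ph1 to Ph2 turned to 0.16 for Psme2. With values rescaled to a fixed sum, that of Tubb4b from Ph2 to Ph3 turned to -0.23. In 12 other cases a change was no longer past the threshold, and in 8 it came to pass it. The cause was not tested.

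Depth limits the statements on genes with FPKM near 0, such as Cdx2 after birth: its values of 0.0248 FPKM at D3 and 0.0227 FPKM at W8 have upper bounds 3 times as high, as for a single fragment, so a value of 0 cannot be told from expression below about this level. In the simulated data, shifts of 2 on the log2 scale were called for 96.1% of genes at these numbers of timepoints. Genes of low mean FPKM were not among those shifted, so this does not bear on genes with FPKM near 0.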

Differences from the paper's values

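The median protein-RNA correlation was 0.530 over the 1961 genes read from Supplementary Data 2, and the paper's value is 0.55 over all of its genes. Of the alternatives set before the data were examined, leaving out E15.5 or E16.5 gave 0.549 and 0.547, which round to the paper's value. Spearman's rho (0.5447, which rounds to 0.54), log2 values (0.533), median-ratio scaling (0.444) and leaving out any other timepoint gave lower values. Proteins above 0 at all timepoints (0.616), the proteins of Supplementary Data 8 (0.809) and the transcription factors of Supplementary Data 7 (0.671) gave higher values.

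The other values compared lay within 1.5 times the paper's. The number of genes with a maximal FPKM of at least 1 was 16902, against the paper's 16839, and with only the first entry of each symbol, chosen after seeing the values, it was 16840. The number of genes differing between the RNA phases was 11966, against 11044 in the heading of the paper's Supplementary Data 3. The one-way test on untransformed FPKM gave 11058, and with only the first entry of each symbol, chosen after seeing the values, it gave 11043. The first principal component carried 58.4% of the variance, and about 54% in Fig. 3a, read by eye.

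The paper's dendrogram separates W3, W6 and W8 first and places E17.5 with the embryonic timepoints. Here the first division lay between E16.5 and E17.5, and E17.5 joined the cluster of Ph2. Clustering of untransformed FPKM without scaling placed all 15 timepoints as the paper does, and with each gene scaled to unit variance it placed 13. Without scaling, the few genes of highest FPKM weigh most in the distances.

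The paper places Psme1 and Psme2 in a cluster that is high in Ph2 and Ph3 in proteome and transcriptome. Here the log2 fold changes of their RNA from Ph1 to Ph2 were -0.13 and -0.12, and from Ph2 to Ph3 -0.33 and -0.08. With median-ratio scaling, that of Psme2 from Ph1 to Ph2 was 0.16 and that of Psme1 from Ph2 to Ph3 was 0.27, so the direction depends on the scaling. The paper names Pdx1 among factors that are mostly higher in Ph1. Here the RNA of Pdx1 was highest at W3 (5.24 FPKM). The paper describes opposite trends of protein and RNA for Gata4. Here Pearson's r between the paper's protein values and RNA was 0.236 and Spearman's rho was 0.0775 (two-sided permutation p = 0.398 and p = 0.782), and r was -0.102 without the 2 timepoints farthest from the median RNA value, -0.289 within Ph1 and 0.607 within Ph2. Neither a shared nor an opposite trend was detectable over the 15 timepoints.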

Other observations

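Of the tests in this part, those on low values in stage-restricted genes, on the W8 library made without forestomach, and on liver genes at D1 and at W3 were chosen only after the result was seen, and the limits that decide the tests on liver RNA and on W8 were also set after their values had been seen.

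The number of genes differing between the phases was compared with other splits of the 15 transcriptomes into groups of 6, 6 and 3. Of 100 splits, the real one included, 1 gave as many genes with an adjusted p under 0.01, which was the real one. The next largest number was 6229. For the signaling genes of Fig. 5, 1 of the 100 splits, the real one, gave as many, and the next largest number was 83. Any ordered division of a time course separates early from late samples, so the 28 divisions into 3 consecutive runs were compared as well: 3 of them gave as many genes as the paper's phases, the paper's own included, and all gave at least 7831. The 2 divisions with more genes ended Ph1 at E15.5 (12258 genes) and at E16.5 (12198 genes). The paper's division is therefore near the largest, and the data do not single it out.

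Most differing genes were highest in Ph1. The share of the summed FPKM taken by a few genes also rises toward Ph3, and a change of composition was tested as an explanation. With median-ratio scaling the share of differing genes highest in Ph1 fell to 43.6%, and with the 10 highest genes left out and the rest rescaled it stayed at 67.7%. The corrections differ in what they assume. The majority remained with the 10 genes left out, while median-ratio scaling, which takes the typical gene as unchanged, removed it. Leaving out these genes and rescaling tests only their part of the sum, so it does not exclude a change of composition. The summed FPKM is not fixed, so a larger share for a few genes need not lower the others. FPKM alone cannot tell a general fall of RNA per gene from a change of composition.

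A trend shared by most genes could raise the protein-RNA correlation. Proteins paired with RNA of other genes at random gave a median r of 0.0467, so a shared trend is not a sufficient explanation of the median of 0.530.

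In the part of the paper's Supplementary Data 4 that was read, the E12.5 and W1 values are the same for every isoform. Summed per gene, the values in the E12.5 column had a Spearman's rho of 0.970 across genes with the gene FPKM of W1 and of 0.746 with that of E12.5. The values of W1 standing in the E12.5 column is a candidate explanation. In the isoforms read, 615 had an unadjusted P under 0.01 by the paper's test with all columns, and 757 without the E12.5 column.

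Alb (460.5 FPKM) and Afp (185.9 FPKM) were highest at D1. A smaller peak lay at W3, with 65.4 FPKM for Alb and 26.3 FPKM for Ahsg, against 1.81 and 1.69 FPKM at W2 and 0.869 and 1.59 FPKM at W6, and Afp had none there. RNA from attached liver was tested with 13 other liver genes: their median Spearman's rho with Alb was 0.636, and 10 of the 13 had their highest value at D1. These genes share the same D1 library and are not independent, and the test was chosen after the peak was seen. The count therefore cannot exclude chance across timepoints. The values at D1 are consistent with a contribution of liver RNA to that library, as a hypothesis. Apoa1, Apob and Ttr had their highest values at other timepoints. At W3, 10 of the 13 genes were higher than at both W2 and W6, so a smaller contribution of liver RNA is a candidate explanation there as well, but this rise was seen before it was counted and the count is not an independent test. No biological explanation was tested.

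RNA of keratinized epithelium was nearly absent at W8: Krt13 was 272.9 FPKM at W6 and 5.96 FPKM at W8, Krt4 168.0 and 2.74 FPKM, Krt5 27.3 and 1.26 FPKM, Krt14 40.8 and 0.366 FPKM, and Trp63 0.739 and 0.0511 FPKM. If the W8 library lacked the keratinized forestomach, genes that followed Krt13 over the other 14 timepoints would fall together. Of 140 such genes, 43 fell by more than 1 on the log2 scale, so the genes did not fall together. They were chosen by their course over time and not by tissue, so this does not exclude the explanation. Of 7 glandular genes, 0 fell by as much, but their median log2 change was -0.28, near the -0.32 of the 140 genes. Loss of the epithelium from the stomach by W8 was tested with the paper's protein values: of 12 proteins of genes whose RNA fell, 5 were 0 at W6 and give no ratio, and for the other 7 the median ratio of W8 to W6 protein was 1.05, with 3 of the 7 lower at W8. A change of composition was tested by median-ratio scaling, after which the median log2 change of the 140 genes was -0.57, compared with -0.32 before. The 7 proteins went both ways, so they cannot tell whether the epithelium was lost. A W8 library without forestomach remains a candidate explanation, which the 140 genes did not bear out, and the origin of the low values remains open.

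Abundant genes that are restricted to one stage, such as Pgc and Cym, kept a low RNA value at other timepoints. Mixing of reads between libraries was a candidate explanation. Among genes whose lowest value was under 1% of their mean, 5 of 50 with a mean FPKM of at least 200 had a lowest value under 0.3% of the mean, and 44.4% of 45 with a mean FPKM from 50 to 200, examined only afterwards. Both sets of genes were chosen by their lowest value, so this test cannot tell whether reads were mixed.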
